# Combined transient ablation and single-cell RNA-sequencing reveals the development of medullary thymic epithelial cells

**DOI:** 10.7554/eLife.60188

**Published:** 2020-11-23

**Authors:** Kristen L Wells, Corey N Miller, Andreas R Gschwind, Wu Wei, Jonah D Phipps, Mark S Anderson, Lars M Steinmetz

**Keywords:** single-cell transcriptomics, medullary thymic epithelial cell, immune system, Mouse

## Abstract

Medullary thymic epithelial cells (mTECs) play a critical role in central immune tolerance by mediating negative selection of autoreactive T cells through the collective expression of the peripheral self-antigen compartment, including tissue-specific antigens (TSAs). Recent work has shown that gene-expression patterns within the mTEC compartment are heterogenous and include multiple differentiated cell states. To further define mTEC development and medullary epithelial lineage relationships, we combined lineage tracing and recovery from transient in vivo mTEC ablation with single-cell RNA-sequencing in *Mus musculus*. The combination of bioinformatic and experimental approaches revealed a non-stem transit-amplifying population of cycling mTECs that preceded *Aire* expression. We propose a branching model of mTEC development wherein a heterogeneous pool of transit-amplifying cells gives rise to *Aire*- and *Ccl21a*-expressing mTEC subsets. We further use experimental techniques to show that within the *Aire-*expressing developmental branch, TSA expression peaked as *Aire* expression decreased, implying *Aire* expression must be established before TSA expression can occur. Collectively, these data provide a roadmap of mTEC development and demonstrate the power of combinatorial approaches leveraging both in vivo models and high-dimensional datasets.

## eLife digest

Specialized cells in the immune system known as T cells protect the body from infection by destroying disease-causing microbes, such as bacteria or viruses. T cells use proteins on their surface called receptors to stick to infectious microbes and remove them from the body. Some newly developed T-cells, however, contain receptors that recognize and bind to cells that belong in the body. If these faulty T cells are released, they can attack healthy tissues and cause an autoimmune disease.

After a new T cell is developed, it gets carried to a gland in the chest known as the thymus. Cells in the thymus called mTECs screen T cells for receptors that may bind to the body’s tissues. mTECs do this by presenting T cells with proteins that are commonly found on the surface of healthy cells in the body. If a T cell recognizes any of these ‘tissue specific proteins’, it is destroyed or given a new role in the body. Some faulty T cells, however, still manage to evade detection. One way to uncover why this might happen is to investigate how mTECs develop. Previous work showed that mTECs transition through various stages before reaching their final form. However, the order in which these events occur remained unclear.

To gain a better understanding of these developmental steps, Wells, Miller et al. extracted mTECs from the thymus of mice and analyzed the genetic make-up of individual cells. This uncovered a missing link in mTEC development: a new type of cell that is the immediate predecessor of the final mTEC. These ‘predecessor’ cells were actively growing, highlighting that mTECs can be constantly generated in the body. By probing the genes that generate tissue-specific proteins in mTECs, Wells, Miller et al. revealed that these proteins were only produced for short periods and in the late stages of mTEC development.

These findings contribute to our understanding of how mTECs develop to screen T cells. Mapping these developmental stages will make it easier to identify when faulty T cells are able to evade mTECs. This will lead to earlier detection of autoimmune diseases which could result in better treatments.

## Introduction

The thymus is the primary site of T-cell development and is required for the establishment of central immune tolerance (Klein et al., 2014). Within the thymus, medullary thymic epithelial cells (mTECs) play a key role in enforcing tolerance by expressing a wide array of tissue-specific self-antigens (TSAs) that serve to eliminate potentially autoreactive developing T cells (Derbinski et al., 2008; Lancaster et al., 2019; Metzger and Anderson, 2011). The autoimmune regulator (Aire) protein plays a central and nonredundant role in the expression of a subset of TSAs (Anderson et al., 2002) and is believed to function, in part, by modulating chromatin accessibility (Koh et al., 2018; Perniola, 2018). The transcription factor Fezf2 has also been shown to promote the expression of TSAs within mTECs in an Aire-independent manner (Takaba et al., 2015). *Aire*-expressing mTECs are characterized by high levels of MHC class II expression in the adult thymus and have an estimated half-life of 12–14 days (Gray et al., 2006). These mTEC-MHC Class II high cells (mTEC-hi) are thought to arise from mTEC-MHC Class II low progenitors (mTEC-lo) (Gray et al., 2007) through inductive signals that include signaling through receptor activator of NF-κB (RANK) (Rossi et al., 2007). Within mTEC-hi cells, single-cell studies have shown that expression of TSAs is highly heterogeneous, with each cell expressing only 1–3% of all TSAs (Anderson and Jenkinson, 2015; Brennecke et al., 2015; Meredith et al., 2015). This heterogeneity is likely due to complex regulatory events that occur before expression of *Aire* and *Fezf2*.

Considerable effort has been devoted to identifying the progenitors of *Aire*-expressing mTECs in the mTEC-lo compartment. It has been suggested that these progenitors express high levels of *Ccl21a* (Onder et al., 2015), which encodes a chemokine ligand known to regulate the migration of positively selected thymocytes into the thymic medulla (Kozai et al., 2017). However, disruption of these cells in mice without lymphotoxin beta receptor (LTBR) does not impact *Aire*-expressing mTECs, implying that *Ccl21a-*expressing cells may not be the precursors of *Aire-*expressing mTECs (Lkhagvasuren et al., 2013). Additionally, thymic cells expressing Sca-1 were recently found to self-renew and generate both mTEC and cortical thymic epithelial cell (cTEC) lineages, suggesting these may be a bi-potent progenitor of early TEC development and further obfuscating previous work describing epithelial subset relationships (Ucar et al., 2014; Wong et al., 2014).

Recently, single-cell RNA-sequencing (scRNA-seq) has been utilized to define the mTEC compartment during neonatal and adult stages of development (Dhalla et al., 2020; Kernfeld et al., 2018; Miragaia et al., 2018). Using this approach, we and others identified a previously unappreciated and highly-differentiated mTEC subset that bore striking similarity to peripheral tuft cells found at mucosal barriers (Bornstein et al., 2018; Miller et al., 2018). Although scRNA-seq is a powerful tool for characterizing distinct cell populations, including minor and rare populations (Hwang et al., 2018), assigning precursor–product relationships is difficult based on gene expression alone. In the current manuscript, we reasoned that combining scRNA-seq with in vivo tools would better resolve our understanding of the developmental relationships between mTECs. First, we used a bioinformatic approach on scRNA-seq of control thymus to characterize mTEC lineage relationships. Second, we combined scRNA-seq with a lineage tracing approach (Kretzschmar and Watt, 2012) in which the developmental relationships of *Aire*-expressing mTECs and their progeny are readily discernible (Metzger et al., 2013). Third, we combined scRNA-Seq with a transient ablation model in which differentiation of mTEC-hi cells is selectively blocked after treatment with anti-RANK-ligand (RANKL) antibody. Inhibition of RANK signaling depletes the *Aire*-expressing mTEC population, which then recovers over 10 weeks (Khan et al., 2014; Metzger et al., 2013). Using these approaches, we created a molecular roadmap of *Aire*-expressing mTEC development that details the kinetics of TSA expression in relation to Aire and identified a transit-amplifying population of mTECs that we propose is the immediate precursor of the *Aire-*expressing and *Ccl21a*-expressing populations.

## Results

### Single-cell classification of mTEC populations

First, we utilized a bioinformatic approach to identify TEC populations and lineage relationships at the single-cell level that could be subsequently validated using lineage tracing and transient in vivo ablation (Figure 1a). We performed single-cell transcriptome analysis of total TECs purified by flow cytometry (EpCAM^+^ CD45^-^) and subjected to scRNA-seq on the 10x Genomics platform (Zheng et al., 2017; Figure 1a and Figure 1—figure supplement 1a). A total of 2434 cells were included in the downstream analysis.

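Both control libraries are droplet-based scRNA-seq of EpCAM+ CD45- cells from 3 pooled thymi of mice given 3 injections of 100 µg of isotype antibody. One was collected 2 weeks after treatment, at 4 weeks of age, and the other 10 weeks after treatment, at 12 weeks of age. The week 2 control held 1163 cells with a median of 16809 unique molecular identifiers (UMIs, tags that each count a single captured RNA molecule) and 3825 genes per cell, and 22197691 UMIs in all. The week 10 control held 1271 cells with a median of 8333 UMIs and 2540 genes per cell, and 13304728 UMIs in all. The authors aligned the reads and counted UMIs with Cell Ranger, filtered the cells in Seurat, scaled each cell to 10000 UMIs and deposited the natural log of 1 plus the scaled count, the scale on which levels are given here.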

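For the values given here, whole UMI counts were recovered from the deposited values. The cells of both controls were merged, without alignment between the libraries, and clustered again in Seurat on principal components. The genes measured at each claim were left out of this clustering, so that a cluster could not owe its level of such a gene to having been defined by it. Of 10 clusters, 1 held T cells (15 in the week 2 control and 10 in the week 10 control), and the others held 2409 TECs. TEC clusters took the name of the nearest population of the paper's *Aire* lineage tracing library, in which populations were named from markers fixed beforehand, and a name stands for a cluster like the paper's population of that name. A pair of clusters stayed unnamed and are given by number. Shares of cells carry exact binomial 95% intervals, which cover counting error only, since each library is a single pool of thymi and cells are not replicates. Where the SD between the control libraries is given, n = 2.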

**Figure 1.**
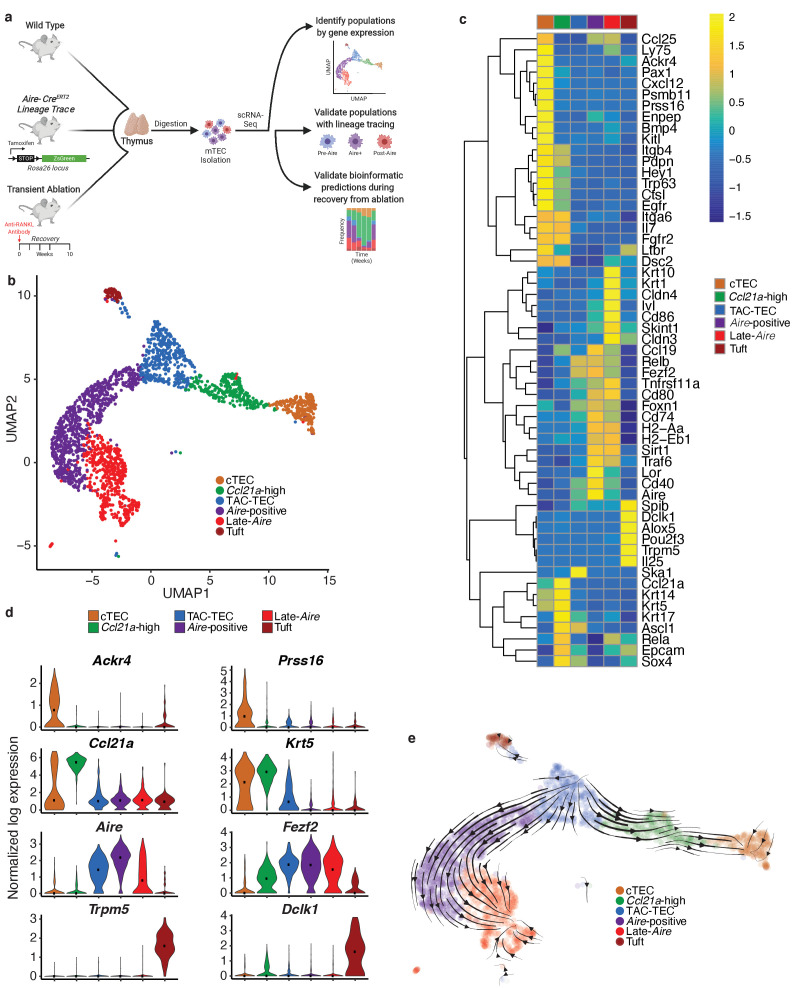
Single-cell sequencing of medullary thymic epithelial cells reveals population relationships. (**A**) Outline of experimental design. Lineage relationships were first determined bionformatically from single-cell RNA-sequencing of control thymus. Lineage relationships and gene-expression events were then validated using both an inducible in vivo lineage tracing system and a model of transient thymus ablation and recovery. (**B**) UMAP visualization of all 2434 cells and clustering (color) of mTECs (two replicates, three pooled thymi each). Each point represents a cell. (**C**) Heatmap of genes curated from the literature across mTEC populations identified in this study. Color is mean-centered, log-normalized expression. Gene expression is the average expression within each mTEC population. (**D**) Normalized log expression of marker genes for known mTEC populations across cells in each cluster. Color represents cluster, black dot is median expression. (**E**) Single-cell velocity plot showing lineage relationships between mTECs projected onto a UMAP dimensional reduction. Arrows represent predicted developmental trajectories. See also Figure 1—figure supplement 1.

**Figure 1—figure supplement 1.**
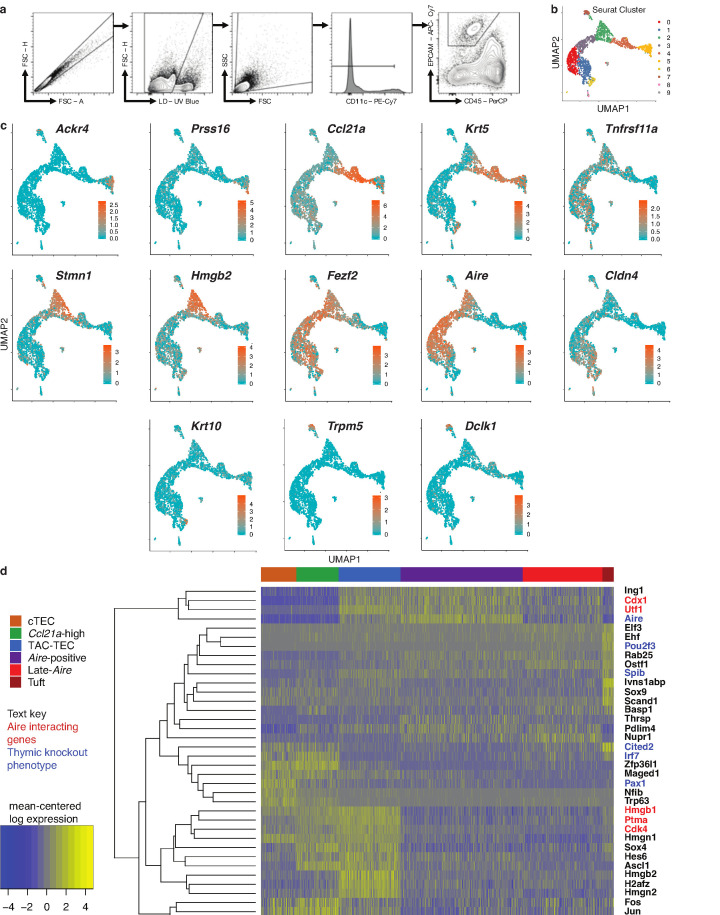
Classification of medullary thymic epithelial cell populations. (**A**) Representative sorting strategy to isolate TECs. (**B**) UMAP dimensional reduction visualization of the thymic epithelial cells. Color represents original Seurat cluster. Some clusters were merged based on gene expression. Clusters 8 and 9 represent t-cells and were removed from the remainder of the analysis. (**C**) UMAP dimensional reduction visualization of the thymic epithelial cells. Color represents normalized log expression of marker genes for mTEC populations. Each point represents a cell. (**D**) Heatmap of all transcription factors and histone proteins differentially expressed between populations (adj-p-val<0.05 and log|fold change| > 2). High expression: yellow; low expression: blue. *Aire* interacting genes: red; knockout phenotype: blue. Cells organized by population, genes organized by hierarchical cluster.

Single cells were projected into a reduced-dimensional space using UMAP and were clustered based on the top 13 principle components, yielding six total clusters (Adey, 2019; Becht et al., 2018; Butler et al., 2018; Figure 1b and Figure 1—figure supplement 1b). To identify clusters, we performed differential gene-expression analysis and searched for gene signatures previously associated with thymic epithelial subsets. 

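*Ackr4* lies on chromosome 9 from 104084157 to 104126933 and *Prss16* on chromosome 13 from 22002173 to 22009742, both on the minus strand (GRCm38/mm10, GENCODE vM21 annotation, which also gives the other positions). In the control libraries both genes were highest in cluster 5, which held 239 TECs, 7.23% of the TECs of the week 2 control and 12.4% of those of the week 10 control. Cluster 5 was nearest to the cTECs of the lineage tracing library, but it was left unnamed because its leading genes held more markers of *Ccl21a*-high cells than of cTECs. Mean *Ackr4* in cluster 5 was 0.83 on the natural log scale, against 0.22 in the tuft-like cluster and 0.01 in T cells. For *Prss16* the mean was 1.05 in cluster 5 and 0.34 in T cells. The difference between cluster 5 and the other TECs was 0.81 ± 0.32 for *Ackr4* and 0.85 ± 0.16 for *Prss16* (SD, n = 2 libraries).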

As described in previous TEC single-cell studies, the ‘cTEC’ cluster was marked by high expression of *Ackr4* and *Prss16* (Bornstein et al., 2018; Kernfeld et al., 2018; Miragaia et al., 2018; Figure 1c and d, Figure 1—figure supplement 1c). 

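The cluster like the paper's *Ccl21a*-high population held 285 of the 2409 control TECs. That was 11.7% (95% interval 9.87 to 13.7%) of the TECs of the week 2 control and 12.0% (10.2 to 13.9%) of those of the week 10 control, a mean of 11.8% ± 0.214 (SD, n = 2). The alternative that moved this mean most was a clustering resolution of 1.0 in place of 0.6, at which it was 8.78%. *Ccl21a* lies on chromosome 4 from 42772860 to 42773993 (minus strand), and near-identical copies of it elsewhere on the chromosome are listed as separate genes, so its counts are uncertain to the extent that reads were split among them. Mean *Ccl21a* was 5.31 in this cluster, 2.04 in cluster 5 and 1.13 in T cells, and its difference from the other TECs was 4.01 ± 0.06 (SD, n = 2). *Krt5* lies on chromosome 15 from 101707070 to 101712898 (minus strand). Its mean was 2.77 in the cluster, 1.81 in cluster 5 and 0.28 in T cells, and its difference from the other TECs was 2.17 ± 0.32.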

The ‘*Ccl21a-*high’ cluster was marked by high expression of *Ccl21a* (Lkhagvasuren et al., 2013) and *Krt5* (Figure 1c and d, Figure 1—figure supplement 1c). The gene-expression pattern within the *‘Ccl21a-*high*’* cluster was consistent with populations that have previously been described as jTEC (Miragaia et al., 2018), mTEC2 (Kernfeld et al., 2018), and mTEC-I (Bornstein et al., 2018). 

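The tuft-like cluster held 75 control cells, 4.01% of the TECs of the week 2 control and 2.3% of those of the week 10 control. *Trpm5* lies on chromosome 7 from 143069153 to 143094642 (minus strand) and *Dclk1* on chromosome 3 from 55242364 to 55539068 (plus strand). Mean *Trpm5* was 1.58 in the tuft-like cluster, at most 0.09 in every other TEC cluster and 0.05 in T cells. Mean *Dclk1* was 1.41 in the tuft-like cluster, 0.32 in the *Ccl21a*-high cluster, which had the next highest level, and 0.17 in T cells. The difference between the tuft-like cluster and the other TECs was 1.57 ± 0.14 for *Trpm5* and 1.29 ± 0.18 for *Dclk1* (SD, n = 2).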

The ‘Tuft’ cluster had high expression of *Trpm5*, *Dclk1,* and a gene-expression pattern that closely agreed with previous single-cell descriptions of thymic tuft cells (Bornstein et al., 2018; Miller et al., 2018; Figure 1c and d, Figure 1—figure supplement 1c). 

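*Aire* lies on chromosome 10 from 78030022 to 78043610 and *Fezf2* on chromosome 14 from 12342094 to 12348189, both on the minus strand. Clusters like the paper's TAC-TEC, *Aire*-positive and Late-*Aire* populations held 507, 738 and 532 control cells. TAC-TECs made up 17.3% (95% interval 15.2 to 19.7%) of the TECs of the week 2 control and 24.4% (22.1 to 26.9%) of those of the week 10 control. The corresponding shares were 31.9% and 29.5% for *Aire*-positive cells and 25.9% and 18.6% for Late-*Aire* cells. Mean *Aire* was 2.03 ± 0.03 in *Aire*-positive cells, 1.44 ± 0.01 in TAC-TECs, 1.00 ± 0.27 in Late-*Aire* cells and 0.37 ± 0.35 in T cells (SD, n = 2). *Fezf2* followed another order, with 1.90 ± 0.17 in TAC-TECs, 1.69 ± 0.08 in *Aire*-positive cells, 1.45 ± 0.02 in Late-*Aire* cells and 0.21 in T cells. The difference between these clusters together and all other TECs was 1.38 ± 0.08 for *Aire* and 1.12 ± 0.16 for *Fezf2*.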

The remaining three clusters, dubbed ‘TAC-TEC’, ‘*Aire-*positive’, and ‘Late-*Aire*’ based on subsequent analysis, included cells that expressed *Aire* and *Fezf2* and resembled populations previously described as mTEC3 (Kernfeld et al., 2018), mTEC-II and mTEC-III (Bornstein et al., 2018), and mTEhi and mTEClo (Miragaia et al., 2018; Figure 1c and d, Figure 1—figure supplement 1c). As further validation of our clustering, we restricted the list of differentially expressed genes to only those annotated as transcription factors and chromatin modifiers because these functional categories are known to be important in TEC biology (Wang et al., 2019; Figure 1—figure supplement 1d). We anticipated that differential expression analysis between clusters would be enriched for specific genes previously associated with mTEC function. Reassuringly, *Aire* (Ramsey et al., 2002)*, Ptma* (Moretti et al., 2015)*, Hmgb1* (Guha et al., 2017)*, Irf7* (Otero et al., 2013), *Cited2* (Michell et al., 2010)*, Pax1* (Romano et al., 2013), and *Spib* (Akiyama et al., 2014) were all found in the differentially expressed gene set and have known knockout phenotypes in mice affecting thymus development and function (Figure 1—figure supplement 1d).

### Single-cell velocity analysis suggests that the ‘TAC-TEC’ cluster is a precursor of most mTEC subpopulations

Next, we used computational predictive algorithms to define the lineage relationships between the identified mTEC subpopulations. To accomplish this, we applied single-cell velocity (Bergen et al., 2019), the stochastic version of transcriptional dynamics used in RNA velocity, which uses intron retention to predict the future transcriptional state of a single cell and infer lineage relationships between cell populations (La Manno et al., 2018). Application of single-cell velocity to our data predicted that ‘TAC-TECs’ preceded the ‘*Aire*-positive’ population and that the ‘*Aire*-positive’ population preceded the ‘Late-*Aire*’ population (Figure 1e). Further, single-cell velocity predicted a branching model of mTEC development in which ‘TAC-TECs’ give rise to both the ‘*Aire*-positive’ and ‘*Ccl21a-*high’ populations (Figure 1e), rather than a precursor-product relationship between *Ccl21a*-expressing and *Aire*-expressing mTECs (Onder et al., 2015). Additionally, ﻿this model also predicted a path to minor mTEC subsets, including the ‘Tuft’ cluster. Therefore, single-cell velocity analysis suggested that the ‘TAC-TEC’ cluster populates the mTEC subsets observed in this study.

### The TAC-TEC population is actively cycling

To further characterize the 'TAC-TEC’ cluster, we generated an unbiased list of all genes specifically upregulated in these cells (Figure 2—figure supplement 1a). 

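The chromatin-associated genes measured in TAC-TECs lie on chromosomes 8 (*Hmgb2*, 57511907 to 57515999), 3 (*H2afz*, 137864487 to 137866922), 4 (*Hmgn2*, 133964738 to 133968650), 5 (*Hmgb1*, 149046702 to 149184489) and 16 (*Hmgn1*, 96120618 to 96127729). All of them were higher in TAC-TECs than in the other control TECs, by 1.31 ± 0.02 for *Hmgb2*, 1.29 ± 0.08 for *H2afz*, 1.14 ± 0.04 for *Hmgn2*, 1.01 ± 0.06 for *Hmgb1* and 0.81 ± 0.12 for *Hmgn1* on the natural log scale (SD, n = 2). Mean *Hmgb2* was 1.98 in TAC-TECs, 1.23 in T cells and between 0.46 and 0.74 in the other TEC clusters. For *H2afz* the mean was 2.96 in TAC-TECs, 2.27 in T cells and 2.18 in cluster 8, an unnamed cluster of 33 cells. *Hmgb1* reached 2.45 in TAC-TECs and 2.25 in *Ccl21a*-high cells. *Hmgn1* was not highest in TAC-TECs, where its mean was 1.94, against 2.13 in cluster 5.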

We noticed that this restricted list included a preponderance of chromatin-modifying factors, including *Hmgb2*, *H2afz*, *Hmgn2, Hmgb1*, and *Hmgn1* (Figure 2—figure supplement 1a). Because many of these genes were also upregulated in other mTEC populations, we restricted this analysis to include only those genes uniquely upregulated in ‘TAC-TECs’ (35 total genes). It had been hypothesized that a transit-amplifying cell exists in the thymus (Gray et al., 2007) therefore, we compared the transcriptional signature of the ‘TAC-TECs’ to the gene signature of a published transit-amplifying population (Basak et al., 2018) and noticed a striking overlap. To test this overlap, we performed a hypergeometric test and determined that there was in fact significant enrichment of previously described transit-amplifying genes in the ‘TAC-TEC’ population (p=1.44×10^−34^; Figure 2a and Figure 2—figure supplement 1b). Transit-amplifying cells are defined by rapid cycling (Rangel-Huerta and Maldonado, 2017; Zhang and Hsu, 2017), so we hypothesized that the ‘TAC-TEC’ cluster would contain cycling TECs. To test this we used cyclone (Scialdone et al., 2015), an algorithm that determines cell-cycle state based on expression of cell-cycle genes, which revealed that the majority (104/123) of cells in the G2/M phase were located in the ‘TAC-TEC’ cluster (Figure 2b). 

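Cell-cycle phases were called here with a re-implementation of cyclone's pair scoring, with 11186 gene pairs for G1 and 9168 for G2/M. It placed 126 of the 2409 control TECs in G2/M, and 108 of them, 85.7% (95% interval 78.4 to 91.3%), were TAC-TECs. The share was 86.7% (39 of 45 cells) in the week 2 control and 85.2% (69 of 81) in the week 10 control. Of the 507 TAC-TECs, 21.3% (17.8 to 25.1%) were in G2/M, against 1.08% of 738 *Aire*-positive cells, 2.11% of 285 *Ccl21a*-high cells and 0.188% of 532 Late-*Aire* cells. No G2/M cell was called among 75 tuft-like cells, which allows a share of up to 4%. G2/M cells were deeper than other TECs, with a median of 22819.5 UMIs against 11884, so the phases were also called after each cell's UMIs were thinned at random to 2000, which left out none of the control cells. After thinning, 197 TECs were in G2/M and 113 of them, 57.4%, were TAC-TECs. The share of TAC-TECs in G2/M was then 22.3%, that of *Aire*-positive cells 4.88%, that of Late-*Aire* cells 3.95% and that of *Ccl21a*-high cells 5.96%. Scored with Seurat's gene lists in place of the pairs, 196 of 247 G2/M cells, 79.4%, were TAC-TECs.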

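Since cell-cycle genes took part in the clustering, the cells were clustered again without them, and 60.3% of the G2/M cells were then TAC-TECs. The fixed markers of TAC-TECs are themselves cell-cycle genes, and they still took part in naming the clusters. Both shares are therefore in part a result of how TAC-TECs were named. The paper had reasoned that a transit-amplifying population would hold the cycling TECs. From the place of the G2/M cells, it concludes that the cycling TECs map to the TAC-TEC cluster. It takes this as backing for its velocity analysis, which predicted that other major mTEC subsets arise from TAC-TECs.

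**Figure D1:**
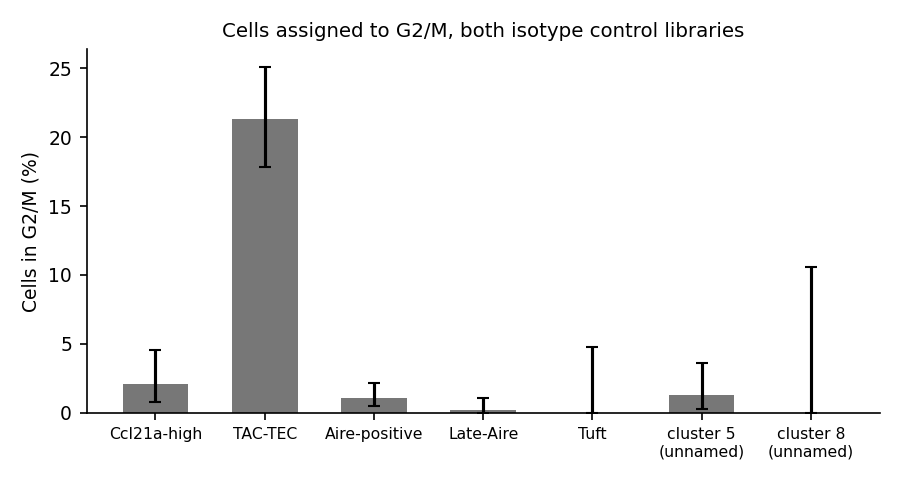
Bars give the percent of each TEC cluster's cells called G2/M in both control libraries together, without thinning, with exact binomial 95% intervals as error bars. TAC-TECs stand at 21.3% and every other TEC cluster at 2.11% or less.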

Notably, the mapping of cycling cells to the ‘TAC-TEC’ population provides support for the RNA velocity prediction that ‘TAC-TECs’ populate other major mTEC subsets (Figure 1E). Expression of *Hmgb2* specifically correlated with cells being classified as G2/M and many cycling cells also expressed *Fezf2* (Figure 2b). 

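Mean *Hmgb2* was 2.95 in the 126 G2/M cells and 0.84 in the other 2283 control TECs. Within TAC-TECs it was 3.14 in G2/M cells and 1.66 in the others, and outside TAC-TECs it was 1.84 and 0.66. *Hmgb2* was detected in 97.6% of G2/M cells and in 68.6% of the others, and after thinning to 2000 UMIs in 92.1% and 27.1%. *Fezf2* was detected in 119 of 126 G2/M cells, 94.4% (95% interval 88.9 to 97.7%), and in 77.6% of the other TECs. After thinning, these shares were 54.8% and 49.5%. They then went opposite ways in the controls, at 42.2% and 47.8% in the week 2 control and 61.7% and 51.1% in the week 10 control. Among TAC-TECs the mean of *Fezf2* was 1.79 in G2/M cells and 1.96 in the others.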

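The paper's cutoffs of above 0 for *Aire* and above 4 for *Ccl21a* on the deposited scale divide TAC-TECs into 4 classes. Of the 507 control TAC-TECs, 439 (86.6%) passed the cutoff for *Aire* only, 10 (1.97%) for *Ccl21a* only, 12 for both and 46 (9.07%) for neither. The 12 cells with both make up 2.37% (95% interval 1.23 to 4.10%), against 19.6 cells expected if the genes were independent of each other. Among the 108 TAC-TECs in G2/M, 94.4% passed for *Aire* only, and 2 (1.85%) passed for both, against 3.85 expected. The alternative that moved the share with both most was a *Ccl21a* cutoff of 5, which gave 0.197%, while thinning gave 0.789%. For comparison, 8 of 25 control T cells (32%; median depth 8124 UMIs against 18268 in TAC-TECs) had an *Aire* UMI and 1 of 25 (4%) passed the *Ccl21a* cutoff. Of the 285 *Ccl21a*-high cells, 61 (21.4%) passed for both.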

Many cycling ‘TAC-TECs’ expressed *Aire* and *Ccl21a* but they were often not co-expressed in the same cells, consistent with heterogeneity described in other transit-amplifying populations (Zhang and Hsu, 2017; Figure 2b and Figure 2—figure supplement 1c).

**Figure 2.**
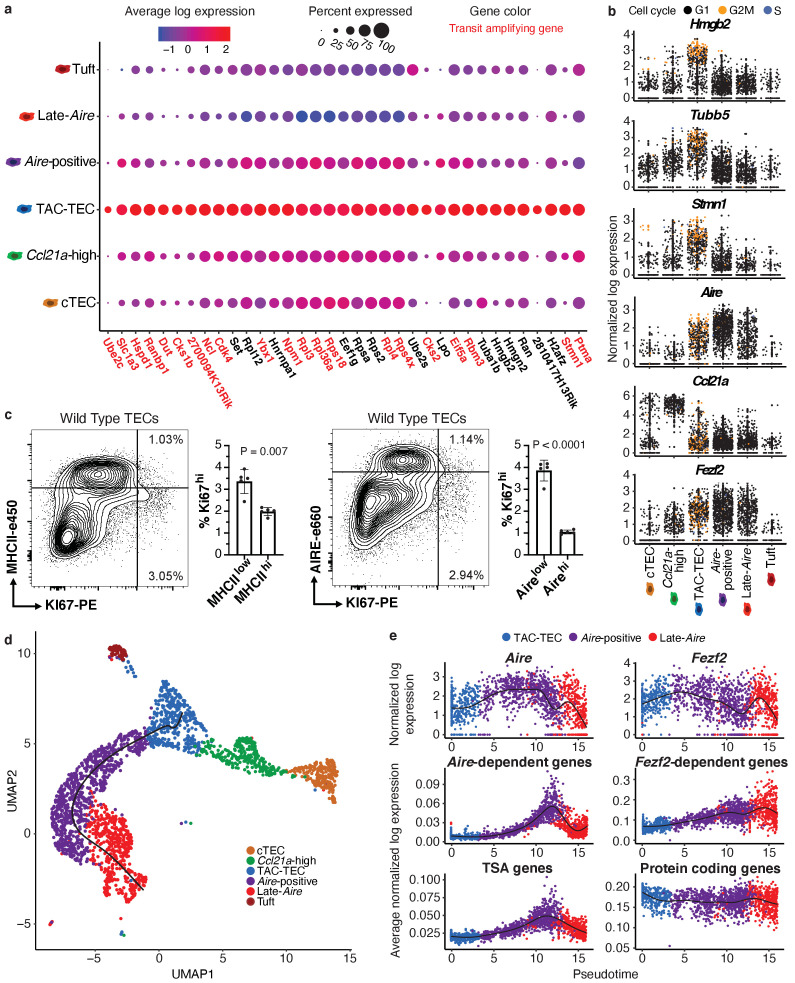
Characterization of TAC-TECs and developmental dynamics from this population. (**A**) Summary dot plot of expression of genes differentially upregulated uniquely in the TAC-TEC population (adj-p-val<0.05 and log|fold change| > 2) across mTEC populations. Red text color represents genes previously associated with transit-amplifying cells, DE genes were enriched for transit-amplifying genes (p=1.44×10-34). Color indicates average expression and size indicates percent of cells expressing the transcript. (**B**) Normalized log expression of selected cell-cycle genes, chromatin modifiers, and genes important for mTEC function. Colors represent cell-cycle state. (**C**) Flow-cytometric analysis of mTEC (AIRE and MHCII) vs a cell-cycle (KI67) markers (three pooled thymi per replicate, n = 5 replicates). Bar plots represent percentages of cells positive for Ki67 for each population (data are mean ±s.d. n = 5 mice). (**D**) Predicted pseudotime line (slingshot algorithm) depicting developmental trajectory exclusively for cells in the Aire branch. (**E**) Expression patterns of genes (log expression) and gene sets (average log expression) for cells in the Aire branch of development across pseudotime (see E). Color represents population. See also Figure 2—figure supplements 1 and 2.

**Figure 2—figure supplement 1.**
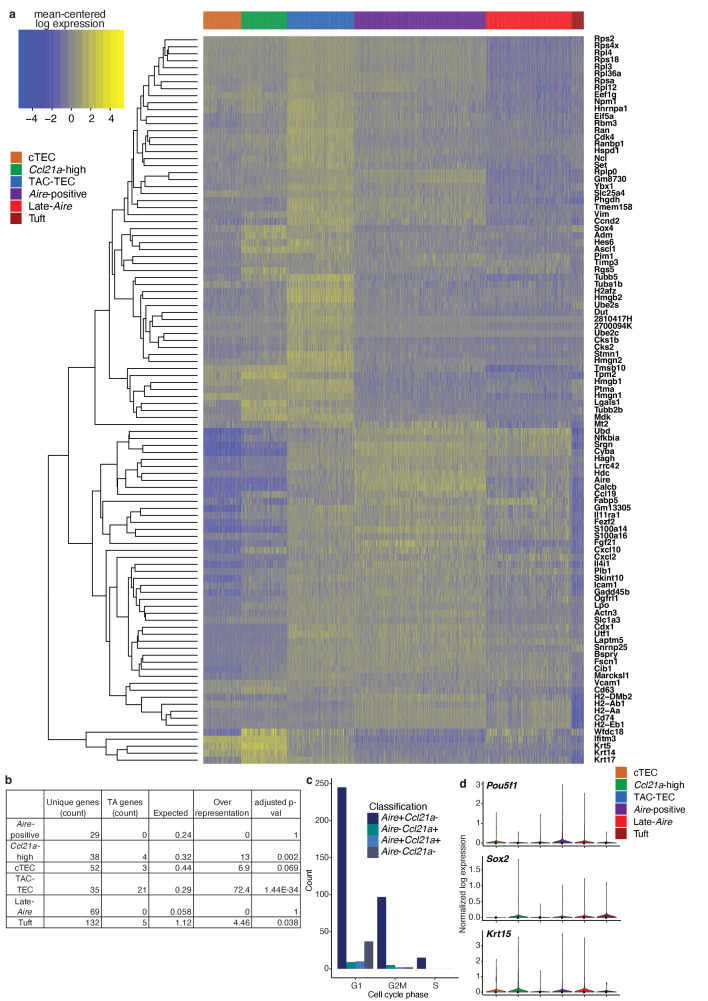
Characterization of TAC-TEC Population. (**A**) Heatmap of all genes differentially upregulated in the TAC-TEC population compared to other populations (adj- p-val <0.05, and log fold change >2). High expression: yellow; low expression: blue. Cells organized by population, genes organized by hierarchical cluster. (**B**) Over representation of transit-amplifying genes in all identified mTEC populations. Adjusted p-value was calculated using a hypergeometric test. (**C**) Counts of cells expressing *Aire* and/or *Ccl21a* for each sample in the TAC-TEC population separated based on cell-cycle status. Color relates to which genes are expressed. (**D**) Normalized log expression of stem cell marker across cells in each cluster. Color represents cluster, black dot is median expression.

**Figure 2—figure supplement 2.**
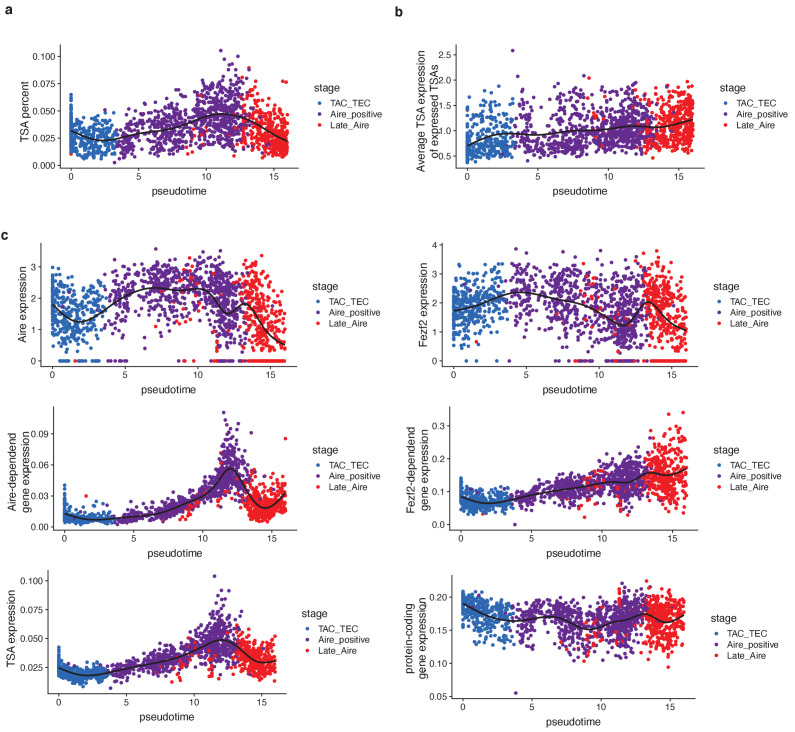
TSAs are expressed late in pseudotime. (**A**) The percent of TSAs expressed as a function of pseudotime (from Figure 2E). Color represents population. (**B**) The average expression of only expressed TSAs as a function of pseudotime (from Figure 2E). Color represents population. (**C**) Expression patterns of genes (log expression) and gene sets (average log expression) for cells in the *Aire* branch of development across psuedotime after the analysis was repeated without using TSAs in the list of ordering genes. Color represents population.

To determine if the cycling population could be detected at the protein level, we performed intracellular flow cytometry for Ki67. For this analysis, MHCII and Aire gates were drawn at the lower boundry of the high-density contours to separate bona fide, mature MHCII^hi^ and Aire^hi^ populations from all others (negative-intermediate). Intracellular staining revealed a Ki67^bright^ TEC population that was MHCII^int^ and Aire^−/low^, implying that cell division immediately precedes high levels of *Aire* expression in a subset of cells (Figure 2c). However, ‘TAC-TECs’ were not found to express previously described canonical stem cell markers (Arnold et al., 2011; Lyle et al., 1999; Redvers et al., 2006; Yu et al., 2006), underscoring their identity as a transit-amplifying population and distinct from stem-like progenitors (Figure 2—figure supplement 1d). These data demonstrate the transcriptional signature of the ‘TAC-TEC’ population is enriched for transit-amplifying genes and this population is also actively cycling, both consistent with the classification of ‘TAC-TECs’ as transit-amplifying cells.

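Of the stem cell markers measured here, *Pou5f1* (chromosome 17, 35506018 to 35510772) was detected in 19 of 507 TAC-TECs, 3.75% (95% interval 2.27 to 5.79%). It was detected in 10.3% of *Aire*-positive cells (median depth 14468.5 UMIs) and in 0 of 25 T cells, which allows a share of up to 12%. *Sox2* (chromosome 3, 34650405 to 34652461) was detected in 2 TAC-TECs, 0.394%, and in none of the T cells. *Krt15* (chromosome 11, 100131758 to 100135928) was detected in 14 TAC-TECs, 2.76% (1.52 to 4.59%), in 9.12% of *Ccl21a*-high cells and in 1 of 25 T cells. Across all control TECs the shares were 6.06% for *Pou5f1*, 1.58% for *Sox2* and 5.35% for *Krt15*. The share of TAC-TECs with *Pou5f1* lay above that of *Ccl21a*-high (2.46%) and tuft-like cells (1.33%). TAC-TECs had a median of 18268 UMIs, the highest of these clusters, so where their share is the lower one it is not owed to fewer UMIs.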

### TSAs appear late in mTEC development

A key function of mTECs is to express and display TSAs to developing T cells. While mTECs are capable of expressing the majority of the protein-coding genome, little is known about the kinetics of TSA expression in vivo and how specific regulatory factors impact TSA expression during mTEC maturation. Performing pseudotemporal analysis on single-cell RNA-seq data can be used to predict lineage relationships and the order of events that occurs during development (Cheng et al., 2018; Cohen et al., 2018; Loo et al., 2019). To provide insight into the process of TSA expression, we examined gene expression across predicted developmental time using pseudotime to computationally order cells. To accomplish this, we used the Fantom database to compile a list of TSAs by identifying genes detected in five or fewer tissues (Brennecke et al., 2015; Forrest et al., 2014). We determined the average expression of all TSAs in each individual cell and plotted cells along pseudotime scores provided by Slingshot (Street et al., 2018; Figure 2d). Based on pseudotime predictions, TSA expression did not peak until well after the initiation of *Aire* expression and was maintained even after *Aire* expression decreased (Figure 2d and e). To determine if the increase of average TSA expression late in pseudotime was because of changes in the number of TSAs expressed or the expression level of TSAs, we observed both the percent of TSAs expressed per cell and the average expression of only the expressed TSAs (Figure 2—figure supplement 2a and b). The percent of TSAs expressed peaked late in pseudotime and followed the pattern described for all TSAs (Figure 2—figure supplement 2a). In contrast, the average expression of only expressed TSAs did not show this pattern and instead increased gradually throughout pseudotime (Figure 2—figure supplement 2b). These results demonstrate that the number of TSAs expressed peaks late in pseudotime rather than the expression level of TSAs and suggest *Aire* expression must be well-established before TSA expression can occur.

To further dissect TSA expression patterns, we used previously described *Aire-* and *Fezf2*-dependent gene sets identified through characterization of the respective knockout animal models (Sansom et al., 2014; Takaba et al., 2015). Although *Aire* expression was detectable in dividing mTECs (Figure 2b), the pattern of *Aire*-dependent gene expression (a slow increase to peak levels followed by a decrease) was very similar to that of all TSAs (Figure 2e). *Fezf2* expression peaked earlier in pseudotime than *Aire* expression and, in contrast to *Aire*-dependent gene expression, *Fezf2-*dependent genes were expressed more uniformly across pseudotime (Figure 2e). 

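The 1777 TAC-TECs, *Aire*-positive and Late-*Aire* cells of the controls were ordered here by diffusion pseudotime, since slingshot was not used here, and divided into 20 bins of 88 or 89 cells. Pseudotime is given as the percentile of a cell's rank, with TAC-TECs at the start. Mean *Fezf2* peaked at percentile 27.5, at 2.28, and mean *Aire* at percentile 32.5, at 2.13, so the peak of *Fezf2* came 5 points, which is 1 bin, before that of *Aire*. In the earliest bin *Fezf2* was 1.73 and *Aire* 1.08, and in the latest bin they were 1.01 and 0.18. The alternative that moved the distance between the peaks most was to leave out the week 2 control, which put *Fezf2* at percentile 22.5 and *Aire* at 42.5. Counted as *Fezf2* minus *Aire*, the distance was then -20 points, against -10 points without the week 10 control and -12.5 points with 40 bins.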

To ensure the timing of gene expression over pseudotime wasn’t affected by TSAs, we repated the analysis after removing TSA genes from the ordering and observed similar timing of events across pseudotime (Figure 2—figure supplement 2c). Together, these results provide a model for the kinetics of gene expression across development of *Aire*-positive mTECs and illustrate the differences in expression between *Aire* and *Fezf2*.

### Aire lineage tracing mice demonstrate cellular relationships in the Aire branch of mTEC development

While single-cell transcriptomics can identify subpopulations, widely used tools for describing cellular dynamics rely upon computational assumptions and predictions. Thus, bioinformatics can predict lineage relationships between mTECs but cannot, in isolation, prove those relationships. To provide experimental support for the predicted lineage relationships, we first utilized an *Aire* lineage tracing system in which *Aire-*expressing cells are inducibly and indelibly labeled with the fluorescent reporter protein ZsGreen after tamoxifen treatment (*Aire^CreERT2^;Rosa26^CAG-stopflox-zsGreen^*) (Metzger et al., 2013). This allows for discrimination between cells that express *Aire* or have passed through an *Aire-*expressing state (positive for ZsGreen) and those that have never expressed *Aire* (negative for ZsGreen) (Figure 3a). Because transient *Aire* expression occurs during embryogenesis (Nishikawa et al., 2010), tamoxifen was used to allow strict temporal control of Cre recombinase activity as previously described (Metzger et al., 2013). In this system, mice must be treated with tamoxifen to induce Cre translocation to the nucleus and initiate reporter expression. This event occurs only in cells expressing *Aire* and, therefore, Cre. However, once the Stop codon has been removed labeling is permanent and the reporter will continue to be expressed in cells after *Aire* expression ceases. Following a 10 day tamoxifen label, total TECs were purified by flow cytometry (EpCAM^+^ CD45^-^) and subjected to scRNA-seq on the 10x Genomics platform (Zheng et al., 2017; Figure 3a). A total of 1387 cells were included in the downstream analysis.

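In the lineage tracing library, EpCAM+ CD45- cells of 3 pooled thymi from mice aged 6 weeks, given doses of 2 mg of tamoxifen every other day for 10 days, were sequenced as a single library without a replicate. It holds 15549812 UMIs, with a median of 9213 UMIs and 2718 genes per cell. The authors added the ZsGreen transcript to the reference and deposited values on the scale of the control libraries, in which the reporter is listed as GFP. Here 9 clusters were made from the top 12 principal components without *Aire*, ZsGreen and the other measured genes, and named from fixed markers. They comprise 34 T cells, 138 cTECs, 799 *Ccl21a*-high cells, 96 TAC-TECs, 87 *Aire*-positive cells, 155 Late-*Aire* cells and 78 tuft-like cells, 1353 TECs in all. A cell is called positive for ZsGreen or *Aire* with a value above 0, as in the paper, which means at least 1 UMI. Depth differs between the clusters, so each share is also given after thinning to 2000 UMIs per cell, for which no cell of this library was too shallow.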

**Figure 3.**
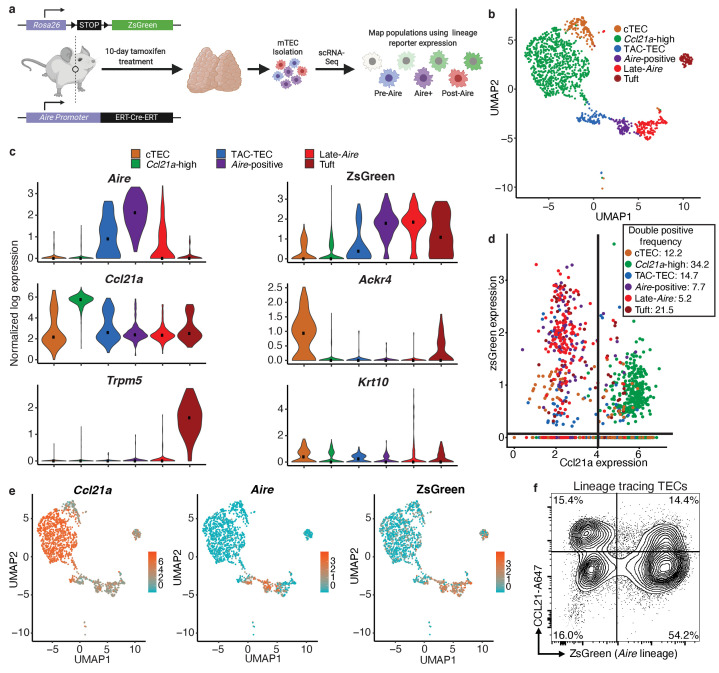
Aire–lineage tracing identifies immediate precursors of *Aire*-positive cells. (**A**) Outline of Aire–lineage trace experiment. Aire–lineage tracing mice were treated with Tamoxifen for 10 days. Thymi were then isolated, FACS-purified, and subjected to single-cell RNA-seq using 10x Genomics. In lineage trace mice, any cell that has ever expressed *Aire* will express ZsGreen. (**B**) UMAP visualization of all 1387 cells and clustering (color) of cells from the *Aire* lineage tracing mouse (three pooled thymi). Each point represents a cell. (**C**) Normalized log expression of marker genes for known mTEC populations across cells in each cluster. Color represents cluster, black dot is median expression. (**D**) zsGreen expression vs *Ccl21a* expression across all mTEC populations. Lines indicate values used to determine positive expresssion (0 for zsGreen, four for *Ccl21a*). Color represents population, axes are log-normalized expression. The frequency of double positive cells within each population is indicated in the key. Frequencies for the other three quadrants can be found in Supplementary file 1. (**E**) UMAP dimensional reduction visualizations of the *Aire* lineage tracing cells. Color represents normalized log expression of *Ccl21a, Aire*, and ZsGreen for mTEC populations. Each point represents a cell. (**F**) Flow-cytometric analysis of intracellular CCL21 staining vs the Aire–lineage marker ZsGreen (three pooled thymi). See also Figure 3—figure supplements 1, 2 and 3.

**Figure 3—figure supplement 1.**
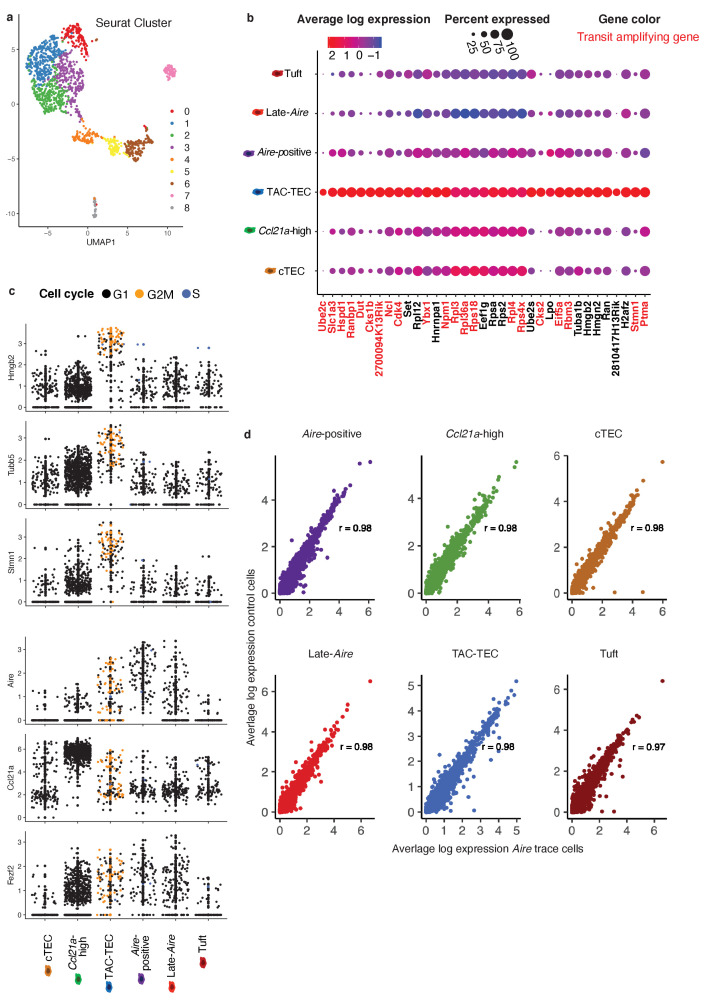
Classification of *Aire* lineage tracing cells. (**A**) UMAP dimensional reduction visualization of the thymic epithelial cells. Color represents original Seurat cluster. Some clusters were merged based on gene expression. Cluster 8 represents t-cells and was removed from the remainder of the analysis. (**B**) Dot plot of genes from Figure 2a across mTEC populations. Color indicates average expression and size indicates percent of cells expressing the transcript. Text color indicates genes previously seen in transit-amplifying cells. (**C**) Normalized log expression of selected cell-cycle genes, chromatin modifiers, and genes important for mTEC function. Colors represent cell-cycle state. (**D**) Correlation plots of the *Aire* lineage tracing cells vs. control cells within each mTEC population. Each point represents a gene. Average expression of each gene was computed across all cells within each population. Color indicates cluster. Pearson’s correlation is shown.

**Figure 3—figure supplement 2.**
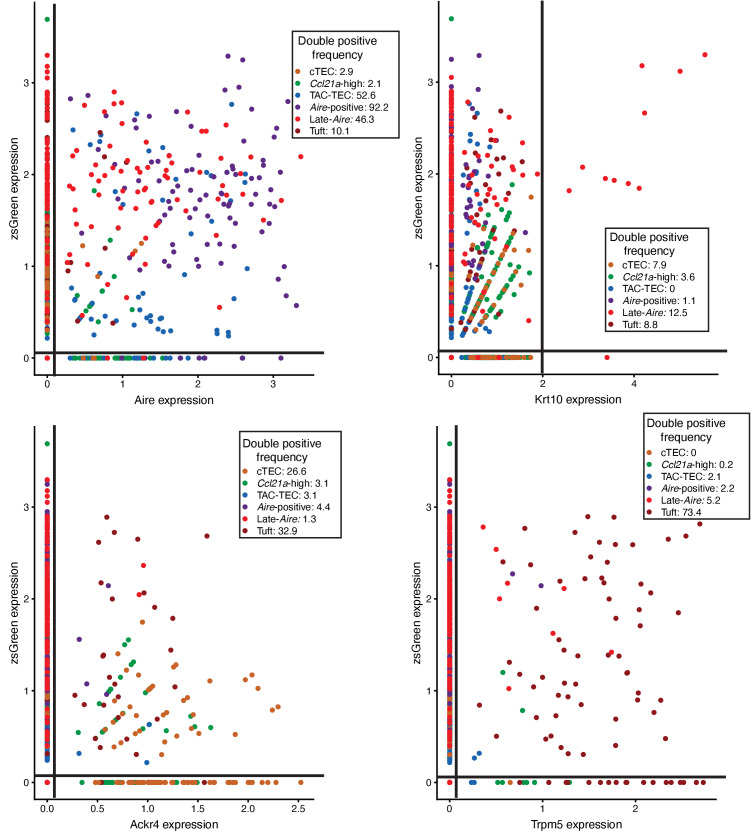
Characterization of ZsGreen in mTEC populations. Plots of ZsGreen expression against population specific genes (*Aire, Krt10, Ackr4, Trpm5*) across all mTEC populations. Lines indicate values used to determine positive expression (zsGreen: 0, *Aire*: 0, *Krt10*: 2, *Ackr4*: 0, *Trpm5*: 0). Color represents population, axes are log-normalized expression. The frequency of double positive cells within each population is indicated in the key. Frequencies for the other three quadrants can be found in Supplementary file 1.

**Figure 3—figure supplement 3.**
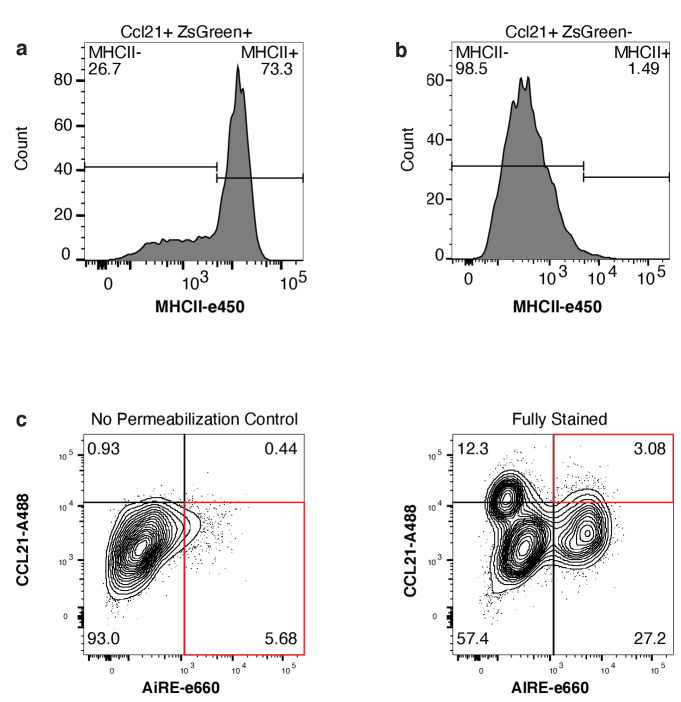
Classification of the CCL21 population by flow cytometry. (**A**) MHCII surface expression within the CCL21+ ZsGreen+ gated population. (**B**) MHCII surface expression within the CCL21+ZsGreen- gated population. (**C**) Analysis of CCL21 protein expression with and without a permeabilization step. Flow performed without permeabilization was used as a control to determine if the CCL21 population was detected internally or externally in mTECs.

Single cells were projected into a reduced-dimensional space using UMAP and were clustered based on the top 12 principle components (Becht et al., 2018; Butler et al., 2018; Stuart et al., 2019; Figure 3b and Figure 3—figure supplement 1a). First, we used the gene-expression patterns from our initial bioinformatic analysis from control mice to provide putative identities to the clusters observed in the lineage tracing animals (Figure 3c). 

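Pearson's r between the mean profiles of a population in the lineage tracing library and in the controls, across 20839 genes, was 0.986 for *Ccl21a*-high cells, 0.983 for TAC-TECs, 0.988 for *Aire*-positive cells, 0.987 for Late-*Aire* cells and 0.975 for tuft-like cells. For the cTECs of the trace, r was 0.99 with cluster 5 of the controls. Genes are not independent replicates, so r only describes the profiles. For comparison, r between a population of the trace and another population of the controls was between 0.852 and 0.966 over 20 comparisons, with a median of 0.901. Restricted to genes with a mean of at least 0.1, the alternative that moved these values most, r was 0.978 for TAC-TECs. Control clusters took their names from these profiles, so a high r is in part how they were chosen.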

Notably, there was strong agreement between the clusters identified in control mice and those observed in the lineage tracing mice, indicating lineage trace samples were comparable to the control mice (Figure 3—figure supplement 1). Next, we examined the robustness of the computational lineage predictions (Figure 2d) by comparing the expression pattern of the ZsGreen lineage reporter to *Aire*. Specifically, in the ‘*Aire*-positive’ cluster, 92% of cells expressed high levels of both *Aire* and ZsGreen (Figure 3c and e, Figure 3—figure supplement 2, and Supplementary file 1). 

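In the *Aire*-positive cluster of the trace, 80 of 87 cells, 92.0% (95% interval 84.1 to 96.7%), had UMIs of both *Aire* and ZsGreen. The other 7 cells had *Aire* only. Mean ZsGreen was 1.73 in this cluster and 0.21 in T cells, of which 9 of 34, 26.5%, had a ZsGreen UMI. The median depth was 14079 UMIs in *Aire*-positive cells and 7920.5 in T cells. After thinning to 2000 UMIs, the alternative that moved the share with both most, it was 42.5%. ZsGreen was then detected in 56.3% of *Aire*-positive cells and in 5.88% of T cells.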

In the ‘Late-*Aire’* cluster, 46% expressed both *Aire* and ZsGreen, while 43% expressed only ZsGreen, confirming prior widespread *Aire* expression (Figure 3c and e, Figure 3—figure supplement 2, and Supplementary file 1). 

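Of the 155 Late-*Aire* cells of the trace, 72 had both *Aire* and ZsGreen, 46.5% (95% interval 38.4 to 54.6%), 66 had ZsGreen only, 42.6% (34.7 to 50.8%), and 2 had *Aire* only, 1.29%. ZsGreen was therefore detected in 138 cells, 89.0%, and its mean was 1.66. The median depth of these cells was 10719 UMIs. After thinning, 16.1% had both and 38.7% had ZsGreen only, so that cells with ZsGreen only outnumbered those with both.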

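*Krt10* lies on chromosome 11 from 99385254 to 99389364 (minus strand). With a cutoff of 2 on the deposited scale, 11 of 155 Late-*Aire* cells of the trace were positive, 7.10% (95% interval 3.6 to 12.3%), and 6.45% after thinning. No other TEC of the trace passed this cutoff, for example 0 of 799 *Ccl21a*-high cells, which allows a share of up to 0.375%, and 0 of 138 cTECs, which allows up to 2.17%. At least 1 *Krt10* UMI was present in 31% of Late-*Aire* cells, 50.7% of cTECs and 20.6% of T cells. Thinning put 3.62% of cTECs past the cutoff. With a cutoff of 1, an alternative chosen after the data had been seen, 13.5% of Late-*Aire* cells, 15.9% of cTECs, 11.5% of tuft-like cells and 10.1% of *Ccl21a*-high cells were positive.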

The ‘Late-*Aire*’ cluster was also marked by a small number of cells (14%) expressing high levels of *Krt10*, which has previously been described as a maker of post-*Aire*, terminally differentiated cornifying mTECs (Metzger et al., 2013; Wang et al., 2012; Figure 3c, Figure 3—figure supplement 2, and Supplementary file 1). In contrast, 52% of cells in the ‘TAC-TEC’ cluster expressed both *Aire* and ZsGreen but 18% of cells expressed only *Aire* (Figure 3c and e, Figure 3—figure supplement 2, and Supplementary file 1). This was expected because ZsGreen reporter expression requires multiple downstream events after *Aire* expression, including Cre^ERT2^ translation, nuclear localization in the presence of tamoxifen, Cre-mediated Rosa-Stop-flox excision, and ZsGreen transcription and translation, which delay the kinetics of ZsGreen expression in comparison to *Aire*. This transcriptional lag provides a useful signature (*Aire*^+^, ZsGreen^-^) that is indicative of recent *Aire* induction and was the pattern uniquely observed within the ‘TAC-TEC’ cluster (Figure 3c and e, Figure 3—figure supplement 2, and Supplementary file 1). In contrast, co-expression of ZsGreen and *Aire* in the ‘*Aire*-positive’ cluster was nearly ubiquitous and consistent with established *Aire* expression (Figure 3c and e, Figure 3—figure supplement 2, and Supplementary file 1). 

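Of the 96 TAC-TECs of the trace, 51 had both *Aire* and ZsGreen, 53.1% (95% interval 42.7 to 63.4%), 17 had *Aire* only, 17.7% (10.7 to 26.8%), 10 had ZsGreen only and 18 had neither. ZsGreen was detected in 61 TAC-TECs, 63.5% (53.1 to 73.1%), at a mean of 0.67 and a median depth of 19912 UMIs, the highest of the clusters. After thinning, ZsGreen was detected in 19.8% of TAC-TECs, 7.29% had both and 26.0% had *Aire* only. When at least 2 ZsGreen UMIs were asked for, 37.5% had both and 33.3% had *Aire* only.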

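The share of cells with *Aire* and without ZsGreen in the *Aire*-positive cluster was 8.05% (95% interval 3.3 to 15.9%), whose interval overlaps that of TAC-TECs. In *Ccl21a*-high cells it was 4.38% (35 of 799), and in cTECs 4 of 138 cells showed it. None of the 78 tuft-like cells had it. Thinned to 2000 UMIs, the order of the leading clusters changed. The share was then 33.3% (23.6 to 44.3%) in *Aire*-positive cells, above that of TAC-TECs at the same depth, and 2.25% in *Ccl21a*-high cells. Thinning removes ZsGreen UMIs as well as those of *Aire*. Where at least 2 ZsGreen UMIs were required, the order stayed, with 33.3% in TAC-TECs and 10.3% in *Aire*-positive cells. The paper reads *Aire* without ZsGreen as a sign of recent *Aire* induction, since the reporter needs several steps after *Aire* is expressed.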

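Among the *Ccl21a*-high cells of the trace, ZsGreen was detected in 276 of 799, 34.5% (95% interval 31.2 to 38%), at a median depth of 8400 UMIs. Both *Aire* and ZsGreen were detected in 18, 2.25% (1.34 to 3.54%), and ZsGreen without *Aire* in 258, 32.3%. The share of cTECs with ZsGreen was 39.1% (30.9 to 47.8%) at a median depth of 7902.5 UMIs. Mean ZsGreen was 0.31 in *Ccl21a*-high cells and 0.35 in cTECs. After thinning, the shares were 10.3% (8.25 to 12.6%) in *Ccl21a*-high cells and 10.1% (5.66 to 16.4%) in cTECs. With at least 2 ZsGreen UMIs, they were 10.4% and 11.6%. A difference between *Ccl21a*-high cells and cTECs was not detectable at this depth.

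**Figure D2:**
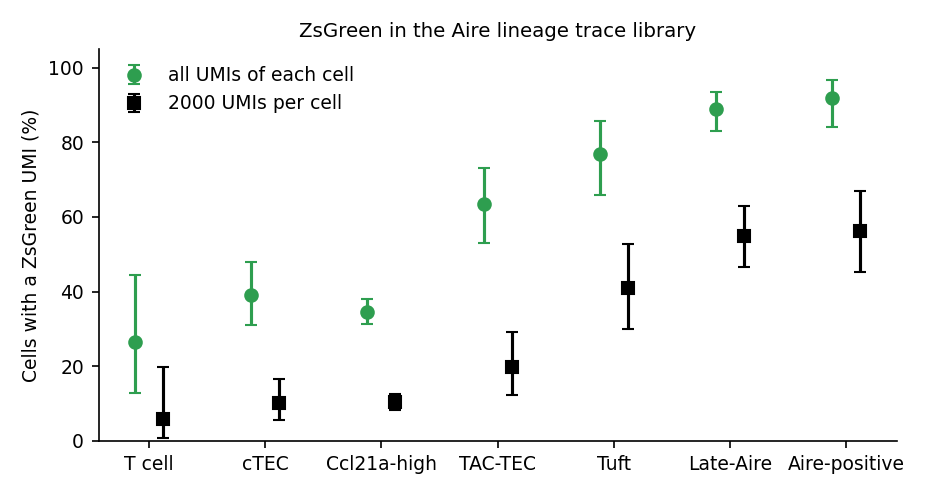
Percent of cells with at least 1 ZsGreen UMI in each cluster of the lineage tracing library, before and after thinning to 2000 UMIs per cell, with exact binomial 95% intervals as error bars. After thinning, *Ccl21a*-high cells stand at 10.3%, cTECs at 10.1% and T cells at 5.88%.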

There were also 34% of cells that highly expressed ZsGreen in the ‘*Ccl21a*-high’ population but only 2% of these cells also expressed *Aire* (Figure 3d,e, and Supplementary file 1). To determine if ZsGreen was expressed in the *‘Ccl21a*-high’ population at the protein level, we performed flow cytometry on *Aire* lineage tracing mice treated with tamoxifen as above and stained for intracellular CCL21 protein. Approximately half of cells that expressed CCL21 also expressed ZsGreen reporter but 25% of these double-positive cells were MHCII^lo^, indicating that a subset of ‘*Ccl21a-*high’ cells are likely downstream of an *Aire*-expressing population (Figure 3f and Figure 3—figure supplement 3). The finding that *Ccl21a* cells are marked by ZsGreen is consistent with the pseudotime prediction that the ‘*Ccl21a-*high’ population is downstream of the ‘TAC-TEC’ population rather than the progenitor of the *‘Aire-*positive’ population. Taken together, these data are consistent with the pseudotime predictions and provide further support for the ‘TAC-TEC’ cluster as the transit-amplifying population feeding the ‘*Aire*-positive’ and ‘*Ccl21a*-high’ compartments (Figure 3c–f, Figure 3—figure supplements 2 and 3, and Supplementary file 1).

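Divided by the cutoffs of above 0 for *Aire* and above 4 for *Ccl21a*, 60 of the 96 TAC-TECs of the trace passed for *Aire* only, 22 for *Ccl21a* only, 8 for both and 6 for neither. The 8 cells with both are 8.33%, where 21.3 cells would be expected if the genes were independent. Among the 39 TAC-TECs of the trace in G2/M, 4 passed for both, with 9.33 expected. A *Ccl21a* cutoff of 5 gave 3.13% with both and thinning to 2000 UMIs gave 2.08%. Of the TAC-TECs past the *Ccl21a* cutoff, 14 had ZsGreen and 16 did not.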

Notably, we again observed heterogeneity in the ‘TAC-TEC’ cluster with some cells expressing *Aire* and other cells expressing *Ccl21a*, but rarely high levels of both (Figure 3e). This again demonstrates that the ‘TAC-TEC’ population is a heterogeneous population with some cells more closely resembling the *‘Aire*-positive’ population and other cells more closely resembling the *‘Ccl21a*-high’ population. The combination of bioinformatics with lineage tracing enabled the identification of a transit-amplifying population that precedes *Aire*-expressing mTECs and provided a high-resolution map of *Aire-*adjacent TEC subsets for further analysis.

### In vivo RANKL blockade reveals ordering of the Aire branch of mTEC development

To provide additional, independent support for the mTEC lineage relationships inferred by our analysis of unperturbed thymus, we employed a model of transient mTEC ablation in which RANK signaling was blocked in vivo using anti-RANKL antibodies (Khan et al., 2014; Metzger et al., 2013). We have previously characterized this system and its kinetics in detail (Khan et al., 2014). Notably, by flow cytometry, there is a pronounced decrease in the absolute number of AIRE^+^ and MHCII^hi^ mTECs following antibody blockade, while MHCII^lo^ mTEC numbers are less impacted (Khan et al., 2014). Structurally, corticomedullary architecture is maintained and KRT5 remains easily detectable by immunofluorescence but AIRE staining is transiently absent (Khan et al., 2014). Because *Aire-*expressing mTECs are slowly repopulated following treatment with anti-RANKL, we used this model to permit the observation of developmental progression of adult mTECs during recovery from acute, transient ablation.

Wild-type mice were treated with anti-RANKL blocking antibody and TECs were isolated for scRNA-seq using the 10x Genomics platform (Zheng et al., 2017) over a 10 week time course (Figure 4a). 

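The time course has 1 library of 3 pooled thymi at each of weeks 2, 4, 6 and 10 after 3 injections of 100 µg of anti-RANKL, from mice aged 4, 6, 8 and 12 weeks, beside the isotype controls of weeks 2 and 10. The deposited description of the week 2 anti-RANKL sample names the data of another sample. The values listed under the sample itself were used. The treated libraries hold 1222 cells at week 2, 1475 at week 4, 730 at week 6 and 1205 at week 10. Their median depths were 11145.5, 4779, 4299.5 and 7332 UMIs per cell, with 3202, 1827, 1690 and 2393 genes. The total UMIs were 15089673, 7563528, 3857876 and 11443865. There is no replicate of any treated week, so a difference from the controls is set beside the SD between the 2 control libraries and carries no test.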

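As in the paper, all 7 libraries were aligned by canonical correlation on the top 1000 variable genes of each library and clustered on 20 dimensions, here without the measured genes. Clusters took their names from the lineage tracing cells they hold, where at least 10 such cells with a majority of 1 population were present and the leading genes did not carry more markers of another population. These conditions were set after the clusters had been seen. They left 253 cells of the week 2 control and 371 of the week 10 control in unnamed clusters, and 418, 673, 346 and 284 of the treated libraries at weeks 2, 4, 6 and 10. Thinning to 2000 UMIs left out 116 cells at week 4 and 61 at week 6, none of them *Aire*-positive.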

A total of 8453 cells were included in the downstream analysis. After initial processing, the ablation samples, control samples, and *Aire *lineage tracing sample were combined by Seurat’s canonical correlation analysis, using the top 1000 most highly variable genes from each sample to account for batch effects (Butler et al., 2018). These canonical correlations were used to perform dimensionality reduction and clustering on all combined samples (Figure 4—figure supplement 1a).

**Figure 4.**
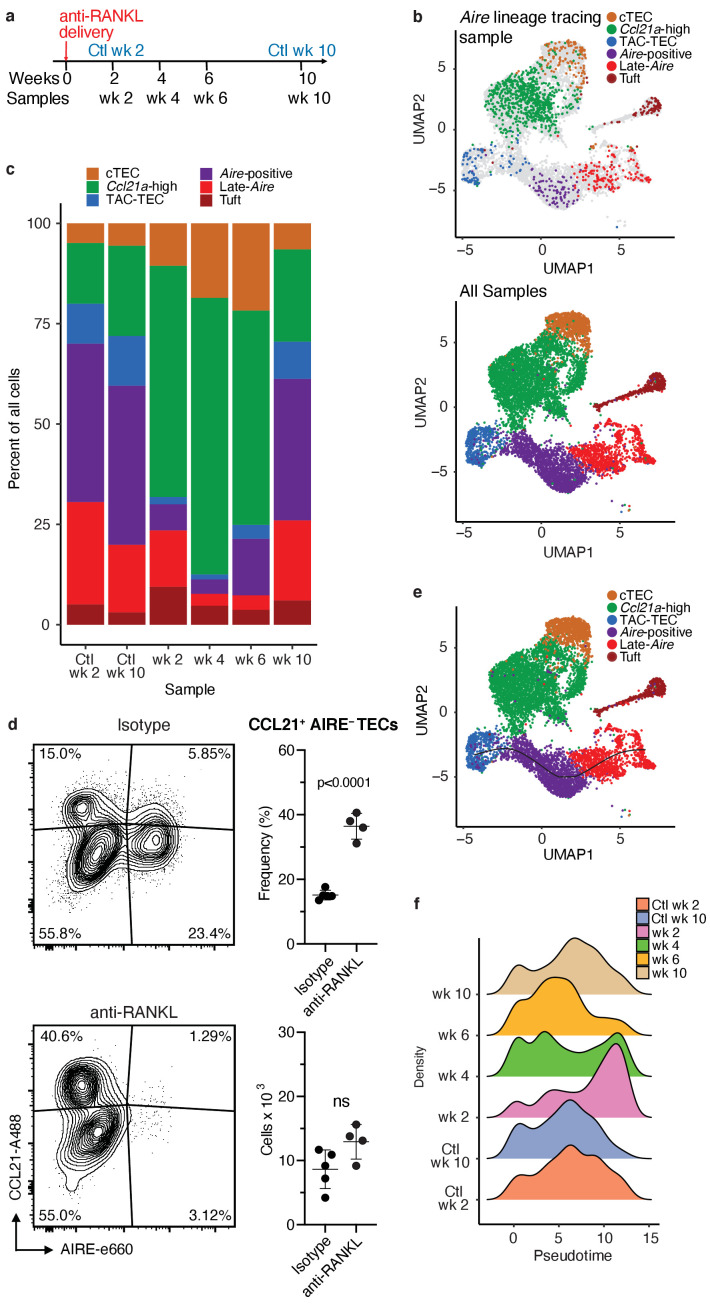
Treatment with anti-RANK ligand decreases the relative size of the entire Aire-expressing mTEC population. (**A**) Overview of the experimental protocol. Anti-RANKL was given over the course of a week, and thymi were sequenced at weeks 2, 4, 6, and 10 following treatment. Isotype control thymi were also sequenced at weeks 2 and 10. 3 thymi were pooled for all samples. (**B**) UMAP projections of all 8453 cells from all samples. Top: color represents original *Aire* trace identity (see Figure 1), gray represents all other samples. Bottom: color represents inferred population labels. Identity of cells in all samples was inferred from the original identity of *Aire* lineage tracing cells. (**C**) Proportions of cells in each population for each sample. Color is cell population. (**D**) Flow-cytometric analysis of the Ccl21a population at week four following treatment with anti-RANKL and an age-matched isotype control mouse (two pooled thymi per replicate, n = 4 replicates for treatment, n = 5 for controls). Plots show the proportion of all TECs in the CCL21 population and the absolute number of cells in the CCL21 population for the anti-RANKL treated and isotype control samples (data are mean ± s.d.). (**E**) Predicted pseudotime line (slingshot algorithm) depicting developmental trajectory for cells from all samples in exclusively the *Aire* branch. (**F**) Density plots of cells in the *Aire* branch of development across pseudotime (see E) for each sample. Color represents sample. See also Figure 4—figure supplements 1, 2 and 3.

**Figure 4—figure supplement 1.**
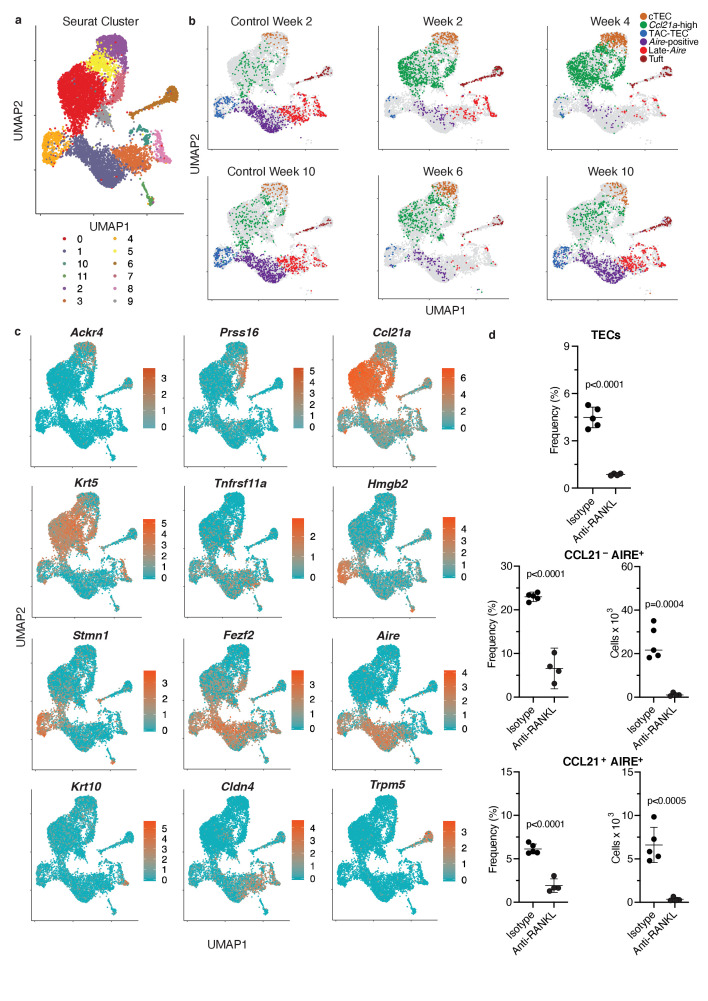
Classification of cell populations following treatment with anti- RANKL. (**A**) UMAP dimensional reduction visualization all cells from all samples. Color represents Seurat cluster. Cluster 11 was t-cells and was removed. (**B**) UMAP dimensional reduction visualizations for each sample. Color represents population for the indicated sample. Each point represents a cell; gray points are all other samples. (**C**) UMAP dimensional reduction visualizations all samples. Color indicates normalized log expression of marker genes for mTEC populations. (**D**) Flow-cytometric analysis of KI67-expressing cells at week four following treatment with anti-RANKL and an age-matched isotype control mouse (two pooled thymi per replicate, n = 4 replicates for treatment, n = 5 for controls). Plots show absolute number of TECs, frequency and absolute number of CCL21-AIRE+ TECs, and frequency and absolute number of CCL21+AIRE+ TECs in anti- RANKL treated and isotype control samples (data are mean +/- sd).

**Figure 4—figure supplement 2.**
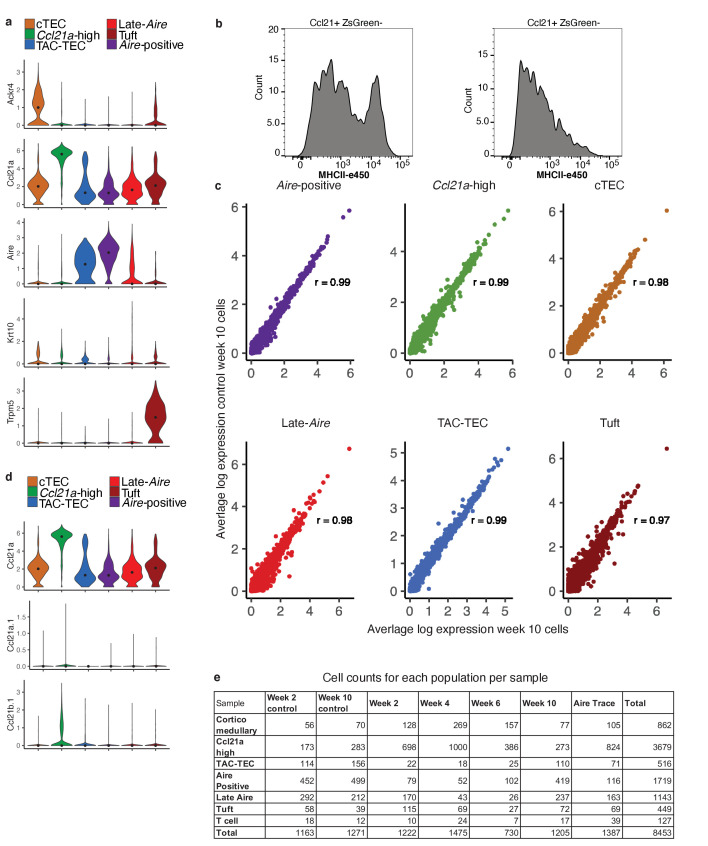
Classification of cells following anti-RANKL treatment. (**A**) Normalized log expression of marker genes for known mTEC populations across cells from all samples in each cluster. Color represents cluster, black dot is median expression. (**B**) MHCII surface expression within the CCL21+ZsGreen- gated population. (**C**) Correlation plots of the week 10 control vs. week-10 treatment within each mTEC population. Each point represents a gene. Average expression of each gene was computed across all cells within each population. Color indicates cluster. Pearson’s correlation is shown. D Normalized log expression of other Ccl21 genes (*Ccl21b* and *Ccl21a.1*, *Ccl21a* included for reference) across all samples. Color represents cluster, black dot is median expression. (**E**) The number of cells from each sample in each population.

**Figure 4—figure supplement 3.**
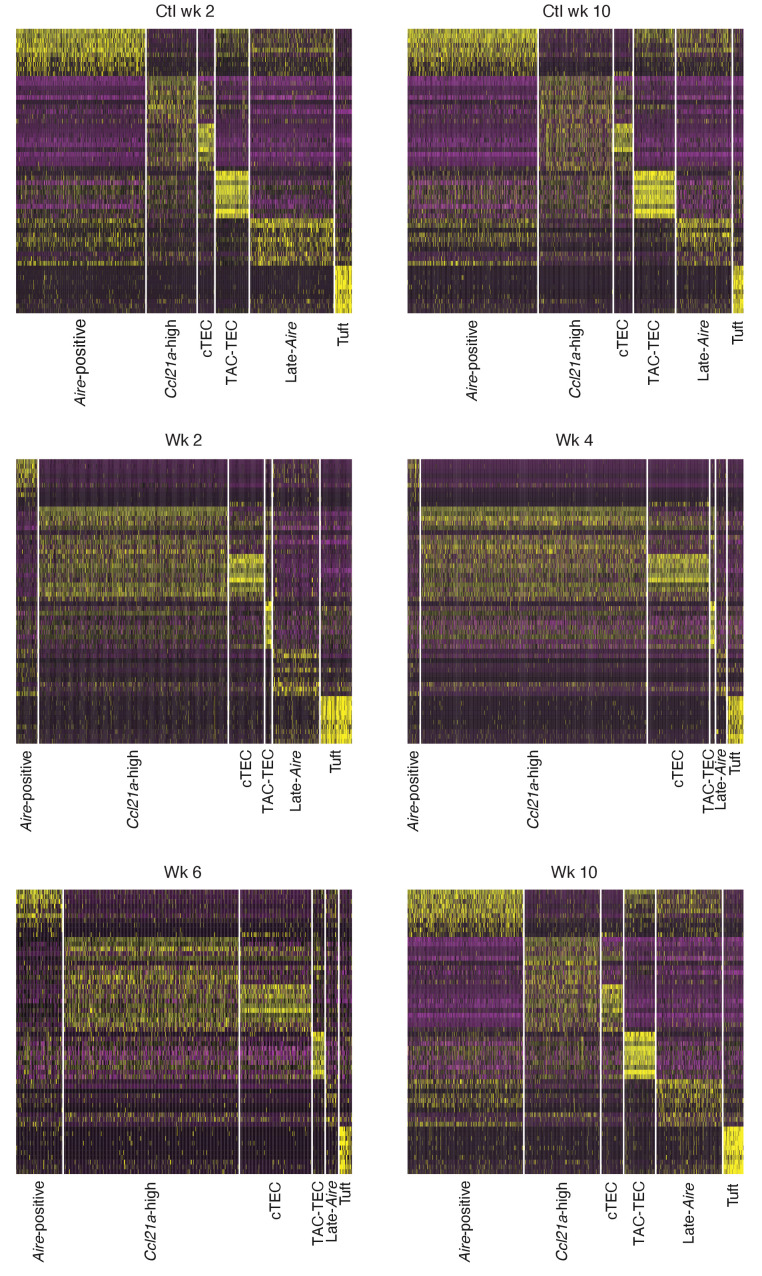
Gene-expression patterns across experiments. Heatmaps of expression patterns of marker genes of the control populations across all experiments. Gene lists (including gene order) are identical in each heatmap. The x axis represents cells separated by population, populations appear in the same order between heatmaps. Individual cells are colored based on expression level: purple: low expression; yellow: high expression.

To determine how cell populations changed following treatment with anti-RANKL, we inferred population labels for clusters from the combined experiment based on the identity of the *Aire* lineage tracing cells contained in the respective clusters (Figure 3c and Figure 4b). For example, if cluster 1 contained *Aire *lineage tracing cells classified as ‘*Aire*-positive’, cluster 1 would be classified using this label. We found that gene-expression patterns between populations closely resembled those seen in the *Aire* lineage tracing experiment (Figure 4—figure supplements 1, 2 and 3). 

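The TAC-TECs, *Aire*-positive and Late-*Aire* cells together, here called the *Aire* branch, made up 61.6% of 1146 TECs in the week 2 control and 54.2% of 1260 in the week 10 control, a mean of 57.9% ± 5.23 (SD, n = 2). After anti-RANKL they made up 16.1% of 1213 TECs at week 2, 5.22% of 1456 at week 4, 15.6% of 723 at week 6 and 54.5% of 1192 at week 10. The differences from the control mean were -41.8, -52.7, -42.3 and -3.38 percentage points, of which only the last was smaller than the SD between controls. From the control of the same week, the branch differed by -45.5 points at week 2 and by 0.324 at week 10. That SD does not cover all libraries without anti-RANKL, since the branch made up 22.4% (95% interval 20.2 to 24.7%) of the 1350 TECs of the lineage trace. Counting the unnamed cluster 3 into the branch, an alternative chosen after the data had been seen, changed the week 10 difference to -8.32 points. The alternative that moved these differences most left out the doublets called by Scrublet, with -41.4 points at week 4. Scrublet called 31 of 8453 cells, and the *Aire*-positive cluster then held 756 cells in place of 1291. The shift therefore goes with another split into clusters and cannot be read as an effect of doublets alone. *Aire*-positive cells fell from 30.2% and 29.7% in the controls to 4.86%, 1.79% and 8.71% at weeks 2, 4 and 6, and stood at 27.3% at week 10. TAC-TECs were 8.99% and 11.5% in the controls, 1.90%, 1.58% and 4.01% at weeks 2, 4 and 6, and 10.1% at week 10. In the clustering of the controls alone they were 17.3% and 24.4%, so the name covers fewer cells in the joint clustering. Late-*Aire* cells went from 22.4% and 13.0% in the controls through 9.32%, 1.85% and 2.9% to 17.2% at week 10.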

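Of the unnamed clusters, cluster 2 held 5.24% and 9.29% of the control TECs and 13.7%, 24.6%, 32.1% and 8.98% of the treated TECs at weeks 2, 4, 6 and 10. Of its 129 lineage tracing cells, 110 were cTECs. Cluster 3 held 12.5% and 16.0% of the control TECs and 9.32%, 9.82%, 9.82% and 9.31% of the treated ones. Cluster 8 held 1.40% and 2.86% of the control TECs and 7.83%, 10.3%, 4.43% and 3.19% of the treated ones. *Ccl21a*-high cells were 59.1% of the lineage tracing cells in cluster 3 and 73.8% of those in cluster 8. Every other unnamed cluster held at most 1.92% of the TECs of any of these libraries.

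**Figure D3:**
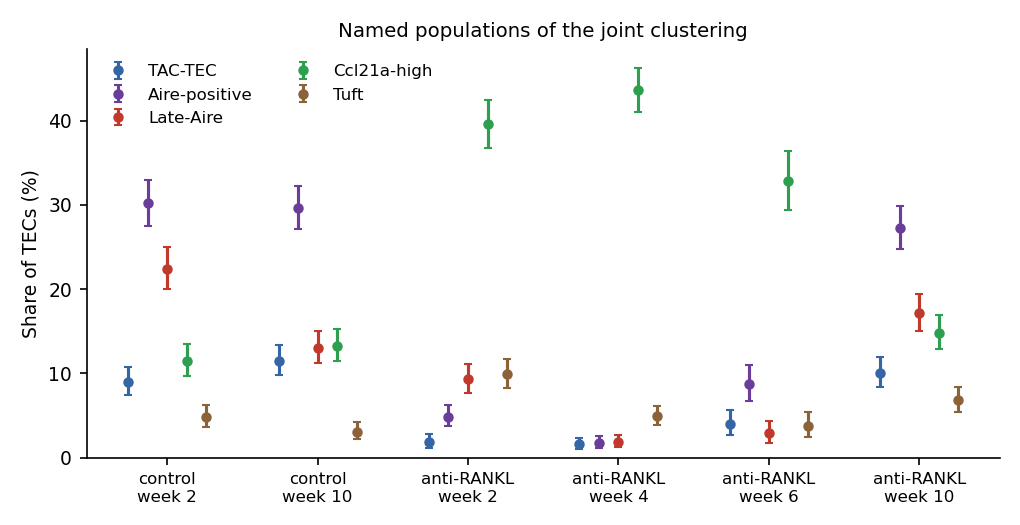
Percent of each library's TECs in each named cluster of the joint clustering, with exact binomial 95% intervals as error bars, for the isotype controls and the weeks after anti-RANKL. *Aire*-positive cells are lowest at week 4, at 1.79%, where *Ccl21a*-high cells are highest.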

As expected, anti-RANKL treatment decreased the proportion of all *Aire-*expressing and post-*Aire*-expressing populations throughout the time course of treatment and recovery (Figure 4c and Figure 4—figure supplement 1b). The decrease in all mTECs, and specifically AIRE^+^ mTECs (both in absolute count and relative frequency) was also observed by intracellular flow cytometry (Figure 4—figure supplement 1d). Although the *Ccl21a* population appeared to expand following treatment with anti-RANKL, intracellular flow cytometry revealed no significant difference in absolute counts of CCL21^+^AIRE^-^ cells at week four in treated and control mice (Figure 4d and Figure 4—figure supplement 2b). Thus, only the *Aire*-expressing developmental branch was depleted by treatment with anti-RANKL.

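The share of *Ccl21a*-high cells was 11.5% and 13.3% of TECs in the week 2 and week 10 controls, a mean of 12.4% ± 1.23 (SD, n = 2). After anti-RANKL it was 39.6% (95% interval 36.8 to 42.4%) at week 2, 43.6% (41.0 to 46.2%) at week 4, 32.8% (29.4 to 36.3%) at week 6 and 14.8% at week 10. The differences from the control mean were 27.2, 31.2, 20.4 and 2.46 percentage points. Without canonical correlation the week 4 difference was 40.4 points. In the lineage trace, which was not given anti-RANKL, *Ccl21a*-high cells were 51.6% (48.9 to 54.3%) of TECs. A share of sequenced cells does not give a number of cells per thymus, so an expansion cannot be told from a loss of the other cells by these libraries alone.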

If the ‘TAC-TEC’ population precedes the ‘*Aire*-positive’ and ‘Late-*Aire*’ populations in development as predicted by single-cell velocity and *Aire*-lineage tracing, recovery should follow this chronological order after ablation. To test this hypothesis, we overlaid the predicted pseudotemporal ordering of the *Aire*-expressing branch from all samples generated by Slingshot (Street et al., 2018) with the RANKL time course (Figure 4e). 

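Of the 195 cells of the *Aire* branch left at week 2 after anti-RANKL, 113 were Late-*Aire* cells, 57.9% (95% interval 50.7 to 65%), 30.3% were *Aire*-positive and 11.8% were TAC-TECs. In the controls, Late-*Aire* cells made up 36.4% of the 706 cells of the branch at week 2 and 24.0% of the 683 at week 10. All branch cells were ranked by diffusion pseudotime from percentile 0, at the TAC-TEC end, to 100. The median cell of week 2 after treatment stood at percentile 78.9, and 55.9% of the cells lay past percentile 75. The medians of the controls were 52.9 and 41.4, and 25.1% and 17.3% of their cells lay past percentile 75. Ordered by the leading principal component in place of diffusion pseudotime, the week 2 median moved from 31.8 points above the control mean to -11.9 points.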

Two weeks following treatment with anti-RANKL, the majority of remaining cells were located in the ‘Late-*Aire*’ cluster (Figure 4f). These ‘Late-*Aire*’ cells likely represented the final wave of *Aire*-expressing cells immediately before RANKL blockade, consistent with estimates of mTEC half-life (Gray et al., 2006; Figure 4f). Four weeks after treatment, cells at the earliest point in pseudotime began to return, while the number of cells late in pseudotime decreased (Figure 4f). 

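At week 4 after anti-RANKL, 76 cells of the *Aire* branch were present, of which 30.3% were TAC-TECs, 34.2% *Aire*-positive and 35.5% Late-*Aire* cells. Their median pseudotime was at percentile 58.1, with quartiles at 14.1 and 90.1. Before percentile 25 lay 32.9% of the cells, against 13.8% at week 2 after treatment and 20.3% and 31.6% in the week 2 and week 10 controls. Past percentile 75 lay 34.2% of the cells. The number of Late-*Aire* cells was 113 among 1213 TECs at week 2 and 27 among 1456 at week 4, and that of TAC-TECs was 23 in both. Ordered by the leading principal component, the difference of the week 4 median from the control mean changed from 11.0 to -29.5 points, and with cluster 3 counted into the branch to -23.4 points.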

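The *Aire* branch of the library of week 6 after anti-RANKL held 113 cells, with a median pseudotime at percentile 48.0 and quartiles at 18.8 and 67.5. At week 10 after treatment it held 650 cells, with a median at 47.9 and quartiles at 25.2 and 70.6. The quartiles of the controls were 29.3 and 75.0 at week 2 and 20.5 and 66.9 at week 10. Past percentile 75 lay 19.5% of the cells of week 6 and 21.2% of those of week 10. For orientation, the median pseudotime over all libraries was at percentile 9.41 in TAC-TECs, 43.9 in *Aire*-positive and 81.4 in Late-*Aire* cells. Of the branch, 25.7% at week 6 and 18.5% at week 10 were TAC-TECs, and 55.8% and 50% were *Aire*-positive.

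**Figure D4:**
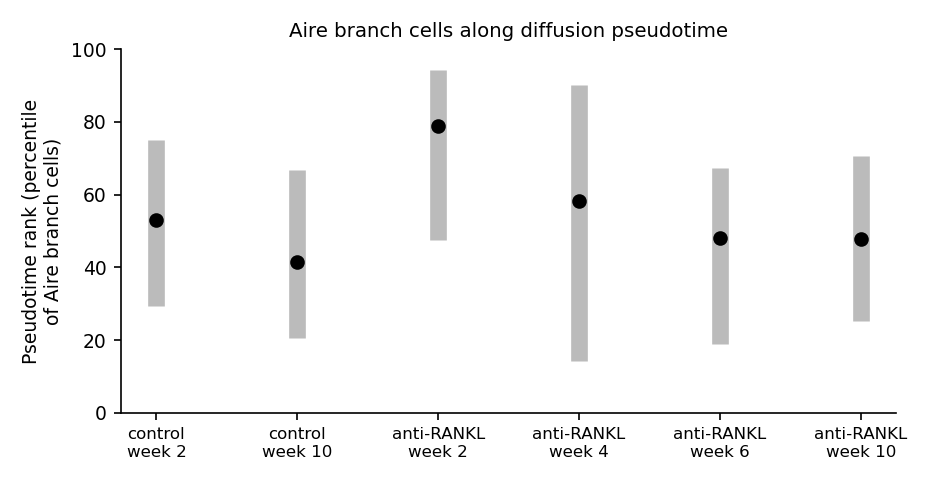
Rank of the *Aire* branch cells of each library along diffusion pseudotime, as percentile of all branch cells, with points at the median and gray bars between the quartiles. The medians are at percentile 52.9 and 41.4 in the controls and 78.9, 58.1, 48.0 and 47.9 at weeks 2, 4, 6 and 10 after anti-RANKL.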

Six weeks into recovery, the cell populations recovering continued to shift further along the pseudotime axis, and by week 10, the cell distribution over pseudotime closely resembled that of untreated controls (Figure 4f) in agreement with immunostaining showing that anti-RANKL thymi at week 10 were indistinguishable from control thymi (Khan et al., 2014). The close correlation of the in vivo recovery of the *Aire*-developmental branch and the ordering predicted by pseudotime provides strong validation of the pseudotime bioinformatic model. Finally, comparison of gene expression between the final timepoint and isotype control treated animals confirmed mTECs had fully recovered by week 10 (Figure 4—figure supplement 2c). Thus, the pattern of mTEC recovery after transient anti-RANKL ablation provides in vivo support for the predictions made based on lineage tracing and bioinformatic approaches.

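Between the library of week 10 after anti-RANKL and the week 10 control, Pearson's r of the mean profiles across 20839 genes was 0.995 for TAC-TECs, 0.996 for *Aire*-positive cells, 0.99 for Late-*Aire* and *Ccl21a*-high cells and 0.977 for tuft-like cells. Over 9 clusters, unnamed ones included, r lay between 0.928 and 0.996, and between the controls themselves between 0.941 and 0.992. *Xist* (chromosome X, 103460366 to 103483254) was among the genes with the largest differences in 9 of 9 comparisons between the week 10 libraries, at -1.53 in TAC-TECs of the treated library relative to the control. When only genes with a mean of at least 0.1 were compared, r was 0.971 for tuft-like cells. The paper reasons that, if the order predicted by pseudotime holds, the branch should return in that order after ablation. From the shifts along pseudotime and the profiles at week 10, it concludes that recovery followed the predicted order and was complete by week 10.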

### The TAC-TEC population contains cells primed for both the Aire and Ccl21a fates

Our data suggest the TAC-TEC population is a heterogeneous population consisting of a *Ccl21a-*expressing and *Aire*-expressing population. To further explore the heterogeneity of this population, we examined the cells that remain in the ‘TAC-TEC’ population following anti-RANKL antibody treatment. Although the ‘TAC-TEC’ population was partially depleted after treatment with anti-RANKL, a small number of ‘TAC-TECs’ remained. Intracellular flow cytometry revealed that there were fewer Ki67^+^ cycling cells (p<0.0005; Figure 5a). Ki67^+^ cells were nearly entirely depleted in the AIRE-hi population (p<0.0006), a 20-fold reduction, but there was only a 3.5-fold reduction in the AIRE-lo population (p<0.001) suggesting that the TAC-TEC population is not uniformly affected during anti-RANKL treatment (Figure 5a). To better understand the ‘TAC-TECs’ that persisted during antibody treatment, we performed focused analysis on all ‘TAC-TECs’ collected in the study (n = 511 cells; Figure 5b). The persisting ‘TAC-TEC’ population displayed the same proportion of cells in G2/M and showed similar expression patterns of chromatin-modifying factors (Figure 5c and Figure 5—figure supplement 1a and b). 

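The TAC-TEC cluster of the joint clustering held 513 cells, 103 and 145 in the controls, 23, 23, 29 and 120 at weeks 2, 4, 6 and 10 after anti-RANKL and 70 in the lineage trace. It is a smaller set than the TAC-TECs of the control clustering. Those were 199 and 308 cells of the week 2 and week 10 controls, with 19.6% and 22.4% in G2/M. The share in G2/M was 41.7% and 49.0% in the week 2 and week 10 controls. After treatment it was 21.7% (5 of 23 cells, 95% interval 7.46 to 43.7%) at week 2, 39.1% (9 of 23) at week 4, 34.5% (10 of 29) at week 6 and 50% (60 of 120) at week 10. Thinned to 2000 UMIs, which left out 1 TAC-TEC of week 4, the shares were 42.7% and 46.2% in the controls and 34.8%, 40.9%, 34.5% and 50% after treatment. With Seurat's gene lists in place of the pairs, they were 69.9% and 74.5% in the controls and 56.5%, 69.6%, 58.6% and 79.2% after treatment. At weeks 2, 4 and 6 the share was below both controls in each of these ways, but on 23, 23 and 29 cells every one of these intervals included the share of the week 2 control. The week 2 interval before thinning left out the 49.0% of the week 10 control. Mean *Hmgb2* differed from the control mean by -0.35, -0.18, -0.37 and -0.01 at weeks 2, 4, 6 and 10. The SD between the controls was 0.0043, but it does not cover the counting error of means over 23, 23 and 29 cells. Thinned to 2000 UMIs, mean *Hmgb2* was 2.695 and 2.827 in the week 2 and week 10 controls. After treatment it was then 2.296, 2.595, 2.558 and 2.781 at weeks 2, 4, 6 and 10. Only the week 10 value lay between the controls.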

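Mean *Stmn1* in TAC-TECs (chromosome 4, 134468320 to 134473843) differed from the control mean by 0.18, 0.15, -0.36 and -0.20 at weeks 2, 4, 6 and 10, with an SD of 0.01 between the controls. *Tubb5* (chromosome 17, 35833921 to 35838306) differed by -0.39, -0.33, -0.27 and -0.04, with an SD of 0.22.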

Across the timecourse, the proportion of *Ccl21a-*expressing ‘TAC-TECs’ was increased at the expense of *Aire-*expressing ‘TAC-TECs’ at two and four weeks following treatment but frequencies were beginning to normalize by week 6 (Figure 5d and Figure 5—figure supplement 1c). 

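By the cutoffs of above 0 for *Aire* and above 4 for *Ccl21a*, TAC-TECs with *Aire* only were 93.2% of 103 in the week 2 control and 88.3% of 145 in the week 10 control. After anti-RANKL they were 21.7% (5 of 23) at week 2, 4.35% (1 of 23, 95% interval 0.110 to 21.9%) at week 4, 51.7% (15 of 29, 32.5 to 70.6%) at week 6 and 95% (114 of 120) at week 10. TAC-TECs with *Ccl21a* only were 2.91% and 6.21% in the controls and 43.5% (23.2 to 65.5%), 73.9% (51.6 to 89.8%), 17.2% (5.85 to 35.8%) and 2.5% after treatment. Thinned to 2000 UMIs, the shares with *Ccl21a* only were 5.83% and 5.52% in the controls and 60.9%, 72.7%, 31% and 2.5% after treatment. Of the cells that should lack *Ccl21a*, 1 of 9, 1 of 19 and 2 of 7 T cells of weeks 2, 4 and 6 passed its cutoff, at median depths of 5639, 2442 and 12415 UMIs, and so did 3.39% of *Aire*-positive cells at week 2, 0 of 26 at week 4 and 1.59% at week 6. The shares at these weeks were higher in tuft-like cells, at 5%, 13.9% and 7.41%, and in Late-*Aire* cells, at 4.42%, 7.41% and 14.3%. The alternative that moved the week 4 share with *Ccl21a* only most was a cutoff of 5, which gave 10 of 23 cells.

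**Figure D5:**
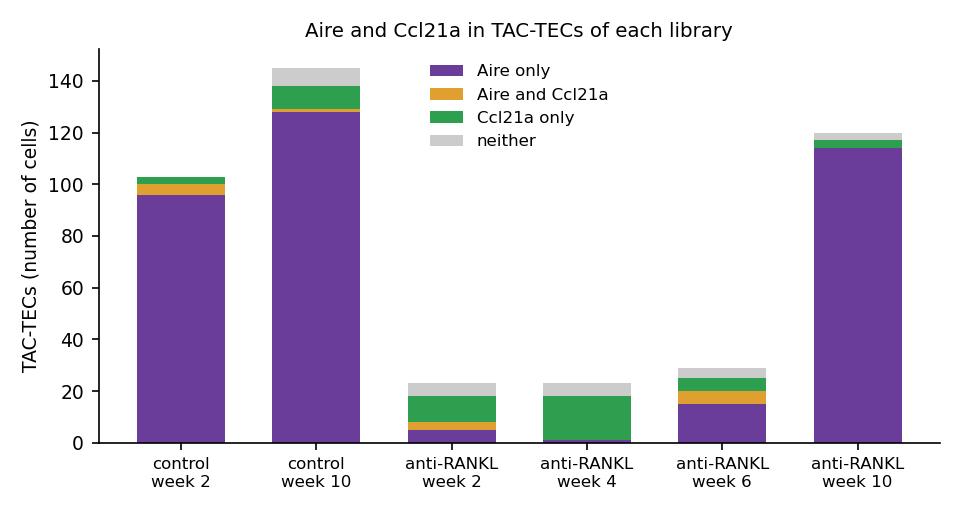
Stacked bars give the number of TAC-TECs of each library that pass the cutoffs for *Aire* only, *Ccl21a* only, both or neither. *Aire*-only cells are the largest class in the controls and at weeks 6 and 10 after anti-RANKL, and *Ccl21a*-only cells at weeks 2 and 4.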

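In TAC-TECs, mean *Aire* was 1.53 and 1.42 in the week 2 and week 10 controls, and 0.40, 0.03, 0.88 and 1.69 at weeks 2, 4, 6 and 10 after anti-RANKL. Mean *Ccl21a* was 1.23 and 1.39 in the controls and 3.93, 4.51, 3.67 and 1.1 after treatment. In T cells, where *Ccl21a* is background, its mean was 0.95 and 1.26 in the controls and 2.55, 2.46, 3.33 and 1.67 after treatment. Mean *Fezf2* was 1.64 and 1.85 in the controls and 1.32, 0.99, 1.09 and 1.70 after treatment. The differences from the control mean at week 4 were -1.45 for *Aire*, 3.2 for *Ccl21a* and -0.75 for *Fezf2*, with SDs between controls of 0.08, 0.12 and 0.15. In the TAC-TECs of the lineage trace, which was not given anti-RANKL, the means were 0.88 for *Aire*, 3.33 for *Ccl21a* and 1.26 for *Fezf2*. Thinned to 2000 UMIs, mean *Fezf2* was 1.08 and 1.51 in the controls and 1.12, 1.04, 0.76 and 1.29 after treatment.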

Although the expression of *Ccl21a* and *Aire* changed throughout the timecourse, the expression of *Fezf2* was less significantly affected by treatment with anti-RANKL (Figure 5d and Figure 5—figure supplement 1a). While the proportion of *Ccl21a* expressing cycling cells increased following treatment with anti-RANKL, the number of cells in the ‘TAC-TEC’ population that expressed only *Ccl21a* remained similar throughout the timecourse (Figure 5—figure supplement 1d). 

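The number of TAC-TECs with *Ccl21a* only was 3 and 9 in the week 2 and week 10 controls, and 10, 17, 5 and 3 at weeks 2, 4, 6 and 10 after anti-RANKL. These come from libraries of 1163 and 1271 control cells and 1222, 1475, 730 and 1205 treated cells. TAC-TECs with both *Aire* and *Ccl21a* numbered 4 and 1 in the controls and 3, 0, 5 and 0 after treatment.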

The consistency observed in the *Ccl21a-*expressing cycling population following treatment with anti-RANKL agrees well with our finding that the absolute number of ‘*Ccl21a*-high’ mTECs did not change dramatically over the timecourse and shows that *Aire-*expressing and *Ccl21a*-expressing ‘TAC-TECs’ are not equally affected by anti-RANKL antibody treatment.

**Figure 5.**
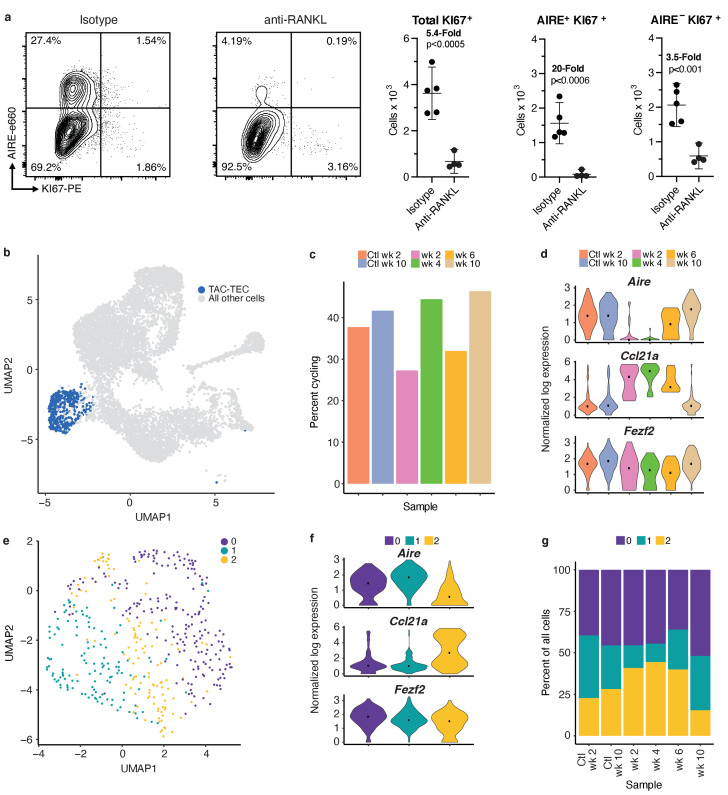
Analysis of the TAC-TEC population provides insights into population dynamics. (**A**) Flow-cytometric analysis of KI67-expressing cells at week four following treatment with anti-RANKL and an age-matched isotype control mouse (two pooled thymi per replicate, n = 4 replicates for treatment, n = 5 for controls). Plots show absolute number of cells that are KI67+, KI67+AIRE+, and KI67+AIRE- in anti-RANKL treated and isotype control samples (data are mean ± s.d.). (**B**) Analysis for this figure was restricted to the persistent TAC-TEC population of all samples (511 total cells), highlighted on the UMAP of all cells. (**C**) Percentage of cycling cells within the TAC-TEC population, colored by sample. (**D**) Normalized log expression of *Aire*, *Ccl21a*, and *Fezf2*, across TAC-TECs in each sample. Color represents sample, black dot is median expression. (**E**) UMAP visualization and clustering of TAC-TEC reanalysis. Each point represents a cell in the TAC-TEC population, color represents new cluster identity (labeled 0, 1, or 2). (**F**) Normalized log expression of *Aire*, *Ccl21a*, and *Fezf2* in the TAC-TEC population across cells in each cluster. Color represents sample, black dot is median expression. (**G**) Proportions of cells in each cluster in each sample. Color represents cluster. See also Figure 5—figure supplements 1 and 2.

**Figure 5—figure supplement 1.**
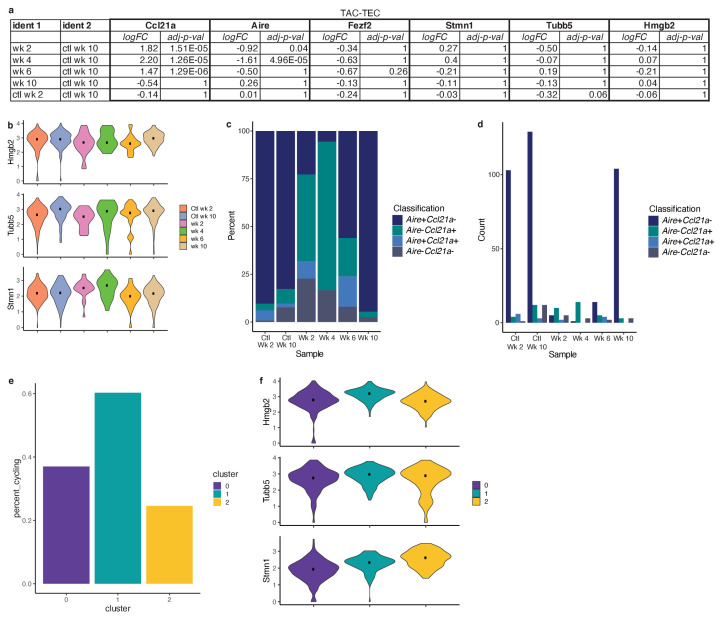
Analysis of the TAC-TEC population. (**A**) Differential expression analysis between each sample and the week 10 control. Differential analysis was performed on genes shown as violin plots in Figure 5d and Figure 5—figure supplement 1B (*Ccl21a, Aire, Fezf2, Stmn1, Tubb5,* and *Hmgb2*) to indicate significance of deviation from the control. Both log fold change and adjusted p-value are shown for each gene. (**B**) Normalized log expression of *Hmgb2*, *Tubb5*, and *Stmn1* across TAC-TECs in each sample. Color represents sample, black dot is median expression. (**C**) Proportions of cells expressing *Aire* and/or *Ccl21a* for each sample in the TAC-TEC population. Color relates to which genes are expressed. (**D**) Counts of cells expressing *Aire* and/or *Ccl21a* for each sample in the TAC-TEC population. Color relates to which genes are expressed. (**E**) Percentage of cycling cells within the TAC-TEC population after reanalysis, colored by cluster. (**F**) Normalized log expression of *Hmgb2*, *Tubb5*, and *Stmn1* across cells in each cluster from the reanalysis of the TAC-TEC population. Color represents cluster, black dot is median expression.

**Figure 5—figure supplement 2.**
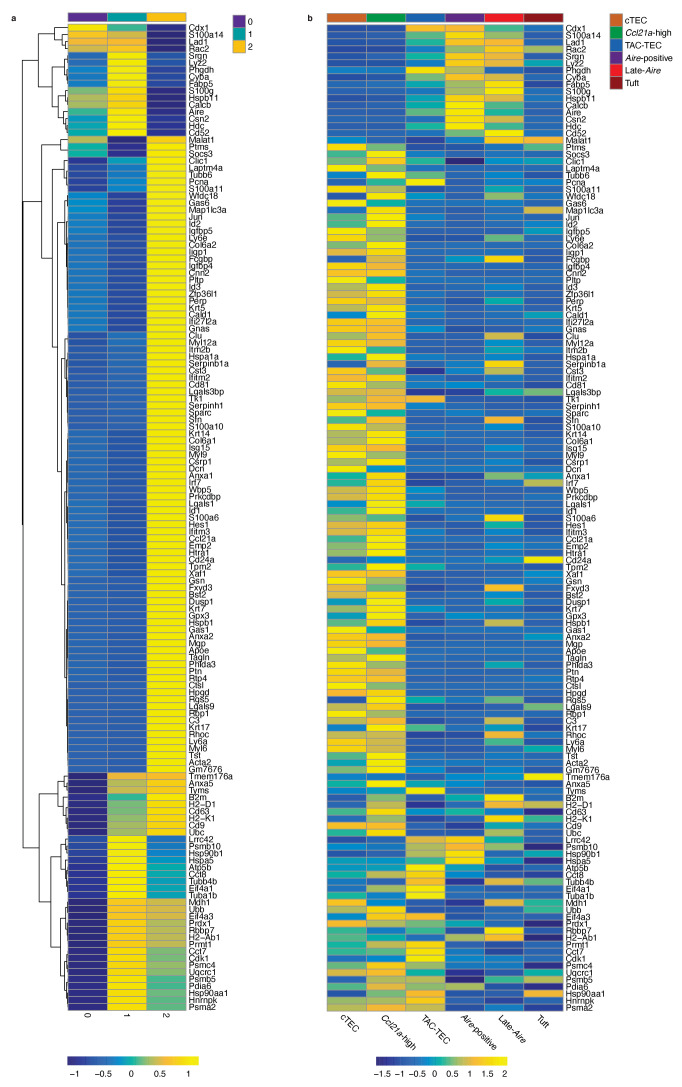
Differentially expressed genes across the ‘TAC-TEC’ clusters. (**A**) Heatmap of differentially expressed genes (logFC >0.5, adjusted p-value < 0.05) from the ‘TAC- TEC’ specific clusters. Color is mean-centered, log-normalized expression. Gene expression is the average expression within each ‘TAC-TEC cluster. (**B**) Heatmap of the same genes from (**A**) in the same order. Gene expression is the average expression within each mTEC population. Color is mean-centered, log-normalized expression.

To better understand population dynamics within the ‘TAC-TEC’ cluster, we repeated canonical correlation analysis between all samples using only these cells. Dimensionality reduction and clustering revealed three sub-populations (Figure 5e). 

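Here the 513 TAC-TECs were clustered again on 1000 variable genes. The cell-cycle genes were kept, and *Aire*, *Ccl21a* and the other measured genes were left out. The mean of each library was first subtracted from every gene, in place of the canonical correlation used in the paper. Shifts shared by all cells of a library were thereby removed, so the subclusters reflect differences within libraries. At a resolution of 0.7 the clustering gave 8 subclusters, numbered from 0, and 10 at a resolution of 1.0. The largest, subcluster 0, holds 102 cells.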

To understand the cells within each cluster, we performed differential expression analysis between the three clusters (Figure 5—figure supplement 2). Many of the genes differentially upregulated in cluster 1, such as *Calcb, Aire, H2-ab1,* were also expressed in the ‘*Aire*-positive’ population (Figure 5—figure supplement 2). The genes upregulated in cluster 0, such as *S100a14, Calcb, Cdx1,* and *Aire* were also expressed in the ‘*Aire*-positive’ population (Figure 5—figure supplement 2). The genes upregulated in cluster 2, including *Ccl21a, Krt17, Krt5, and Id3,* were also most highly expressed in the ‘*Ccl21a*-high’ population (Figure 5—figure supplement 2). 

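In the 8 subclusters of TAC-TECs, the share of cells in G2/M ranged from 16.7% to 75%, with cell-cycle genes taking part in the subclustering. In subcluster 0, which has the highest *Ccl21a*, it was 42.2% (43 of 102, 95% interval 32.4 to 52.3%). Mean *Hmgb2* ranged from 2.76 to 3.14 and mean *Hmgn2* from 2.07 to 2.54, on the natural log scale. Mean *Fezf2* ranged from 1.17 in subcluster 0 to 1.87.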

The frequency of cycling cells and levels of chromatin remodeling factors, including *Hmgb2, Hmgn2,* and *H2afx,* and expression levels of *Fezf2* were similar between the three subsets (Figure 5—figure supplement 1e and f). However, clusters 0 and 1 were found to have the highest levels of *Aire* and lowest levels of *Ccl21a*, whereas cluster 2 was found to have the lowest levels of *Aire* and highest levels of *Ccl21a*, suggesting an early stage of lineage commitment (Figure 5f). 

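Mean *Aire* was lowest in subcluster 0, at 0.29, and mean *Ccl21a* was highest there, at 4.06. In the other subclusters mean *Aire* was between 1.18 and 1.90 and mean *Ccl21a* between 0.94 and 2.49. The opposite levels were also present in control cells alone. Those of subcluster 0 had a mean *Aire* of 0.46 in the week 2 control and 0.43 in the week 10 control, and a mean *Ccl21a* of 3.61 and 3.36.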

Relative to other clusters within each treatment timepoint, the proportion of cells in cluster 2 increased at weeks 2 and 4 after treatment, consistent with analysis of *Ccl21a-* and *Aire-*expressing cells (Figure 5d and g). 

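Subcluster 0, with the lowest *Aire*, held 10.7% and 16.6% of the TAC-TECs of the week 2 and week 10 controls, 39.1% (95% interval 19.7 to 61.5%) at week 2 after anti-RANKL and 30.4% (13.2 to 52.9%) at week 4. At a resolution of 1.0 the subcluster with the lowest *Aire* held 5.83% and 10.3% of the control TAC-TECs, 34.8% at week 2 and 30.4% at week 4. Subcluster 4, with a mean *Aire* of 1.29 over all libraries, held 39.1% of the TAC-TECs at week 2 after treatment and 26.1% at week 4. Of all 23 TAC-TECs of week 4, however, 1 had an *Aire* UMI. Subcluster 4 was absent from the TAC-TECs of the controls. There it held 0 of 103 and 0 of 145 cells, which allows shares of up to 2.91% and 2.07%. Neither subcluster is specific to the treatment, since subcluster 0 held 40% (28 of 70) and subcluster 4 held 37.1% (26 of 70) of the TAC-TECs of the lineage trace.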

By 6 weeks after treatment the abundance of *Aire*-expressing cluster 1 cells had largely normalized (Figure 5g). 

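At week 6 after anti-RANKL, subcluster 0 held 37.9% (95% interval 20.7 to 57.7%) and subcluster 4 held 41.4% (23.5 to 61.1%) of the 29 TAC-TECs. At week 10 subcluster 0 held 10% of 120 and subcluster 4 held 0, which allows a share of up to 2.5%. Subcluster 2, with the highest mean *Aire* over all libraries, held 19.4% and 20% of the TAC-TECs of the controls, 4.35% at week 2 after treatment, 17.4% at week 4, 6.90% at week 6 and 21.7% at week 10. That mean does not describe its week 4 cells, since 1 of the 23 TAC-TECs of week 4 had an *Aire* UMI. Subclusters 1 and 7 held none of the TAC-TECs of weeks 2, 4 and 6. Subcluster 1 held 21.4% and 24.1% of those of the controls. At a resolution of 1.0, the subcluster with the lowest *Aire* held 27.6% at week 6 and 3.33% at week 10.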

Notably, despite changes in frequency, the transcriptomic profile of each ‘TAC-TEC’ cluster remained consistent after RANKL blockade (Figure 5g). Taken together, while the ‘TAC-TEC’ cluster is defined by cycling cells and expression of chromatin remodeling factors, it can be further subsetted to reveal *Aire* or *Ccl21a* primed states. These results demonstrate that the sub-populations are present in all samples, indicating that *Aire-* or *Ccl21a-* primed cells are present in control thymi and treated thymi. Further, these results demonstrate that the *Aire*-primed cells are selectively ablated following treatment with anti-RANKL.

### Aire-dependent TSAs are expressed late in mTEC development and are uniquely sensitive to RANK blockade

Next, we assessed the dynamics of gene expression within the total *Aire-*positive population following anti-RANKL treatment (Figure 6a). 

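Mean *Aire* in *Aire*-positive cells was 1.93 and 2.03 in the week 2 and week 10 controls, on 346 and 374 cells. After anti-RANKL it was 1.79 (59 cells) at week 2, 1.47 (26 cells) at week 4, 2.01 (63 cells) at week 6 and 1.96 (325 cells) at week 10. The differences from the control mean were -0.19, -0.51, 0.03 and -0.02, with an SD of 0.07 between controls. *Aire* was detected in 95.1% and 92.5% of the control cells and in 76.9% (95% interval 56.4 to 91.0%) at week 4. In T cells it was detected in 35.3% and 54.5% in the controls and in 5.26% at week 4, at a median depth of 2442 UMIs against 7176.5 in *Aire*-positive cells. Averaged over 20 thinnings to 2000 UMIs, mean *Aire* was 1.63 and 1.79 in the controls and 1.51, 1.20, 1.75 and 1.70 after treatment. The alternative that moved these differences most left out the 5% of cells with the highest doublet scores, chosen after the data had been seen, which changed that of week 2 to 0.22 and that of week 4 to 0.03. Under it the cluster that kept the name held 663 cells, and a cluster of 906 cells of the same branch was unnamed.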

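Mean *Fezf2* in *Aire*-positive cells was 1.60 and 1.69 in the week 2 and week 10 controls and 2.02, 2.02, 1.70 and 1.70 at weeks 2, 4, 6 and 10 after anti-RANKL. It was above the control mean by 0.37 at weeks 2 and 4 and by 0.05 at weeks 6 and 10, with an SD of 0.06 between controls. It was 1.32 in the lineage trace, not given anti-RANKL. Over 20 thinnings it was 1.29 and 1.45 in the controls and 1.71, 1.8, 1.44 and 1.43 after treatment. With the doublets called by Scrublet left out, the week 2 difference changed to -0.04, in a cluster of 756 cells beside an unnamed one of 993. *Gapdh* (chromosome 6, 125161715 to 125166467, minus strand) averaged 2.65 and 2.42 in the controls and 2.35, 2.41, 2.25 and 2.32 after treatment. Its differences from the control mean were -0.19, -0.12, -0.28 and -0.22, with an SD of 0.16 between controls. The median depth of *Aire*-positive cells was 19079 and 9403.5 UMIs in the controls and 17848, 7176.5, 7883 and 8574 after treatment.

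**Figure D6:**
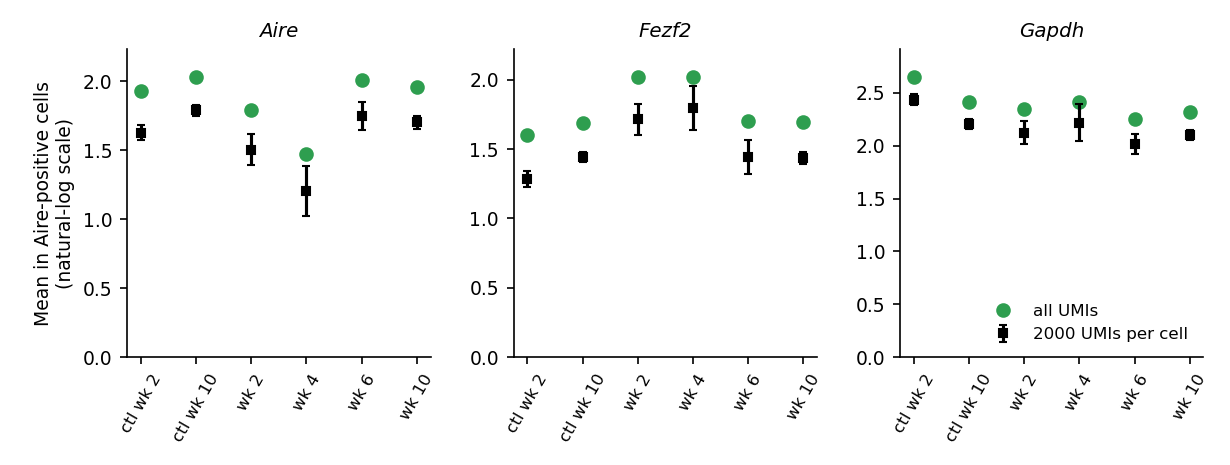
Mean level of *Aire*, *Fezf2* and *Gapdh* in the *Aire*-positive cells of each library on the natural log scale, before and after thinning to 2000 UMIs per cell, where error bars are the SD over 20 thinnings. *Aire* is lowest at week 4 after anti-RANKL, at 1.47 before and 1.20 after thinning.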

While the expression of housekeeping genes, including *Gapdh*, and the expression of *Fezf2* did not change following anti-RANKL treatment, *Aire* expression was markedly reduced and with the lowest point at week four followed by recovery (Figure 6b and Figure 6—figure supplements 1b and 2a). The recovery of *Aire* expression at week six was consistent with the pseudotime prediction that *Aire* expression peaks early in mTEC development (Figure 2e).

**Figure 6.**
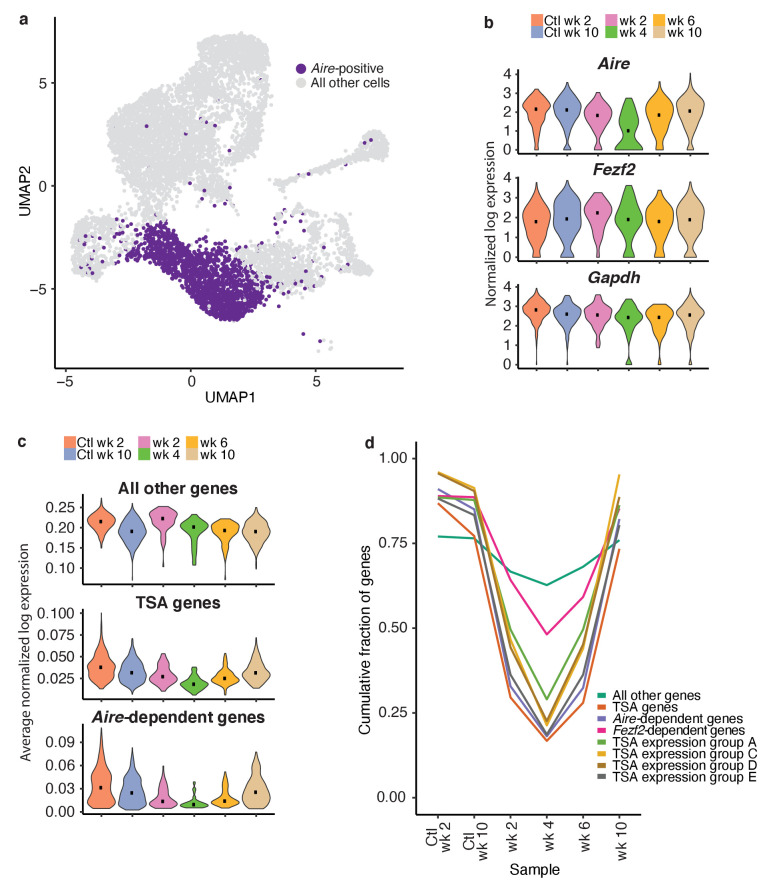
TSAs are lost after treatment and recover with *Aire* expression. (**A**) Analysis for this figure was restricted to the *Aire-positive* population of all samples highlighted on the UMAP of all cells. (**B**) Normalized log expression of *Aire*, *Ccl21a*, and *Fezf2*, across Aire-positive cells in each sample. Color represents sample, black dot is median expression. (**C**) Average normalized log expression across gene sets in Aire-positive cells for each sample. Color represents sample, black dot is median expression. (**D**) Cumulative fraction of genes detected in each sample. Color represents gene set. See also Figure 6—figure supplements 1, 2 and 3.

**Figure 6—figure supplement 1.**
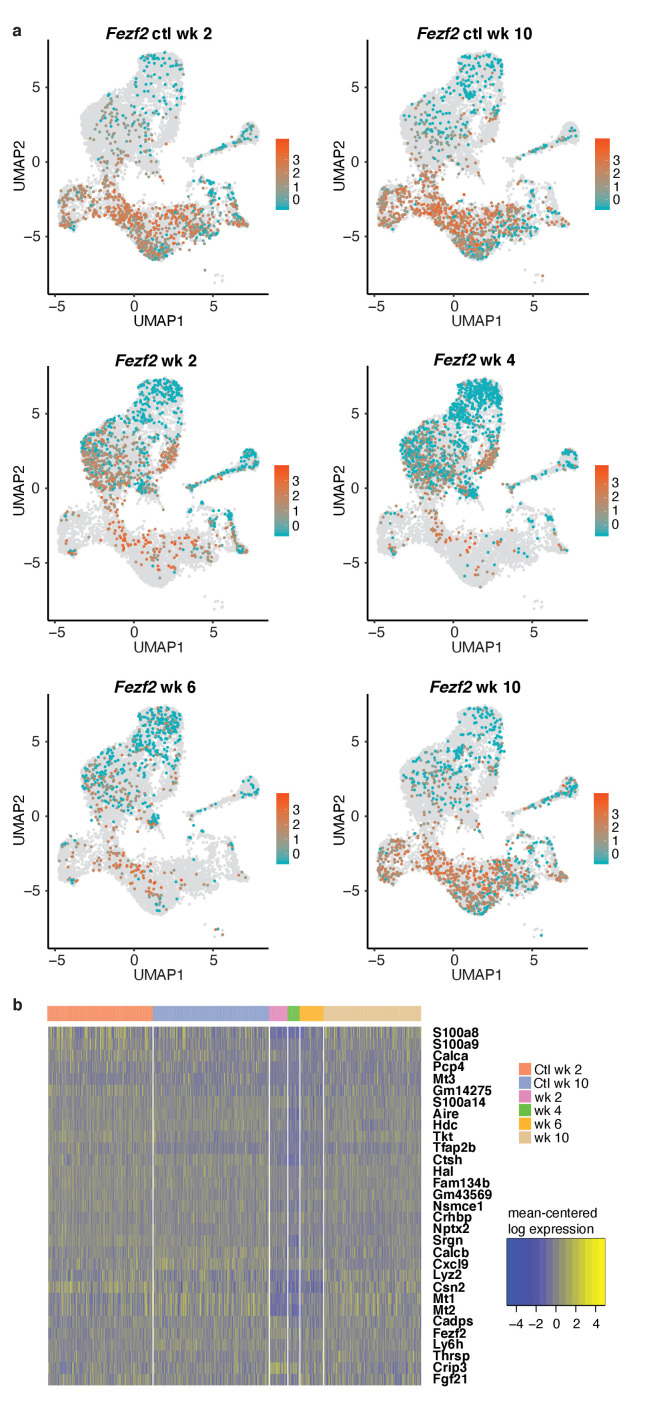
Expression patterns of *Aire* and *Fezf2* following anti-RANKL treatment. (**A**) UMAP dimensional visualization of cells. Color represents log expression level of *Fezf2*. Each UMAP represents one sample. Gray points represent all other samples. (**B**) Heatmap of mean-centered expression of marker genes for only *Aire*-positive cells from each sample. Marker genes were determined by finding the top 30 markers of the *Aire-*positive cells in the control mice. The x axis represents cells separated by sample.

**Figure 6—figure supplement 2.**
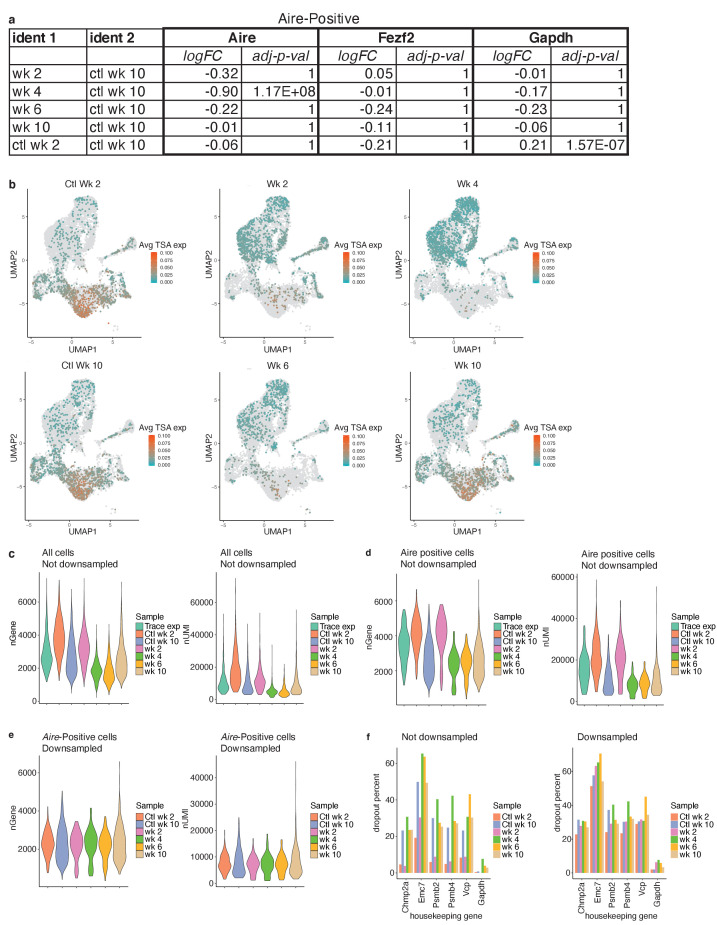
TSA expression occurs after *Aire* expression. (**A**) Differential expression analysis between each sample and the week 10 control. Differential analysis was performed on genes shown as violin plots in Figure 6b (*Aire, Fezf2, Gapdh*) to indicate significance of deviation from the control. Both log fold change and adjusted p-value are shown for each gene. (**B**) UMAP dimensional reduction visualizations cells from all samples. Color represents average log expression TSA genes; gray represents all other samples. (**C**) Number of genes and unique molecular identifiers (UMIs) across all cells in each sample. Color represents sample. (**D**) Numbers of genes and UMIs for only the *Aire*-positive population across all cells in each sample. Color represents sample. (**E**) Numbers of genes and UMIs for only the *Aire-*positive cells after downsampling of UMIs to match the experiment with the smallest number (week 4) across all cells in each sample. Color represents sample. (**F**) Percentage of cells from the *Aire-*positive population with dropouts of common housekeeping genes before and after downsampling of UMIs. Color represents sample.

**Figure 6—figure supplement 3.**
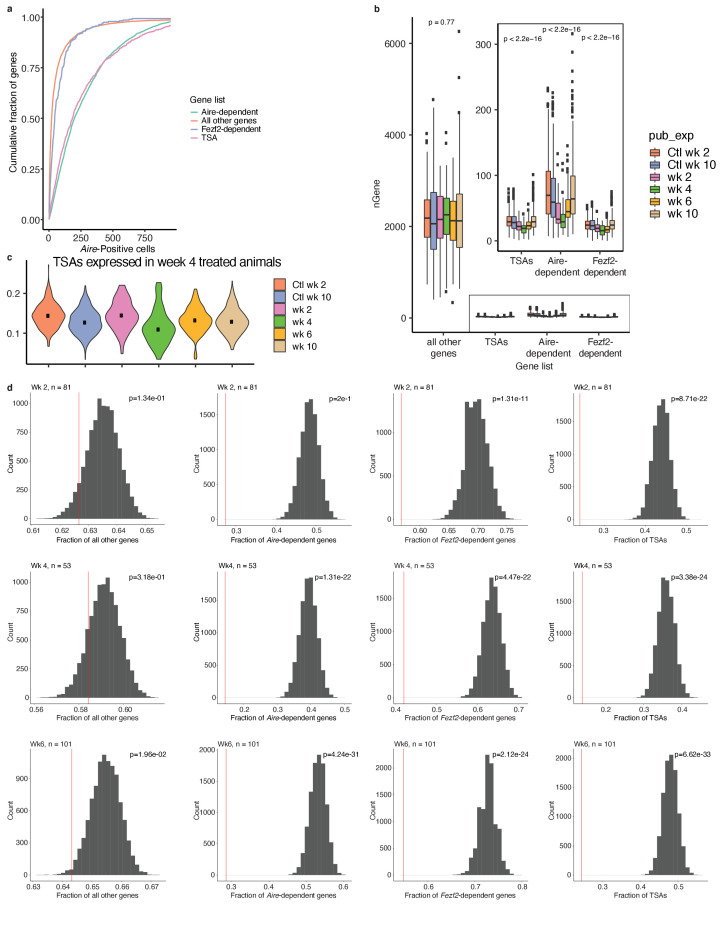
Downsampling of genes and cells shows recovery patterns consistent with non-downsampled conclusions. (**A**) Cumulative fraction of genes detected in the control samples. Color represents gene set. Gene sets include *Aire*-dependent genes, *Fezf2- dependent* genes, TSAs, and all genes not included in one of those sets. (**B**) Distribution of the number of genes expressed per cell from different gene sets within each sample. Color represents sample. P-value was calculated based on an ANOVA test. (**C**) Average normalized log expression across all TSAs expressed at week four following anti-RANKL treatment in *Aire-positive* cells for each sample. Color represents sample, black dot is median expression. (**D**) Distribution of cumulative fraction of genes detected from the week two control following down-sampling 1000 times. Control cells were down- sampled to the number of cells in each other treatment sample. Red line represents observed fraction for each sample. P-values were determined from a z-score.

To explore the recovery of TSAs, we determined the average expression of genes in each of the gene lists described above (*Aire-*dependent, *Fezf2-*dependent and total TSAs) throughout recovery. Although the expression of all non-TSA genes (all genes, excluding these three gene lists) did not change across the timecourse, average expression of total TSAs and especially *Aire*-dependent genes decreased (Figure 6c and Figure 6—figure supplement 2b). TSAs and *Aire*-dependent gene expression began to recover at week six but did not fully recover until week 10 (Figure 6c). The pronounced delay between the recovery of *Aire*-expressing cells and *Aire*-dependent TSA expression was surprising. However, it supports the bioinformatic prediction that *Aire* expression must be well-established before the expression of TSAs.

The expression of TSA and *Aire*-dependent genes could have decreased because the expression of each gene decreased, fewer total genes were expressed within each group, or fewer cells were present within the *Aire*-positive population. Therefore, we determined how many genes from each list were observed throughout the time course. 

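The share of *Aire*-positive cells without a UMI of a gene depends on depth. For *Chmp2a* it was 4.91% and 24.6% in the week 2 and week 10 controls, and 5.08%, 26.9%, 30.2% and 23.1% at weeks 2, 4, 6 and 10 after anti-RANKL. After thinning to 2000 UMIs per cell it was 65% and 71.7% in the controls and 52.5%, 69.2%, 66.7% and 63.7% after treatment. For *Psmb4*, thinning changed the shares from 5.78% and 26.2% in the controls and 11.9%, 38.5%, 28.6% and 27.4% after treatment to 64.7% and 67.4%, and 78%, 76.9%, 77.8% and 68.6%. *Emc7* was without a UMI in 19.4% and 49.2% of the control cells before thinning and in 81.8% and 86.9% after it. The median number of genes per *Aire*-positive cell was 3971 and 2535 in the controls and 3914, 2357, 2365 and 2468 after treatment. Thinned, it was 966 and 940 in the controls and 959, 979.5, 951 and 944 after treatment.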

Before making this calculation, we normalized the number of unique molecular identifiers (UMIs) in each sample to avoid the influence of gene dropout rates (Figure 6—figure supplement 2c–f). The cumulative fraction of expressed total TSA and *Aire*-dependent genes decreased from over 75% in untreated controls to less than 20% following ablation, with the lowest fractional expression at week 4 (Figure 6d and Figure 6—figure supplement 3b). Although *Aire* expression was mostly recovered by week 6, *Aire-*dependent gene expression and TSA expression remained below 25% (Figure 6d and Figure 6—figure supplement 3b). The average expression of only TSAs detected at week four following ablation did not change dramatically following treatment (Figure 6—figure supplement 3c). The number of *Fezf2*-dependent genes also decreased from over 80% to 50% (Figure 6d and Figure 6—figure supplement 3b). Based on this analysis, expression of TSAs and *Aire*-dependent genes decreased because fewer genes from each category are expressed at week four than in the controls.

TSAs in mTECs were previously shown to be co-expressed as gene sets within individual cells in a somewhat ordered pattern (Brennecke et al., 2015). To determine if co-expressed TSA gene sets were expressed at different times during mTEC development, we investigated the recovery of a subset of co-expressed gene sets defined by Brennecke et al., 2015. We determined the cumulative fraction of genes in each of the co-expression groups that are expressed throughout recovery following treatment with anti-RANKL (Figure 6d). All co-expression gene groups had similar patterns to the *Aire*-dependent genes and all TSAs. For all co-expression groups, we detected the fewest genes at week four following treatment (Figure 6d). Genes from the co-expression groups began to recover by week 6, had fully recovered by week 10, and all co-expression groups appeared to recover with similar kinetics (Figure 6d).

To determine if fewer genes were detected because the ‘*Aire*-positive’ population contained fewer cells following anti-RANKL treatment, we down-sampled cells from the week 10 control to the number of cells observed in each of the recovery samples. After down-sampling to equivalent cell numbers, we still observed fewer *Aire*-dependent and total TSA genes expressed after treatment (Figure 6—figure supplement 3d). The total number of genes expressed per cell did not change over the course of recovery although the number of total TSA genes per cell, and especially *Aire*-dependent genes, did decrease (Figure 6—figure supplement 3d). Overall, the gene-expression patterns observed during recovery of mTECs mirrored the gene-expression dynamics predicted by pseudotime.

## Discussion

We integrated single-cell RNA-sequencing with lineage tracing and transient in vivo ablation to establish a high-resolution map of events that occur during mTEC development. While other single-cell studies have identified similar sub-populations of mTECs, our approach has enabled, for the first time, the identification and validation of lineage relationships between these populations across the Aire branch of mTEC development. Critically, our conclusions extend beyond traditional bioinformatic analysis of high-dimensional single-cell data by including in vivo lineage reporters and an in vivo transient ablation model. In this way, we revealed a transit-amplifying population of mTECs which we dubbed ‘TAC-TECs’. We provide both experimental and computational evidence that ‘TAC-TECs’ are the immediate precursor of *Aire*-expressing MHCII^hi^ mTECs. The ‘TAC-TECs’ have a differentiating phenotype, including high expression of histone proteins, chromatin-modifying factors, and cell-cycle–related genes. The preponderance of factors associated with chromatin organization within ‘TAC-TECs’ provides transcriptional evidence that chromatin remodeling may occur immediately before high levels of *Aire* expression, and this temporal relationship may establish a permissive chromatin landscape upon which the Aire complex can act. The mechanisms underlying the extraordinary ability of mTEC-hi to heterogeneously express TSAs covering the majority of the protein-coding genome remain poorly understood. The observation of this transient state immediately preceding accumulation of high levels of the Aire complex may aid future studies directed at understanding how Aire accesses and interacts with the genome.

The identification of a transit-amplifying population immediately preceding the *Aire-*expressing mTEC-hi population is consistent with previous reports interrogating mTEC development. Gäbler et al., 2007 used BrdU labeling to demonstrate that cells from both mTEC-hi and mTEC-lo populations were post-mitotic, but a higher percentage (80%) of mTEC-hi cells were post-mitotic than mTEC-lo (30%). This is consistent with our observation that there is a higher frequency of cycling cells expressing *Aire* than cycling cells expressing high levels of *Ccl21a* and a higher rate of ZsGreen expression in the ‘Late-*Aire’* branch than the ‘*Ccl21a-*high’ branch. Gray et al. also showed that *Aire*-positive mTECs incorporated BrdU, consistent with our model that these cells derive from a cycling precursor (Gray et al., 2007). By flow cytometry, they identified a cycling population that they suggest may be a transit-amplifying population based on cell-cycle dynamics alone (Gray et al., 2007). The rapid turnover of *Aire*-expressing mTECs and their ability to recover from acute injury, such as treatment with anti-RANKL, further suggest a rapidly cycling precursor must be populating this compartment. While previous studies have suggested the presence of transit-amplifying cells in the medulla and that *Aire*-expressing mTECs follow a cycling population, we confirm the existence of a transit-amplifying population using defined gene-expression patterns and uniquely demonstrate that this transit-amplifying population immediately precedes *Aire* expression by leveraging both lineage tracing and transient ablation. Additionally, the high resolution of our single-cell data provides a detailed road-map of gene-expression events from the transit-amplifying population through the expression of TSAs.

Previous studies have suggested *Ccl21a*-expressing cells give rise to *Aire*-expressing mTECs (Onder et al., 2015). However, disruption of the *Ccl21a*-expressing population has been shown to have minimal impact on the *Aire*-expressing compartment, arguing against a precursor–product relationship (Kozai et al., 2017; Lkhagvasuren et al., 2013). Furthermore, Gray et al. demonstrated that mTEC-lo can give rise to *Aire*-expressing mTEC-hi with low efficiency, suggesting only a minor subset of mTEC-lo maintain this potential (Gray et al., 2007). In the context of our findings, one possible explanation is that the mTEC-lo fraction included infrequent ‘TAC-TECs’ amongst the majority ‘Cc21a-High’ mTEC-lo. We therefore speculate that the mTEC-lo cells described by Gray et al., which eventually give rise to *Aire*-expressing mTECs, are in fact proliferating ‘TAC-TECs’.

We provide multiple lines of evidence that we believe support a model in which *Ccl21a-*expressing cells are not the progenitors of the *Aire*-expressing mTECs but are a distinct population (Lkhagvasuren et al., 2013). First, single-cell velocity predicted the ‘*Ccl21a*-high’ cluster was a terminal population and identified ‘TAC-TECs’ as the precursor to ‘*Aire*-positive’ mTECs. Second, cycling cells were confined to the ‘TAC-TECs’ and were not seen elsewhere in the thymic epithelial cells examined. Third, the ‘TAC-TEC’ population was heterogeneous, with some cells expressing *Ccl21a* and other cells expressing *Aire,* consistent with lineage-biased transit-amplifying cells (Zhang and Hsu, 2017). Fourth, half the cells in the CCL21 compartment express ZsGreen. This provides experimental evidence that a portion of the *Ccl21a* population is downstream of an *Aire*-expressing progenitor. Because most of the cells in the TAC-TEC population don’t express ZsGreen, this population cannot be downstream of the lineage-traced *Ccl21a* cells and therefore *Ccl21a* cells are unlikely the progenitors of the *Aire*-positive population. This finding is most consistent with the branching model proposed by this study. Fifth, treatment with anti-RANKL decreased the frequency of *Aire*-expressing but not *Ccl21a*-expressing cycling ‘TAC-TECs’. Because cycling *Ccl21a* cells persisted after ablation, absolute counts of ‘*Ccl21a-*high’ cells were not significantly affected by treatment with anti-RANKL while the ‘*Aire*-positive’ subset was almost completely lost. Indeed, the observation that the ‘TAC-TEC’ cluster can be subsetted into cycling *Ccl21a*-expressing and *Aire*-expressing populations provides evidence that these transient amplifying cells are primed in a partially RANK-dependent manner to further differentiate in response to continued exposure to inductive signals. Taken together, we believe these results suggest a branching, rather than linear, model for mTEC development and raise exciting new questions about instructive signals other than RANK which are integrated at this critical bifurcation point.

Other recent single-cell studies Dhalla et al., 2020 have also identified a proliferating mTEC population that is very similar to the ‘TAC-TEC’ population presented here. Dhalla et al., 2020 used multiple pseudotime methods, including RNA velocity as we performed here, to determine lineage relationships between mTECs. Using diffusion pseudotime, the authors identified similar trajectories to our analysis but concluded that proliferating mTECs were downstream of the *Ccl21a-*expressing mTECs based on their RNA velocity data (Dhalla et al., 2020). While we combine multiple experimental techniques to support the branching model proposed here, aspects of both models could fit our data. For example, the *Ccl21a* population may contain a quiescent stem cell that transitions into a ‘TAC-TEC’ before becoming an *Aire*-expressing cell. In this scenario, it is possible that cells are blocked from transitioning from the ‘*Ccl21a-*high’ fate into the ‘*Aire-*positive’ fate in the presence of anti-RANKL leading to our observation of only *Ccl21a*-expressing cells in the ‘TAC-TEC’ population following treatment. Additionally, zsGreen-expressing cells in the ‘C*cl21a-*high’ population could be cells that are beginning to turn on *Aire* as they transition into an *Aire-*expressing state. Further validation including lineage tracing using methods such as SCAR-trace (Raj et al., 2018; Spanjaard et al., 2018) or isolation of the TAC-TEC population for evaluation of their ex-vivo differentiation capacity will be required to confirm which model is correct.

It is now well-established that *Aire* expression in mTECs is dependent on RANK signaling. However, the signals required to induce *Fezf2* in the thymus remain less clear. Both lymphotoxin β receptor (LTβR) (Takaba et al., 2015) and RANK (Cosway et al., 2017) signaling have been implicated by previous studies. While there is evidence that *Fezf2*-expression is RANK-inducible (Cosway et al., 2017), here we show that in adult thymus, *Fezf2* expression is generally independent of RANK. Notably, induction of *Fezf2* preceded that of *Aire*, *Fezf2* was expressed broadly within the ‘TAC-TEC’ cluster, and *Fezf2* expression was largely unaffected by anti-RANKL antibody treatment. Curiously, while *Aire*-dependent gene expression peaked at the transition from ‘*Aire*-positive’ to ‘Late-*Aire’*, expression of *Fezf2-*dependent genes increased evenly over pseudotime. In sum, these data suggest that *Fezf2* is regulated differently than *Aire,* eliminate RANK signaling as a necessary driver of the *Fezf2* TSA axis and support the possible role of LTβ or other alternative regulatory pathways, as suggested (Takaba et al., 2015).

Our combination of single-cell sequencing with lineage tracing and recovery from ablation helps defines the lineage relationships between mTECs, identifies the transit-amplifying population that is the precursor of *Aire*-expressing mTECs, and details the functional steps that occur before TSA expression. Our data also suggests that the TAC-TECs may also be the precursor of the ‘*Ccl21a-*high’ mTEC population. These data and the high-resolution map of mTEC development will serve as a valuable resource to further dissect the functional steps of mTEC development and, ultimately, how T-cell tolerance and selection is maintained by this heterogenous population of cells. Lastly, this combinatorial approach provides a powerful framework for integrating in vivo reporter tools into transcriptomic datasets and can be applied to future studies aimed at generating high-resolution maps of development of other tissues and cell types.

### Code availability

Plots were made using ggplot2 in R using our personal package that have been made publicly available. The full Snakemake pipeline, our personal analysis package, and scripts to recreate all figures are available on GitHub: https://github.com/kwells4/mtec_analysis (Wells, 2020; copy archived at swh:1:rev:d3955fad0d73dc404a93fc2d81b84141c9c79efe) with the companion R package available: https://github.com/kwells4/mtec.10x.pipeline.

## Materials and methods

### Mice

*Aire^CreERT2^;Rosa26^CAG-stopflox-zGgreen^* have been previously described (Miller et al., 2018). C57BL/6 (Jax #000664) and B6.Cg-Gt(ROSA)26Sortm6(CAG-ZsGreen1)Hze/J (Jax #007906) mice were obtained from The Jackson Laboratory (Madisen et al., 2010).

Mice were maintained in the University of California San Francisco (UCSF) specific pathogen-free animal facility in accordance with the guidelines established by the Institutional Animal Care and Use Committee (IACUC) and Laboratory Animal Resource Center and all experimental procedures were approved by the Laboratory Animal Resource Center at UCSF. Age-matched female mice aged 4–14 weeks were used for all experiments unless otherwise specified in the text or figure legends.

### In vivo mouse treatments

For Tamoxifen treatment of mice possessing conditional alleles, Tamoxifen (Sigma-Aldrich) was dissolved in corn oil (Sigma-Aldrich) and 2 mg doses were administered by oral gavage every other day for 10 days with flexible plastic feeding tubes (Instech). Anti-RANKL antibody (Clone IK22/5, BioXCell) or isotype control antibody (clone 2A3, BioXCell) was administered to mice at a dose of 100 ug in PBS every other day via intraperitoneal (i.p.) injections for a total of 3 injections for all experiments.

### Single-cell tissue preparation

Mouse thymi were isolated, cleaned of fat and transferred to DMEM (UCSF Cell Culture Facility) containing 2% FBS (Atlanta Biologics) on ice. For each scRNA-seq sample, three thymi were pooled. Thymi were minced with a razor blade and tissue pieces were moved with a glass Pasteur pipette to 15 ml tubes and vortexed briefly in 10 ml of media. Fragments were allowed to settle before removing the media and replacing it with 4 ml of digestion media containing 2% FBS, 100 ug/ml DNase I (Roche), and 100 ug/ml Liberase TM (Sigma-Aldrich) in DMEM. Tubes were moved to a 37°C water bath and fragments were triturated through a glass Pasteur pipette at 0 min and 6 min to mechanically aid digestion. At 12 min tubes were spun briefly to pellet undigested fragments and the supernatant was moved to 20 ml of 0.5% BSA (Sigma-Aldrich), 2 mM EDTA (TekNova), in PBS (MACS buffer) on ice to stop the enzymatic digestion. This was repeated twice for a total of three 12 min digestion cycles, or until there were no remaining tissue fragments. The single-cell suspension was then pelleted and washed once in MACS Buffer. Density-gradient centrifugation using a three-layer Percoll gradient (GE Healthcare) with specific gravities of 1.115, 1.065, and 1.0 was used to enrich for stromal cells. Cells isolated from the Percoll-light fraction, between the 1.065 and 1.0 layers, were then resuspended in 0.5% BSA (Sigma-Aldrich), 2 mM EDTA (TekNova) (FACS buffer) and counted.

### Flow cytometry and cell sorting

Single-cell suspensions were prepared as described and incubated with Live/Dead Fixable Blue Dead Cell Stain (ThermoFisher) in PBS for 10 min at room temperature followed by blocking with anti-mouse CD16/CD32 (2.4G2) (UCSF Hybridoma Core Facility) and 5% normal rat serum for 10 min at room temperature. Cells were then washed in FACS buffer and stained for surface markers for 20 min at room temperature. For intracellular staining, cells were fixed and permeabilized using the eBioscience FoxP3 Transcription Factor Buffer Set (ThermoFisher) according to the manufacturer’s instructions. Cells were either sorted directly into DMEM (ThermoFisher) containing 10% FBS using a BD FACS Aria Fusion (BD Biosciences) or analyzed using a BD LSR II (BD Biosciences) housed within the UCSF Single Cell Analysis Center. Flow cytometry data was analyzed using BD FACSDiva v8.0 or FlowJo v10.5.3 software (TreeStar Software). The following antibodies were used in this study: Ly51-PE (6C3, BioLegend), CD11c-PE-Cy7 (N418, eBioscience), CD45-PerCP (30-F11, BioLegend), EPCAM-APC-Cy7 (G8.8, BioLegend), Aire-e660 (5H12, eBioscience), Ki67-PE (eBioscience), CCL21 (59106, R and D Systems), Goat anti-Rat IgG-A488 (ThermoFisher).

### scRNA-seq

To prepare the cells for droplet-based sequencing, mTECs were flow-sorted into tubes containing 750 ul DMEM + 10%FBS (50,000 cells were sorted for the *Aire* trace experiment, 60,000 cells were sorted for the week two control, 37,000 cells were sorted for the week two experiment, 44,000 cells were sorted for the week four experiment, 32,000 cells were sorted for the week six experiment, 50,000 cells were sorted for the week 10 experiment, and 24,000 cells were sorted for the week 10 control). Cells were spun down at 300 g for 5 min and all but 50–100 ul of supernatant was removed to aim for a final concentration of 700–1000 cells/µl. An estimated 4000 single cells per sample were then subjected to 10x Genomics single-cell isolation and RNA-sequencing following the manufacturer’s recommendations. Illumina HiSeq 4000 (Illuminia) was used for deep sequencing.

### Initial analysis of scRNA-seq data

Sequences from scRNA-seq were processed using Cellranger v2.2.0 software (Zheng et al., 2017). For the anti-RANKL experiment, sequences were processed using the cellranger mm10-1.2.0 genome and gtf file. For the *Aire* lineage tracing experiment, the sequence for the ZsGreen transcript was added to the fasta and the gtf file. A complete reference was made running cellranger mkref with the updated fasta and gtf files as arguments. For each sample, cell ranger mkfastq and cellranger count were run with the transcriptome argument pointing to the mm10 reference for the anti-RANKL experiment and the mm10 + ZsGreen reference for the lineage trace experiment.

Raw data generated by Cellranger were then read into the Seurat (Butler et al., 2018) v2.3.4 R package with at least 200 genes per cell and at least 3 cells. Cells were further filtered based on the number of genes per cell (between 200–7500) and the percent of mitochondrial reads per cell (0%–10%). The remaining cells and genes were used for downstream analysis. The data were normalized by using ‘LogNormalize’ method and data scaled with ‘scale.factor=1000’ from Seurat. For each sample, variable genes were found by using ‘FindVariableGenes’ with the following options mean.function = ExpMean, dispersion.function = LogVMR, x.low.cutoff = 0.0125, x.high.cutoff = 3, y.cutoff = 0.5.

### Analysis of controls

The week 2 and week 10 control samples were initially analyzed as explained in the section ‘Initial analysis of scRNA-seq data’. After initial processing, the two samples were merged using the MergeSeurat function. Variable genes were again found for the combined object as described above. The returned variable genes were used as the gene list given to the RunPCA function. Clusters were determined using the ‘FindClusters’ function with the following options reduction.type = ‘pca’, dims_use = 1:13, resolution = 0.6, random.seed = 0. Further dimensionality reduction was performed by using RunUMAP using the options reduction.type = ‘pca’, dims_use = 1:13. Markers of each cluster were found using the ‘FindMarkers’ command and highly similar clusters were merged. A small cluster of cells resembling t-cells based on gene expression were removed from further analysis. Clusters were classified based on similarity of marker genes to the populations in the *Aire* lineage tracing experiment. Differential gene expression was performed by running FindMarkers on all pair-wise clusters (so that differentially expressed genes could be shared between clusters). Genes were called differentially expressed if the adjusted p-value was less than 0.05 and the log fold change was greater than 1. Differentially expressed genes were filtered to include only transcription factors using a list of mouse transcription factors (http://genome.gsc.riken.jp/TFdb/tf_list.html) and chromatin-modifying factors (*H2afz*, *Hmgb1*, *Hmgn1*, *H2afx*). These genes were manually searched for previous connections to mTEC development and *Aire* expression. Differentially expressed genes were then filtered to only include genes differentially upregulated in only the ‘TAC-TEC’ population, and not any other population. These genes were then compared to the list of genes differentially upregulated in cluster 5 and cluster 8 (identified as transit-amplifying populations) from Basak et al., 2018. To determine enrichment of these genes, we performed a hypergeometric test (overlapping genes = 21, genes in TAC-TEC = 35, genes in transit-amplifing clusters = 173, total genes = 20,309). The same p-value was determined using a fisher’s exact test.

Cell-cycle state was determined using cyclone from scran v1.10.1 which uses a list of known cell-cycle genes to determine each cell a score for G2/M and G1 phase. Pairs of genes that change between cell-cycle phases (from Scialdone et al., 2015) are provided to cyclone. Scores are based on which gene within each pair is more highly expressed in each cell. These scores are used to assign each cell to G2/M, G1, or S phase.

### Trajectory analysis

Single-cell velocity trajectory analysis was performed in python using scvelo v0.1.24 from the Theis lab. First, a loom file were generated using run10x from velocyto (La Manno et al., 2018). The loom file was than loaded into python. Normalization and filtering was done using filter_and_normalize with the options min_counts = 20, min_counts_u = 10, n_top_genes = 3000. Next the moments were calculated using 30 PCs and 30 neighbors. Finally, velocity and the velocity graph were calculated. UMAP coordinates and cluster identification from the Seurat object were then added to the RNA velocity object. The velocity was plotted on the UMAP coordinates and colored by the cluster id. The scvelo output was used to determine lineage relationships and common transit-amplifying populations. Plots of RNA velocity were made using the command pl. velocity_embedding_stream from scvelo.

Pseudotime scores were determined using slingshot (Street et al., 2018) v1.1.0 with the ‘TAC-TEC’ cluster as the argument for start.clus. These pseudotime scores were used as the pseudotime values in Figure 2E. TSA genes were determined using the Fantom database and filtering out genes that were seen in five tissues or less (Forrest et al., 2014). Genes were further filtered to only keep protein-coding genes as described previously (Brennecke et al., 2015). *Aire*-dependent genes were defined based on the 2014 Sansom et al. list of *Aire*-dependent genes (Sansom et al., 2014). *Fezf2* dependent genes were identified by determining genes with a 2-fold enrichment in the control mouse vs. the *Fezf2* knockout mouse (Takaba et al., 2015). The percent of TSAs per cell was calculated by determining the number of TSAs expressed in a given cell and dividing by the total number of TSAs. TSA expression was averaged within each cell by dividing the total expression of TSAs by the total number of TSAs or the total number of expressed TSAs. Slingshot analysis was repeated after regenerating the dimensionally reduced object without any TSA genes included.

### Analysis of the Aire lineage tracing sample

For the *Aire* lineage tracing sample, the returned variable genes were used as the gene list given to the RunPCA function. Clusters were determined using the ‘FindClusters’ function with the following options reduction.type = ‘pca’, dims_use = 1:12, resolution = 0.6, random.seed = 0. FindClusters embeds cells in a k-nearest neighbor graph with edges drawn between cells with similar gene expression. These are these partitioned into highly inter connected communities ased on Euclidean distance in PCA space. Further dimensionality reduction was performed by using RunUMAP using the options reduction.type = ‘pca’, dims_use = 1:12. Markers of each cluster were found using the ‘FindMarkers’ command and highly similar clusters were merged. A small cluster of cells resembling t-cells based on gene expression were removed from further analysis. Clusters were classified based on common marker genes previously described for each mTEC population. Clusters highly expressing *Aire* were further characterized by their expression of ZsGreen. This analysis was repeated after cell-cycle regression to ensure conclusions were robust (Data not shown). Double positive percents were found by using a cutoff of 0 for ZsGreen, *Aire*, *Ackr4, Trpm5, and Fezf2*, a cutoff of 2 for *Krt10* and a cutoff of 4 for *Ccl21a*.

Cell-cycle state was again determined using cyclone from scran v1.10.1. All results in the controls replicated observations made from the control mice (Figure 3—figure supplement 1).

### Analysis of all samples

All samples were processed as described in the ‘Initial analysis of scRNA-seq data’. The top 1000 most highly variable genes from each sample were merged, keeping only genes that were present in all samples were used for CCA analysis. The 7 Seurat objects and the variable genes found above were used to generate a new Seurat object with the RunMiltiCCA function, using num.ccs = 30. The canonical correlation strength was calculated using num.dims = 1:30 and the samples were aligned using dims.align = 1:20. Clusters were found using the ‘FindClusters’ function based on the aligned CCA with the following options reduction.type = (‘cca.aligned’, resolution = 0.6, dims.use = 1:20, random.seed = 0). Further dimensionality reduction was performed by using RunUMAP using the options reduction.type = ‘cca.aligned’, dims_use = 1:20, seed.use = 0. The cluster identities were assigned based on the *Aire* trace experiment. The *Aire* trace cluster identities were added to the Seurat object containing all samples. For each cluster, the identity was assigned based on which *Aire* trace population it shared the most cells with (Figure 4b). There was a clear majority of cells aligning with the *Aire* trace populations for all clusters. Population assignments were checked based on gene expression of marker genes such as *Ackr4, Ccl21a, Aire, Krt10,* and *Trpm5* by plotting expression of marker genes on the UMAP dimensional reduction (Figure 4—figure supplement 1), and by plotting heatmaps of marker genes separated by population for each sample (Figure 4—figure supplement 3). To ensure that the cells mapping to the ‘*Aire*-positive’ cluster were correctly mapping to the cluster we looked at expression of the tope 30 genetic markers of the ‘*Aire*-positive’ cluster (using FindMarkers in the wild-type samples) (Figure 6—figure supplement 1). A small cluster of cells resembling t-cells based on gene expression were removed from further analysis. Cell-cycle state was again determined using cyclone from scran.

Pseudotime scores were determined using slingshot (Street et al., 2018) v1.1.0 with the ‘TAC-TEC’ cluster as the argument for start.clus. These pseudotime scores were used as the pseudotime values in Figure 4E. The density of cells across psuedotime for each sample was plotted using ggplot2.

### Further analysis of ‘TAC-TEC’ population

Cells in the ‘TAC-TEC’ population for each sample were subset from the Seurat of all samples using SubsetData with subset.raw = TRUE. Data from each seven new Seurat objects were normalized by using ‘LogNormalize’ method and data scaled with ‘scale.factor=1000’ from Seurat. For each sample, variable genes were found by using ‘FindVariableGenes’ with the following options mean.function = ExpMean, dispersion.function = LogVMR, x.low.cutoff = 0.0125, x.high.cutoff = 3, y.cutoff = 0.5. The top 1000 most highly variable genes from each sample were merged, keeping only genes that were present in all samples were used for CCA analysis. The 7 Seurat objects and the variable genes found above were used to generate a new Seurat object with the RunMiltiCCA function, using num.ccs = 10. The canonical correlation strength were calculated using num.dims = 1:10 and the samples were aligned using dims.align = 1:10. Clusters were found using the ‘FindClusters’ function based on the aligned CCA with the following options reduction.type = (‘cca.aligned’, resolution = 0.7, dims.use = 1:7, random.seed = 0). Further dimensionality reduction was performed by using RunUMAP using the options reduction.type = ‘cca.aligned’, dims_use = 1:10, seed.use = 0. Differential gene expression was performed by running FindAllMarkers. Genes were called differentially expressed if the adjusted p-value was less than 0.05 and the log fold change was greater than 0.5.

### UMI correction and cell down-sampling

A Seurat object containing only cells from the ‘*Aire-*positive’ population was created using SubsetData. UMIs for each sample were down-sampled to the number of UMIs in the week four sample using DropletUtils v1.2.1 downsampleMatrix (Griffiths et al., 2018; Lun et al., 2019). Effectiveness of the down-sampling was determined by observing the number of dropouts of housekeeping genes before and after the down-sampling (Figure 6—figure supplement 3d). The percent of dropouts was computed by dividing the number of cells with expression values of 0 for each housing keeping gene (*Chmp2a, Emc7, Psmb4, Vcp,* and *Gapdh)* by the total number of cells for each sample. This was calculated before and after down-sampling UMIs for each sample.

Cumulative fraction of genes was determined for TSAs, *Aire*-dependent genes, *Fezf2-*dependent genes, and all other genes (genes not listed as TSAs, *Aire*-dependent, or *Fezf2*-dependent). For each gene list, a gene was counted as ‘expressed’ if at least one cell in a sample had an expression value greater than 0. The percent of the gene list expressed was determined by dividing the total number of expressed genes by the total number of genes in the list. The cumulative fraction of genes detected was also determined for the control samples before downsampling UMIs to determine the number of genes detected in these samples (Figure 6—figure supplement 3A). To determine the number of genes expressed per cell from each list, a gene was again counted as ‘expressed’ if its expression was greater than 0 for the given cell.

To determine the number of genes from each gene set expected for a specific number of cells from the 10 week control ‘*Aire*-positive’ population, cell_sampler from dropseqr (https://rdrr.io/github/argschwind/dropseqr/) was used with ncells set to the number of cells in the ‘*Aire*-positive’ population in each sample. For each subsample of the control, the percent of observed genes from each gene set was calculated 1000 times. The percent values were used to create a distribution for each sample. The actual observed percent of the gene set was plotted as a red line and a p-value was determined using a z-score using the mean and standard deviation from the distribution of subsampled cells from the control (Figure 6—figure supplement 3D).

### Gene sets

The list of *Aire*-dependent genes was originally determined by comparing *Aire* knockout to WT mTECs (Sansom et al., 2014). *Fezf2*-dependent genes were determined by performing differential expression of a *Fezf2* knockout to WT mTECs from a published dataset using a adjusted p-value cutoff of 0.05 and a log fold change value of 1 (Takaba et al., 2015). TSA genes were found using the Fantom database and curated as previously described (Brennecke et al., 2015; Forrest et al., 2014). Genes were called a TSA if they were observed in five tissues or less. All other genes were determined by taking all protein-coding genes and subtracting out genes from the *Aire*-dependent, *Fezf2-*dependent, and TSA gene lists.

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the GEO database under accession numbers GSE137699. The following dataset was generated: WellsKLMillerCNGschwindARPhippsJDAndersonMSSteinmetzLM2020Combined transient ablation and single cell RNA sequencing reveals the development of medullary thymic epithelial cellsNCBI Gene Expression OmnibusGSE13769910.7554/eLife.60188PMC777196533226342

## References

[bib1] Adey AC (2019). Integration of Single-Cell genomics datasets. Cell.

[bib2] Akiyama N, Shinzawa M, Miyauchi M, Yanai H, Tateishi R, Shimo Y, Ohshima D, Matsuo K, Sasaki I, Hoshino K, Wu G, Yagi S, Inoue J, Kaisho T, Akiyama T (2014). Limitation of immune tolerance-inducing thymic epithelial cell development by Spi-B-mediated negative feedback regulation. Journal of Experimental Medicine.

[bib3] Anderson MS, Venanzi ES, Klein L, Chen Z, Berzins SP, Turley SJ, von Boehmer H, Bronson R, Dierich A, Benoist C, Mathis D (2002). Projection of an immunological self shadow within the Thymus by the aire protein. Science.

[bib4] Anderson G, Jenkinson WE (2015). Co-ordination of intrathymic self-representation. Nature Immunology.

[bib5] Arnold K, Sarkar A, Yram MA, Polo JM, Bronson R, Sengupta S, Seandel M, Geijsen N, Hochedlinger K (2011). Sox2(+) adult stem and progenitor cells are important for tissue regeneration and survival of mice. Cell Stem Cell.

[bib6] Basak O, Krieger TG, Muraro MJ, Wiebrands K, Stange DE, Frias-Aldeguer J, Rivron NC, van de Wetering M, van Es JH, van Oudenaarden A, Simons BD, Clevers H (2018). Troy+ brain stem cells cycle through quiescence and regulate their number by sensing niche occupancy. PNAS.

[bib7] Becht E, McInnes L, Healy J, Dutertre CA, Kwok IWH, Ng LG, Ginhoux F, Newell EW (2018). Dimensionality reduction for visualizing single-cell data using UMAP. Nature Biotechnology.

[bib8] Bergen V, Lange M, Peidli S, Wolf FA, Theis FJ (2019). Generalizing RNA velocity to transient cell states through dynamical modeling. bioRxiv.

[bib9] Bornstein C, Nevo S, Giladi A, Kadouri N, Pouzolles M, Gerbe F, David E, Machado A, Chuprin A, Tóth B, Goldberg O, Itzkovitz S, Taylor N, Jay P, Zimmermann VS, Abramson J, Amit I (2018). Single-cell mapping of the thymic stroma identifies IL-25-producing tuft epithelial cells. Nature.

[bib10] Brennecke P, Reyes A, Pinto S, Rattay K, Nguyen M, Küchler R, Huber W, Kyewski B, Steinmetz LM (2015). Single-cell transcriptome analysis reveals coordinated ectopic gene-expression patterns in medullary thymic epithelial cells. Nature Immunology.

[bib11] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nature Biotechnology.

[bib12] Cheng JB, Sedgewick AJ, Finnegan AI, Harirchian P, Lee J, Kwon S, Fassett MS, Golovato J, Gray M, Ghadially R, Liao W, Perez White BE, Mauro TM, Mully T, Kim EA, Sbitany H, Neuhaus IM, Grekin RC, Yu SS, Gray JW, Purdom E, Paus R, Vaske CJ, Benz SC, Song JS, Cho RJ (2018). Transcriptional programming of normal and inflamed human epidermis at Single-Cell resolution. Cell Reports.

[bib13] Cohen M, Giladi A, Gorki AD, Solodkin DG, Zada M, Hladik A, Miklosi A, Salame TM, Halpern KB, David E, Itzkovitz S, Harkany T, Knapp S, Amit I (2018). Lung Single-Cell signaling interaction map reveals basophil role in macrophage imprinting. Cell.

[bib14] Cosway EJ, Lucas B, James KD, Parnell SM, Carvalho-Gaspar M, White AJ, Tumanov AV, Jenkinson WE, Anderson G (2017). Redefining Thymus medulla specialization for central tolerance. Journal of Experimental Medicine.

[bib15] Derbinski J, Pinto S, Rösch S, Hexel K, Kyewski B (2008). Promiscuous gene expression patterns in single medullary thymic epithelial cells argue for a stochastic mechanism. PNAS.

[bib16] Dhalla F, Baran-Gale J, Maio S, Chappell L, Holländer GA, Ponting CP (2020). Biologically indeterminate yet ordered promiscuous gene expression in single medullary thymic epithelial cells. The EMBO Journal.

[bib17] Forrest AR, Kawaji H, Rehli M, Baillie JK, de Hoon MJ, Haberle V, Lassmann T, Kulakovskiy IV, Lizio M, Itoh M, Andersson R, Mungall CJ, Meehan TF, Schmeier S, Bertin N, Jørgensen M, Dimont E, Arner E, Schmidl C, Schaefer U, Medvedeva YA, Plessy C, Vitezic M, Severin J, Semple C, Ishizu Y, Young RS, Francescatto M, Alam I, Albanese D, Altschuler GM, Arakawa T, Archer JA, Arner P, Babina M, Rennie S, Balwierz PJ, Beckhouse AG, Pradhan-Bhatt S, Blake JA, Blumenthal A, Bodega B, Bonetti A, Briggs J, Brombacher F, Burroughs AM, Califano A, Cannistraci CV, Carbajo D, Chen Y, Chierici M, Ciani Y, Clevers HC, Dalla E, Davis CA, Detmar M, Diehl AD, Dohi T, Drabløs F, Edge AS, Edinger M, Ekwall K, Endoh M, Enomoto H, Fagiolini M, Fairbairn L, Fang H, Farach-Carson MC, Faulkner GJ, Favorov AV, Fisher ME, Frith MC, Fujita R, Fukuda S, Furlanello C, Furino M, Furusawa J, Geijtenbeek TB, Gibson AP, Gingeras T, Goldowitz D, Gough J, Guhl S, Guler R, Gustincich S, Ha TJ, Hamaguchi M, Hara M, Harbers M, Harshbarger J, Hasegawa A, Hasegawa Y, Hashimoto T, Herlyn M, Hitchens KJ, Ho Sui SJ, Hofmann OM, Hoof I, Hori F, Huminiecki L, Iida K, Ikawa T, Jankovic BR, Jia H, Joshi A, Jurman G, Kaczkowski B, Kai C, Kaida K, Kaiho A, Kajiyama K, Kanamori-Katayama M, Kasianov AS, Kasukawa T, Katayama S, Kato S, Kawaguchi S, Kawamoto H, Kawamura YI, Kawashima T, Kempfle JS, Kenna TJ, Kere J, Khachigian LM, Kitamura T, Klinken SP, Knox AJ, Kojima M, Kojima S, Kondo N, Koseki H, Koyasu S, Krampitz S, Kubosaki A, Kwon AT, Laros JF, Lee W, Lennartsson A, Li K, Lilje B, Lipovich L, Mackay-Sim A, Manabe R, Mar JC, Marchand B, Mathelier A, Mejhert N, Meynert A, Mizuno Y, de Lima Morais DA, Morikawa H, Morimoto M, Moro K, Motakis E, Motohashi H, Mummery CL, Murata M, Nagao-Sato S, Nakachi Y, Nakahara F, Nakamura T, Nakamura Y, Nakazato K, van Nimwegen E, Ninomiya N, Nishiyori H, Noma S, Noma S, Noazaki T, Ogishima S, Ohkura N, Ohimiya H, Ohno H, Ohshima M, Okada-Hatakeyama M, Okazaki Y, Orlando V, Ovchinnikov DA, Pain A, Passier R, Patrikakis M, Persson H, Piazza S, Prendergast JG, Rackham OJ, Ramilowski JA, Rashid M, Ravasi T, Rizzu P, Roncador M, Roy S, Rye MB, Saijyo E, Sajantila A, Saka A, Sakaguchi S, Sakai M, Sato H, Savvi S, Saxena A, Schneider C, Schultes EA, Schulze-Tanzil GG, Schwegmann A, Sengstag T, Sheng G, Shimoji H, Shimoni Y, Shin JW, Simon C, Sugiyama D, Sugiyama T, Suzuki M, Suzuki N, Swoboda RK, 't Hoen PA, Tagami M, Takahashi N, Takai J, Tanaka H, Tatsukawa H, Tatum Z, Thompson M, Toyodo H, Toyoda T, Valen E, van de Wetering M, van den Berg LM, Verado R, Vijayan D, Vorontsov IE, Wasserman WW, Watanabe S, Wells CA, Winteringham LN, Wolvetang E, Wood EJ, Yamaguchi Y, Yamamoto M, Yoneda M, Yonekura Y, Yoshida S, Zabierowski SE, Zhang PG, Zhao X, Zucchelli S, Summers KM, Suzuki H, Daub CO, Kawai J, Heutink P, Hide W, Freeman TC, Lenhard B, Bajic VB, Taylor MS, Makeev VJ, Sandelin A, Hume DA, Carninci P, Hayashizaki Y, FANTOM Consortium and the RIKEN PMI and CLST (DGT) (2014). A promoter-level mammalian expression atlas. Nature.

[bib18] Gäbler J, Arnold J, Kyewski B (2007). Promiscuous gene expression and the developmental dynamics of medullary thymic epithelial cells. European Journal of Immunology.

[bib19] Gray DH, Seach N, Ueno T, Milton MK, Liston A, Lew AM, Goodnow CC, Boyd RL (2006). Developmental kinetics, turnover, and stimulatory capacity of thymic epithelial cells. Blood.

[bib20] Gray D, Abramson J, Benoist C, Mathis D (2007). Proliferative arrest and rapid turnover of thymic epithelial cells expressing aire. Journal of Experimental Medicine.

[bib21] Griffiths JA, Richard AC, Bach K, Lun ATL, Marioni JC (2018). Detection and removal of barcode swapping in single-cell RNA-seq data. Nature Communications.

[bib22] Guha M, Saare M, Maslovskaja J, Kisand K, Liiv I, Haljasorg U, Tasa T, Metspalu A, Milani L, Peterson P (2017). DNA breaks and chromatin structural changes enhance the transcription of autoimmune regulator target genes. Journal of Biological Chemistry.

[bib23] Hwang B, Lee JH, Bang D (2018). Single-cell RNA sequencing technologies and bioinformatics pipelines. Experimental & Molecular Medicine.

[bib24] Kernfeld EM, Genga RMJ, Neherin K, Magaletta ME, Xu P, Maehr R (2018). A Single-Cell transcriptomic atlas of Thymus organogenesis resolves cell types and developmental maturation. Immunity.

[bib25] Khan IS, Mouchess ML, Zhu ML, Conley B, Fasano KJ, Hou Y, Fong L, Su MA, Anderson MS (2014). Enhancement of an anti-tumor immune response by transient blockade of central T cell tolerance. Journal of Experimental Medicine.

[bib26] Klein L, Kyewski B, Allen PM, Hogquist KA (2014). Positive and negative selection of the T cell repertoire: what thymocytes see (and don't see). Nature Reviews Immunology.

[bib27] Koh AS, Miller EL, Buenrostro JD, Moskowitz DM, Wang J, Greenleaf WJ, Chang HY, Crabtree GR (2018). Rapid chromatin repression by aire provides precise control of immune tolerance. Nature Immunology.

[bib28] Kozai M, Kubo Y, Katakai T, Kondo H, Kiyonari H, Schaeuble K, Luther SA, Ishimaru N, Ohigashi I, Takahama Y (2017). Essential role of CCL21 in establishment of central self-tolerance in T cells. Journal of Experimental Medicine.

[bib29] Kretzschmar K, Watt FM (2012). Lineage tracing. Cell.

[bib30] La Manno G, Soldatov R, Zeisel A, Braun E, Hochgerner H, Petukhov V, Lidschreiber K, Kastriti ME, Lönnerberg P, Furlan A, Fan J, Borm LE, Liu Z, van Bruggen D, Guo J, He X, Barker R, Sundström E, Castelo-Branco G, Cramer P, Adameyko I, Linnarsson S, Kharchenko PV (2018). RNA velocity of single cells. Nature.

[bib31] Lancaster JN, Thyagarajan HM, Srinivasan J, Li Y, Hu Z, Ehrlich LIR (2019). Live-cell imaging reveals the relative contributions of antigen-presenting cell subsets to thymic central tolerance. Nature Communications.

[bib32] Lkhagvasuren E, Sakata M, Ohigashi I, Takahama Y (2013). Lymphotoxin β receptor regulates the development of CCL21-expressing subset of postnatal medullary thymic epithelial cells. The Journal of Immunology.

[bib33] Loo L, Simon JM, Xing L, McCoy ES, Niehaus JK, Guo J, Anton ES, Zylka MJ (2019). Single-cell transcriptomic analysis of mouse neocortical development. Nature Communications.

[bib34] Lun ATL, Riesenfeld S, Andrews T, Dao TP, Gomes T, Marioni JC, Participants in the 1st Human Cell Atlas Jamboree (2019). EmptyDrops: distinguishing cells from empty droplets in droplet-based single-cell RNA sequencing data. Genome Biology.

[bib35] Lyle S, Christofidou-Solomidou M, Liu Y, Elder DE, Albelda S, Cotsarelis G (1999). Human hair follicle bulge cells are biochemically distinct and possess an epithelial stem cell phenotype.

[bib36] Madisen L, Zwingman TA, Sunkin SM, Oh SW, Zariwala HA, Gu H, Ng LL, Palmiter RD, Hawrylycz MJ, Jones AR, Lein ES, Zeng H (2010). A robust and high-throughput cre reporting and characterization system for the whole mouse brain. Nature Neuroscience.

[bib37] Meredith M, Zemmour D, Mathis D, Benoist C (2015). Aire controls gene expression in the thymic epithelium with ordered stochasticity. Nature Immunology.

[bib38] Metzger TC, Khan IS, Gardner JM, Mouchess ML, Johannes KP, Krawisz AK, Skrzypczynska KM, Anderson MS (2013). Lineage tracing and cell ablation identify a post-Aire-expressing thymic epithelial cell population. Cell Reports.

[bib39] Metzger TC, Anderson MS (2011). Control of central and peripheral tolerance by aire. Immunological Reviews.

[bib40] Michell AC, Bragança J, Broadbent C, Joyce B, Franklyn A, Schneider JE, Bhattacharya S, Bamforth SD (2010). A novel role for transcription factor Lmo4 in Thymus development through genetic interaction with Cited2. Developmental Dynamics.

[bib41] Miller CN, Proekt I, von Moltke J, Wells KL, Rajpurkar AR, Wang H, Rattay K, Khan IS, Metzger TC, Pollack JL, Fries AC, Lwin WW, Wigton EJ, Parent AV, Kyewski B, Erle DJ, Hogquist KA, Steinmetz LM, Locksley RM, Anderson MS (2018). Thymic tuft cells promote an IL-4-enriched medulla and shape thymocyte development. Nature.

[bib42] Miragaia RJ, Zhang X, Gomes T, Svensson V, Ilicic T, Henriksson J, Kar G, Lönnberg T (2018). Single-cell RNA-sequencing resolves self-antigen expression during mTEC development. Scientific Reports.

[bib43] Moretti S, Oikonomou V, Garaci E, Romani L (2015). Thymosin α1: burying secrets in the Thymus. Expert Opinion on Biological Therapy.

[bib44] Nishikawa Y, Hirota F, Yano M, Kitajima H, Miyazaki J, Kawamoto H, Mouri Y, Matsumoto M (2010). Biphasic aire expression in early embryos and in medullary thymic epithelial cells before end-stage terminal differentiation. Journal of Experimental Medicine.

[bib45] Onder L, Nindl V, Scandella E, Chai Q, Cheng HW, Caviezel-Firner S, Novkovic M, Bomze D, Maier R, Mair F, Ledermann B, Becher B, Waisman A, Ludewig B (2015). Alternative NF-κB signaling regulates mTEC differentiation from podoplanin-expressing precursors in the cortico-medullary junction. European Journal of Immunology.

[bib46] Otero DC, Baker DP, David M (2013). IRF7-dependent IFN-β production in response to RANKL promotes medullary thymic epithelial cell development. The Journal of Immunology.

[bib47] Perniola R (2018). Twenty years of AIRE. Frontiers in Immunology.

[bib48] Raj B, Wagner DE, McKenna A, Pandey S, Klein AM, Shendure J, Gagnon JA, Schier AF (2018). Simultaneous single-cell profiling of lineages and cell types in the vertebrate brain. Nature Biotechnology.

[bib49] Ramsey C, Winqvist O, Puhakka L, Halonen M, Moro A, Kämpe O, Eskelin P, Pelto-Huikko M, Peltonen L (2002). Aire deficient mice develop multiple features of APECED phenotype and show altered immune response. Human Molecular Genetics.

[bib50] Rangel-Huerta E, Maldonado E (2017). Transit-Amplifying cells in the fast lane from stem cells towards differentiation. Stem Cells International.

[bib51] Redvers RP, Li A, Kaur P (2006). Side population in adult murine epidermis exhibits phenotypic and functional characteristics of keratinocyte stem cells. PNAS.

[bib52] Romano R, Palamaro L, Fusco A, Giardino G, Gallo V, Del Vecchio L, Pignata C (2013). FOXN1: a master regulator gene of thymic epithelial development program. Frontiers in Immunology.

[bib53] Rossi SW, Kim MY, Leibbrandt A, Parnell SM, Jenkinson WE, Glanville SH, McConnell FM, Scott HS, Penninger JM, Jenkinson EJ, Lane PJ, Anderson G (2007). RANK signals from CD4(+)3(-) inducer cells regulate development of Aire-expressing epithelial cells in the thymic medulla. Journal of Experimental Medicine.

[bib54] Sansom SN, Shikama-Dorn N, Zhanybekova S, Nusspaumer G, Macaulay IC, Deadman ME, Heger A, Ponting CP, Holländer GA (2014). Population and single-cell genomics reveal the *Aire* dependency, relief from Polycomb silencing, and distribution of self-antigen expression in thymic epithelia. Genome Research.

[bib55] Scialdone A, Natarajan KN, Saraiva LR, Proserpio V, Teichmann SA, Stegle O, Marioni JC, Buettner F (2015). Computational assignment of cell-cycle stage from single-cell transcriptome data. Methods.

[bib56] Spanjaard B, Hu B, Mitic N, Olivares-Chauvet P, Janjuha S, Ninov N, Junker JP (2018). Simultaneous lineage tracing and cell-type identification using CRISPR-Cas9-induced genetic scars. Nature Biotechnology.

[bib57] Street K, Risso D, Fletcher RB, Das D, Ngai J, Yosef N, Purdom E, Dudoit S (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. BMC Genomics.

[bib58] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, Hao Y, Stoeckius M, Smibert P, Satija R (2019). Comprehensive integration of Single-Cell data. Cell.

[bib59] Takaba H, Morishita Y, Tomofuji Y, Danks L, Nitta T, Komatsu N, Kodama T, Takayanagi H (2015). Fezf2 orchestrates a thymic program of Self-Antigen expression for immune tolerance. Cell.

[bib60] Ucar A, Ucar O, Klug P, Matt S, Brunk F, Hofmann TG, Kyewski B (2014). Adult Thymus contains FoxN1(-) epithelial stem cells that are bipotent for medullary and cortical thymic epithelial lineages. Immunity.

[bib61] Wang X, Laan M, Bichele R, Kisand K, Scott HS, Peterson P (2012). Post-Aire maturation of thymic medullary epithelial cells involves selective expression of keratinocyte-specific autoantigens. Frontiers in Immunology.

[bib62] Wang HX, Pan W, Zheng L, Zhong XP, Tan L, Liang Z, He J, Feng P, Zhao Y, Qiu YR (2019). Thymic epithelial cells contribute to thymopoiesis and T cell development. Frontiers in Immunology.

[bib63] Wells K (2020). Software Heritage.

[bib64] Wong K, Lister NL, Barsanti M, Lim JM, Hammett MV, Khong DM, Siatskas C, Gray DH, Boyd RL, Chidgey AP (2014). Multilineage potential and self-renewal define an epithelial progenitor cell population in the adult Thymus. Cell Reports.

[bib65] Yu H, Fang D, Kumar SM, Li L, Nguyen TK, Acs G, Herlyn M, Xu X (2006). Isolation of a novel population of multipotent adult stem cells from human hair follicles. The American Journal of Pathology.

[bib66] Zhang B, Hsu YC (2017). Emerging roles of transit-amplifying cells in tissue regeneration and Cancer. Wiley Interdisciplinary Reviews: Developmental Biology.

[bib67] Zheng GX, Terry JM, Belgrader P, Ryvkin P, Bent ZW, Wilson R, Ziraldo SB, Wheeler TD, McDermott GP, Zhu J, Gregory MT, Shuga J, Montesclaros L, Underwood JG, Masquelier DA, Nishimura SY, Schnall-Levin M, Wyatt PW, Hindson CM, Bharadwaj R, Wong A, Ness KD, Beppu LW, Deeg HJ, McFarland C, Loeb KR, Valente WJ, Ericson NG, Stevens EA, Radich JP, Mikkelsen TS, Hindson BJ, Bielas JH (2017). Massively parallel digital transcriptional profiling of single cells. Nature Communications.

How the deposited data were processed for this re-analysis (not part of the article)

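The samples are 7 libraries of droplet scRNA-seq of EpCAM+ CD45- thymic cells, each from 3 pooled thymi: 1 *Aire* lineage tracing library, 2 isotype controls and 4 libraries after anti-RANKL. They hold 8453 cells. The authors sequenced them on a HiSeq 4000, aligned the reads with Cell Ranger v2.2.0 to mm10-1.2.0, to which the ZsGreen transcript was added for the lineage tracing library, and filtered them in Seurat v2.3.4, to genes present in at least 3 cells and to cells within limits on the number of genes and the percent of mitochondrial reads. The paper's text names no step against doublets. The deposited values are the natural log of 1 plus the UMIs of a gene per 10000 UMIs of the cell. The methods give a scale factor of 1000, but the scaled counts of every cell sum to 10000. Whole UMI counts were recovered from the values in every cell, within a tolerance of 0.001. In total 20839 genes are listed in any library and 14052 in all of them. The 10760 cell columns of the tables that combine libraries were not used, since the tables per library hold the same kind of values.

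Cells were clustered in Seurat 5.3.0 under R 4.3.3, with variable genes of a mean between 0.0125 and 3 and a dispersion of at least 0.5, k = 30 neighbours and a resolution of 0.6. Both controls were merged without alignment and clustered on 13 principal components (10 clusters, 3283 genes). The lineage tracing library was clustered on 12 principal components (9 clusters, 2230 genes). All 7 libraries were aligned by canonical correlation on the top 1000 genes of each and clustered on 20 dimensions (15 clusters, 1716 genes). TAC-TECs were clustered again outside Seurat, by the Leiden method in scanpy with 15 neighbours at a resolution of 0.7. The mean of each library was subtracted from every gene before that step. *Aire*, *Fezf2*, *Ccl21a* and its copies, ZsGreen and the other genes measured at the claims were left out of the clustering. Cell-cycle genes took part in it, and an alternative leaves them out.

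Clusters of the lineage tracing library were named from fixed markers, which for TAC-TECs are cell-cycle genes. Joint clusters were named from the lineage tracing cells they hold. Control clusters were named from the nearest profile of a lineage tracing population with r of at least 0.3. A joint cluster needed at least 10 such cells and 50% of them from 1 population. A name was refused where fewer than 3 markers were detected or where the top 10 genes held more markers of another class. These limits were set after the clusters had been seen. Refused clusters keep their number, and their shares are given for every library.

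Phases were called with the pair scores of cyclone, written again for Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), from scran's mouse pairs, of which 11186 for G1 (602 genes) and 9168 for G2/M (610 genes) have both genes in the files. As a check of the code, 100 cells each of G1 and G2/M were simulated at 8000 UMIs from the pairs themselves, which hold 624 genes. The step recovered 100% of both, which does not measure its accuracy on real cells. S phase was not simulated. The alternative used Seurat's lists of 46 S and 54 G2/M genes. Slingshot and RNA velocity were not used here. Cells of the *Aire* branch were ordered by diffusion pseudotime in scanpy 1.11.5 (anndata 0.12.19) with 15 neighbours and averaged in 20 bins. Plots were drawn with matplotlib 3.10.9.

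The paper's cutoffs on the deposited scale were kept, above 0 for *Aire* and ZsGreen, 2 for *Krt10* and 4 for *Ccl21a*. To compare shares between depths, the UMIs of each cell were thinned at random to 2000, without replacement, and 177 shallower cells were left out. Thinning to 4000 left out 1283 cells. Levels in *Aire*-positive cells were averaged over 20 thinnings, a number chosen after the data had been seen. Shares carry exact binomial 95% intervals and a share of 0 the upper limit of 3 cells. Cells of 1 pool are not replicates, so no p-values and no lists of changed genes were computed, and the only spread between libraries is the SD of the 2 controls. The median depth per cell lay between 4299.5 and 16809 UMIs, which limits what a cell without a UMI can show.

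The breadth of detection counts the genes of a list with a UMI among 26 *Aire*-positive cells thinned to 2000 UMIs, the number present at week 4, over 100 seeded draws. The list was built from the week 2 control alone, as the genes present in at least 3 of its *Aire*-positive cells and in none of its *Ccl21a*-high cells and of the unnamed cells standing in for cTECs, without the measured genes. The week 2 control is therefore favoured by it, and the treated libraries are compared with the week 10 control. As a check of the code, 1529 of 3058 genes were set to 0 in the cells of the week 10 control. The percent of genes detected went from 10.9% to 5.48%, the value made. A gene set to 0 cannot be detected, so this checks the counting only.

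Genes are named by the rule that every gene the text of the paper names for these claims may be named, and for comparisons across all genes the 3 with the largest difference of population means in each direction, among genes with a mean of at least 0.5 in either. *Pth*, *Chga* and the sex-linked genes stand outside that rule and were chosen after their values had been seen. A gene of one of the lists tested is not reported here, and the counts given are without it. The markers, the measured genes, the cutoffs, the depths and all alternatives but the added ones were set before the data were examined. These alternatives were other resolutions, cutoffs, thinning depths and bins, the measured genes kept, no canonical correlation, the leading principal component, other phase lists, genes with a mean of at least 0.1, held-out genes in at least 5 cells, doublets left out, and each control left out in turn. Added after the data had been seen were the 5% of cells with the highest Scrublet scores left out, cluster 3 counted into the *Aire* branch, only cells with an *Aire* UMI, and a *Krt10* cutoff of 1. Scrublet itself marked 31 of 8453 cells, 0.367%, at its own threshold, and whether that threshold missed doublets was not tested. Lists of tissue-specific antigens and of *Aire*- or *Fezf2*-dependent genes, flow cytometry and immunostaining were not analysed here.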

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

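The tests of *Pth* as free RNA and as transcription in the *Aire* branch, and the tests of male thymi in both libraries with cells that lack *Xist*, were chosen after the result was seen, while those of parathyroid cells, of depth and of a single X chromosome were written down before.

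Late-*Aire* cells stand out because their share changed in opposite directions at the weeks that have a control of their own. Relative to the control of the same week, it differed by -13.1 percentage points at week 2 after anti-RANKL and by 4.18 points at week 10. The difference between the weeks was not tested, since each rests on 1 library against 1. The controls themselves were 22.4% and 13.0% Late-*Aire* cells, so part of the opposite signs lies in the controls. Recovery from the treatment and the age of the mice are biological differences that the design names, and they stay open, untested, beside the splitting of clusters.

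*Pth*, the gene of parathyroid hormone (chromosome 7, 113385580 to 113388570), stands out as a signal in genes the paper does not discuss. At least 1 *Pth* UMI was present in 83.5% of the cells of week 2 after anti-RANKL, 93.5% of those of week 6 and 68.8% of those of the lineage trace, outside a small joint cluster, number 14. The shares were 15.1% and 1.89% in the controls, 42.7% at week 4 and 4.65% at week 10. Thinned to 2000 UMIs, they were 31.5%, 80.0% and 21.2% in the 3 libraries with the highest shares and 1.64% and 0.787% in the controls, so depth alone leaves the libraries apart. T cells also carried *Pth*, in 9 of 9 cells at week 2, 7 of 7 at week 6 and 29 of 37, 78.4%, in the lineage trace, as free RNA in the droplets would give. Transcription in *Aire* branch cells as the whole source is argued against by *Ccl21a*-high cells, of which 83.1% had a *Pth* UMI at week 2, against 86.2% of the branch. In the lineage trace, however, the branch held 66.6% of the *Pth* UMIs and 30.9% of all UMIs. Its shares of the *Pth* UMIs were 88.0% and 97.3% in the controls and 90% at week 10 after anti-RANKL. Of all UMIs, it held 64.5%, 58.9% and 62.4% there. At weeks 2, 4 and 6 it held 20.7%, 8.17% and 27.8% of the *Pth* UMIs, and 19.9%, 7.67% and 24.3% of all UMIs. Transcription in some branch cells therefore stays open as a part. A candidate source of the free RNA is parathyroid cells among the sorted cells. Cluster 14 holds 25 cells, of which 8, 3, 5 and 1 come from weeks 2, 4, 6 and 10, 7 from the lineage trace and 1 from the week 2 control. Its mean was 7.84 for *Pth* and 5.76 for *Chga*, against at most 0.73 and 2.01 elsewhere. Of the parathyroid genes tested, *Pth*, *Chga* and *Gcm2* had been looked at before, and all 4 of the others (*Casr*, *Kl*, *Gata3* and *Vdr*) were highest in cluster 14, with means of 0.18, 1.23, 1.26 and 0.60. A biological difference between the libraries in *Pth* stays open, untested.

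In the library of week 10 after anti-RANKL, 41.2% of the cells had a *Xist* UMI, against 98.0% and 96.9% in the controls and at least 97.0% at weeks 2, 4 and 6. It stands out as a signal in a gene that the paper does not discuss. The paper states that female mice were used unless otherwise specified. The table of this library does not list *Ddx3y*, *Eif2s3y*, *Uty* or *Kdm5d*, so that 0 of the 709 cells without *Xist* can show a UMI of them. Since the authors kept genes present in at least 3 cells, each can have been present in at most 2. Such a UMI was present in 489 of 794 cells without *Xist* in the lineage trace, so male thymi as the source in week 10 are argued against. The cells without *Xist* had a median of 6944 UMIs and the others 7886, and thinned to 2000 UMIs 32.4% of the cells had *Xist*, against 76.5% in the week 10 control, so depth is argued against as well. Cells with a single X chromosome cannot be told apart from cells that lost *Xist* alone by the genes that escape X inactivation. *Kdm6a*, *Kdm5c*, *Ddx3x* and *Eif2s3x* were lower in cells without *Xist*, by 0.04, 0.06, 0.08 and 0.14. After thinning, 2 of the 4 were lower, and the median of the list lay at percentile 14.5 of 10000 random lists matched on mean level. Cells of the lineage trace with Y-linked and no *Xist* UMIs had 4 of 4 lower after thinning, at percentile 6.28, so the list sets even such cells only weakly apart. *Aire*-positive cells made up 28.1% of the TECs without *Xist* and 26.1% of those with it. Beyond male thymi and a single X chromosome, no biological explanation for the loss of *Xist* was tested.

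In the lineage trace 45.8% of the cells (635 of 1387) had a UMI of a Y-linked gene, and 42.8% had a *Xist* UMI. It stands out as a signal in genes the paper does not discuss, against 4 cells in the week 2 control. Both kinds of UMI were present in 146 cells, 10.5%, where 19.6% would be expected if they were independent, which is consistent with male and female thymi pooled into the library. Populations took different shares from the cells with *Xist*. It was detected in 18.4% of *Aire*-positive cells (18 of 98), 32.9% of TAC-TECs and 75.4% of cluster 8, against 43.3% of all TECs. *Aire*-positive cells made up 3.08% of the TECs with *Xist* and 10.5% of the others, so comparisons of populations within this library mix them with sex or with the thymus of origin. Whether sex or the individual thymus lies behind this stays open, untested.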

How the results depend on the processing

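Alternatives that leave out the 5% of cells with the highest doublet scores, count cluster 3 into the *Aire* branch, keep only cells with an *Aire* UMI or lower the *Krt10* cutoff to 1 were chosen after the results were seen, and the others were planned. Over 129 results and their alternatives, 643 values were computed. Of these, 473 moved by less than the spread between the controls or the counting interval, 163 moved by more and 7 reversed. For the 73 results that answer no comparison by themselves, the counts were 297, 93 and 1 of 391. No paired analysis was run, because the results come from no test and weeks 2 and 10 each have 1 treated library and 1 control. Only plain differences from the control of the same week were taken. Where no cause is named, the cause was not tested.

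In the controls, the share of *Ccl21a*-high cells went from 11.8% to 8.78% at a resolution of 1.0, and that of *Aire*-positive cells from 30.7% to 34.2% with the measured genes kept. The share of G2/M cells in TAC-TECs went from 85.7% to 60.3% with cell-cycle genes left out of the clustering. The naming of TAC-TECs rested on cell-cycle markers under both settings. Control TAC-TECs with both *Aire* and *Ccl21a* went from 2.37% to 0.197% at a *Ccl21a* cutoff of 5 and 0.789% after thinning, and those of the trace from 8.33% to 3.13% and 2.08%. A higher cutoff can only lower the number of cells past it, and fewer UMIs the number of cells with an *Aire* UMI. The distance between the peaks of *Fezf2* and *Aire*, -5 points, was -12.5 with 40 bins and between -20 and -10 with each control left out. Its sign stayed the same under these alternatives, while its size varied between 1 and a few bins.

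In the lineage trace, thinning lowered the share with both *Aire* and ZsGreen from 92.0% to 42.5% in *Aire*-positive cells, from 46.5% to 16.1% in Late-*Aire* cells and from 53.1% to 7.29% in TAC-TECs, and the share of *Ccl21a*-high cells with ZsGreen from 34.5% to 10.3%. Fewer UMIs per cell lower such shares by construction. With at least 2 ZsGreen UMIs, 37.5% of TAC-TECs had both, 33.3% in place of 17.7% had *Aire* only, and 10.4% of *Ccl21a*-high cells had ZsGreen. Against the controls, r of genes with a mean of at least 0.1 was 0.988 in place of 0.99 for cTECs, 0.982 in place of 0.986 for *Ccl21a*-high cells and 0.978 in place of 0.983 for TAC-TECs.

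The difference of the *Aire* branch from the control mean at weeks 2, 4 and 6 (-41.8, -52.7 and -42.3 points) was -49.9, -61.2 and -52.1 without canonical correlation, -31.2, -41.4 and -34.2 with the doublets of Scrublet left out, -33.7, -42.1 and -36.1 with the highest 5% of scores left out, and -46.8, -57.1 and -46.7 with cluster 3 counted in. With the measured genes kept, week 4 was -54.5. At week 10 (-3.38) it was -6.89 with the measured genes kept, -7.79 without canonical correlation and -8.32 with cluster 3, while the difference from the week 10 control alone was 0.324. The difference of *Ccl21a*-high cells at week 4 (31.2 points) was 36.6 with the measured genes kept, 34.6 at a resolution of 1.0, 40.4 without canonical correlation, 34.2 without the doublets of Scrublet and 34.1 without the highest 5%. That of *Aire*-positive cells at week 10 reversed from -2.67 to 0.0161 points without the highest 5%.

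Order along the branch depends on the method. The median at week 2, 31.8 points past the control mean, reversed to -11.9 by the leading principal component and was 0.560 with cluster 3 counted in. That of week 4, 11.0 points, reversed to -29.5 and -23.4 under the same alternatives, and that of week 6, 0.826 points, was 9.05 and -16.8. At week 10, r with the control for genes with a mean of at least 0.1 was 0.987 in place of 0.99 for both *Ccl21a*-high and Late-*Aire* cells and 0.971 in place of 0.977 for tuft-like cells.

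For TAC-TECs, Seurat's phase lists raised the share in G2/M from 21.7%, 39.1%, 34.5% and 50% at weeks 2, 4, 6 and 10 to 56.5%, 69.6%, 58.6% and 79.2%. The share with *Ccl21a* only at week 4 went from 73.9% to 43.5% at a cutoff of 5, and the subcluster with the lowest *Aire* from 10% to 3.33% of week 10 at a resolution of 1.0.

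In *Aire*-positive cells, the difference of *Aire* from the control mean at week 2 (-0.19) was -0.28 without the doublets of Scrublet, -0.32 in a single thinning to 2000 UMIs, and reversed to 0.22 without the highest 5%. At week 4 (-0.51) it was -0.62 with the measured genes kept, -0.32 without canonical correlation, -0.38 without the doublets of Scrublet, -0.70, -0.32 and -0.61 thinned to 1000, 2000 and 4000 UMIs, and reversed to 0.0297 without the highest 5%. That of *Fezf2* at week 2 (0.37) was 0.27 without canonical correlation, 0.45 and 0.24 thinned to 1000 and 4000 UMIs, and reversed to -0.0413 without the doublets of Scrublet. At week 4 (0.37) it was 0.17 without canonical correlation, 0.78 without the highest 5%, and 0.22 and 0.55 thinned to 1000 and 4000 UMIs. Under both doublet alternatives the cells are split into other clusters, and the named one holds 756 or 663 cells in place of 1291. The held-out genes detected, as percent of the week 10 control, were 63.2%, 44.4% and 57.5% without canonical correlation in place of 46.7%, 23.8% and 45.8% at weeks 2, 4 and 6.

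Depth limits what the shares can show. Of the cells, 177 are below 2000 UMIs and 1283 below 4000, the latter with 103 *Aire*-positive cells among them, and the 23, 23 and 29 TAC-TECs of weeks 2, 4 and 6 leave wide intervals, such as 7.46 to 43.7% for the share in G2/M at week 2.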

Differences from the paper's values

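The alternatives with a *Krt10* cutoff of 1 and without the 5% of cells with the highest doublet scores were chosen after seeing the values, and the other settings named were set before the data were examined. A share or a number is said to differ where the larger value is more than 1.5 times the smaller and their gap exceeds the counting error, and r where the gap exceeds 0.005, the rounding of a value read by eye. Not to differ therefore does not mean to be equal.

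The paper gives 14% of Late-*Aire* cells as expressing high *Krt10* in its text, and 13.9% in its supplementary file, against 7.10% here. The alternatives set before the data were examined differ from it too, at 7.24% with the measured genes kept, 7.14% at a resolution of 1.0 and 6.45% thinned, while a cutoff of 1 in place of 2, chosen after seeing the values, gives 13.5%. For other populations of the trace, the paper's supplementary file gives 15.8% of cTECs, 10.2% of *Ccl21a*-high and 11.4% of tuft cells, against 0% here for each. Keeping the measured genes and a resolution of 1.0 also give 0%, and thinning gives 3.62%, 0.501% and 1.28%, all of which differ. The cutoff of 1, chosen after seeing the values, gives 15.9%, 10.1% and 11.5%. With that cutoff and the measured genes kept, the 6 populations lie within 0.0915 percentage points of the paper's supplementary file.

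The paper reports 3 subclusters of TAC-TECs, against 8 here. At a resolution of 1.0 there are 10, which differs as well. The paper aligned its TAC-TECs by canonical correlation, while library means were subtracted here, so these numbers come from unlike methods.

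Shares of all cells of a library were compared with the bars of Figure 4—figure supplement 2e. The paper names a joint cluster from the lineage tracing population most frequent in it. By that rule clusters 3 and 8, unnamed here, would be *Ccl21a*-high, at 59.1% and 73.8% of their lineage tracing cells. Counting them in would bring weeks 4 and 6 nearer to the paper's *Ccl21a*-high values, but would put both week 10 libraries above them. For *Ccl21a*-high cells the paper's value is about 22% in the week 10 control in Figure 4—figure supplement 2e, read by eye, against 13.1% here. Of the alternatives set before the data were examined, measured genes kept (16.3%), a resolution of 1.0 (19.0%) and doublets left out (17.6%) do not differ from it, and no canonical correlation (9.83%) does. At week 4 after anti-RANKL, the paper's value is about 68% in Figure 4—figure supplement 2e, read by eye, against 43.1%. By the limit of 1.5 times, none of these 4 alternatives differs, with the measured genes kept (51.1%), at a resolution of 1.0 (51.3%), without canonical correlation (49.2%) and without doublets (49.5%). At week 6 it is about 53% in Figure 4—figure supplement 2e, read by eye, against 32.5%. Measured genes kept (36.8%), a resolution of 1.0 (37.5%) and no canonical correlation (36.2%) do not differ, and doublets left out (35.3%) does. At week 10 it is about 23% in Figure 4—figure supplement 2e, read by eye, against 14.7%. Measured genes kept (17.4%), a resolution of 1.0 (17.8%) and doublets left out (16.4%) do not differ, and no canonical correlation (14.8%) does. Without the 5% of cells with the highest doublet scores, chosen after seeing the values, none of these differ, at 18.5% in the week 10 control and 50.4%, 36.5% and 17.8% at weeks 4, 6 and 10.

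For Late-*Aire* cells at week 2, the paper's value is about 14% in Figure 4—figure supplement 2e, read by eye, against 9.25% here. No canonical correlation (10.6%) and doublets left out (9.84%) do not differ, and measured genes kept (9.33%), a resolution of 1.0 (9.25%) and the added doublet alternative (9.22%) do. At week 4 it is about 2.9% in Figure 4—figure supplement 2e, read by eye, against 1.83%. No canonical correlation (2.03%), doublets left out (2.11%) and the added doublet alternative, chosen after seeing the values (2.35%), do not differ, while measured genes kept and a resolution of 1.0, both at 1.83%, do. For *Aire*-positive cells at week 4 it is about 3.5% in Figure 4—figure supplement 2e, read by eye, against 1.76%, and every alternative set before the data were examined differs, with 1.97% with the measured genes kept, 1.76% at a resolution of 1.0, 0.814% without canonical correlation and 0.886% without doublets. At week 6 it is about 14% in Figure 4—figure supplement 2e, read by eye, against 8.63%, and again all of them differ, with 8.77%, 8.63%, 8.08% and 5.12%.

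For r between the trace and the controls, the paper's values are about 0.98 for *Aire*-positive cells, *Ccl21a*-high cells and cTECs in Figure 3—figure supplement 1d, read by eye, against 0.988, 0.986 and 0.99 here. With genes of a mean of at least 0.1, *Ccl21a*-high cells (0.982) do not differ, and *Aire*-positive cells (0.986) and cTECs (0.988) do. Between week 10 after anti-RANKL and its control, the paper's values are about 0.99 for *Aire*-positive, about 0.98 for Late-*Aire* and about 0.97 for tuft cells in Figure 4—figure supplement 2c, read by eye, against 0.996, 0.99 and 0.977. With genes of a mean of at least 0.1, *Aire*-positive (0.995) and tuft-like cells (0.971) do not differ and Late-*Aire* cells (0.987) do.

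The paper's text states that *Fezf2* stayed level in *Aire*-positive cells after anti-RANKL. Here it was above the control mean by 0.37 at weeks 2 and 4, more than the SD between controls of 0.06. With the doublets of Scrublet left out, set before the data were examined, week 2 reversed to -0.0413 and week 4 was 0.36. Mean *Fezf2* in the lineage trace, not given anti-RANKL, was 1.32 against 1.60 and 1.69 in the controls, so libraries that were not treated lie apart by nearly as much. The paper states that the number of TAC-TECs with *Ccl21a* alone stayed alike through the time course. Here it was 3 and 9 in the controls and 10, 17, 5 and 3 at weeks 2, 4, 6 and 10. The paper describes the pattern of *Aire* without ZsGreen as unique to TAC-TECs. Here it was present in 17.7% of TAC-TECs and 8.05% of *Aire*-positive cells, and after thinning, which removes ZsGreen UMIs as well, in 26.0% and 33.3%. With at least 2 ZsGreen UMIs, set before the data were examined, it was 33.3% and 10.3%, which keeps TAC-TECs highest of these as in the paper. The Discussion of the paper has most TAC-TECs without ZsGreen, and here 61 of 96, 63.5%, had at least 1 ZsGreen UMI. With at least 2 ZsGreen UMIs it was 40.6% and after thinning 19.8%, and under both settings, set before the data were examined, most TAC-TECs are without it as in the paper. The paper states that the TAC-TECs persisting after anti-RANKL kept their proportion in G2/M. Here the share was 21.7%, 39.1% and 34.5% at weeks 2, 4 and 6, against 41.7% and 49.0% in the controls. It was below both controls at these weeks after thinning and with Seurat's gene lists too. On 23, 23 and 29 cells, each of these intervals includes the share of the week 2 control. The week 2 interval before thinning, 7.46 to 43.7%, leaves out the week 10 control and the 54.3% of the lineage trace. After thinning it is 16.4 to 57.3% and includes the 46.2% of the week 10 control. A fall relative to both controls is therefore not established. The paper's methods give a scale factor of 1000, and the deposited values hold one of 10000.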

Other observations

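The test of ZsGreen as free RNA against cTECs, the tests of depth for *Fezf2* and the test on cells with an *Aire* UMI were chosen after the result was seen, and the other tests were written down before.

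ZsGreen UMIs in *Ccl21a*-high cells of the lineage trace could be free RNA in part or in whole. Thinned to 2000 UMIs, 10.1% of cTECs had a ZsGreen UMI, against 10.3% of *Ccl21a*-high cells. If free RNA were the source, ZsGreen and *Pth* UMIs should stand in like proportions in all cells that make neither, and ZsGreen was 31% of both kinds of UMI in *Ccl21a*-high cells, 31.4% (95% interval 25.5 to 37.7%) in cTECs and 23.3% (14.2 to 34.6%) in T cells, against 83.9% in *Aire*-positive cells, 80.9% in Late-*Aire* and 74.3% in tuft-like cells. TAC-TECs do not follow this, at 15.6% (14.3 to 17.0%), since they held 2286 *Pth* UMIs beside 423 of ZsGreen, and the source of their *Pth* was not tested. The cells of joint cluster 14 were left out of these proportions, a choice made after they had been seen. A subset of *Ccl21a*-high cells that transcribe ZsGreen cannot be told apart from free RNA, since 23 cells, 2.88%, had at least 3 ZsGreen UMIs where 19.6 would be expected by chance, and 8 cTECs did where 4.11 would be. The paper's flow cytometry of ZsGreen protein in CCL21+ cells was not analysed here and does not rest on RNA.

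The rise of *Ccl21a*-expressing TAC-TECs at weeks 2 and 4 after anti-RANKL was weighed against free RNA and doublets. Free *Ccl21a* RNA rose in these libraries, but 3.39% of *Aire*-positive, 4.42% of Late-*Aire* and 5% of tuft-like cells passed the cutoff at week 2, against 13 of 23 TAC-TECs. At week 4 it was 0 of 26, 2 of 27 and 10 of 72 of these cells, against 17 of 23 TAC-TECs. These shares argue against free RNA as the whole source. At week 2, TAC-TECs past the cutoff had 0.720 times the median UMIs of the others, where doublets would have more, which argues against doublets with *Ccl21a*-high cells. At week 4 the ratio was 2.02, with 17 and 6 cells, so doublets cannot be told apart there from single cells, although 0 of 17 were among the 5% with the highest doublet scores. Of the TAC-TECs of the lineage trace, not given anti-RANKL, 26 of 70 passed the cutoff too, so differences between libraries that the treatment does not account for stay open beside an effect of the treatment, which was not tested on replicates.

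Lower *Aire* in *Aire*-positive cells at week 4 is not owed to depth, since after 20 thinnings to 2000 UMIs it was still -0.42 relative to the nearer control. The same is so for higher *Fezf2*, which was 0.27 above the nearer control at week 2 and 0.35 above it at week 4. The split of the branch into clusters matters for *Aire*, which at week 4 was 0.03 above the control mean without the 5% of cells with the highest doublet scores, and for *Fezf2* at week 2, which was -0.0413 without the doublets of Scrublet. For both, which cells are called *Aire*-positive may therefore account for part of the change. *Fezf2* at week 4 stayed above the control mean under these 2 alternatives, by 0.78 and 0.36. A biological effect stays open for each.

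The breadth of detection was measured with a held-out list of 3058 genes, built from the week 2 control and not from the lists of the paper. In 26 *Aire*-positive cells thinned to 2000 UMIs, 12.7% and 10.9% of the genes were detected in the week 2 and week 10 controls and 5.08%, 2.58%, 4.98% and 9.78% at weeks 2, 4, 6 and 10 after anti-RANKL. As percent of the week 10 control, that was 46.7%, 23.8%, 45.8% and 89.9%. Of 17523 other genes, 42.1% were detected in the week 10 control and 41.0% at week 4, which is 97.3% of it, so lower depth is argued against. Restricted to cells with an *Aire* UMI, week 4 stood at 25.2% of the week 10 control, which argues against cells without *Aire* inside the cluster as the source. A list of 363 genes of families was 20.4% in the week 10 control and 12.7% at week 4. The list was made in the week 2 control, which favours that library. A biological effect of the treatment stays open, untested on replicates.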
